# Genome-wide Identification and Characterization of Natural Antisense Transcripts by Strand-specific RNA Sequencing in *Ganoderma lucidum*

**DOI:** 10.1038/s41598-017-04303-6

**Published:** 2017-07-18

**Authors:** Junjie Shao, Haimei Chen, Dan Yang, Mei Jiang, Hui Zhang, Bin Wu, Jianqin Li, Lichai Yuan, Chang Liu

## Abstract

*Ganoderma lucidum* is a white-rot fungus best-known for its medicinal and ligninolytic activities. To discover the underlying genes responsible for these activities, we identified and characterized the natural antisense transcripts (NATs) using strand-specific (ss) RNA-seq data obtained from the mycelia, primordia and fruiting bodies. NATs were identified using a custom pipeline and then subjected to functional enrichment and differential expression analyses. A total of 1613 cis- and 244 trans- sense and antisense transcripts were identified. Mapping to GO terms and KEGG pathways revealed that NATs were frequently associated with genes of particular functional categories in particular stages. ssRT-qPCR experiments showed that the expression profiles of 30 of 50 (60%) transcripts were highly correlated with those of the RNA-seq results (*r ≥ *0.9). Expression profiles of 22 of 25 (88%) pairs of NATs and STs were highly correlated (*p* ≤ 0.01), with 15 having *r* ≥ 0.8 and 4 having *r* ≤ -0.8. Six lignin-modifying genes and their NATs were analyzed in detail. Diverse patterns of differential expression among different stages and positive and negative correlations were observed. These results suggested that NATs were implicated in gene expression regulation in a function-group and developmental-stage specific manner through complex mechanisms.

## Introduction

*Ganoderma lucidum* belongs to family Ganodermataceae, order Polyporales, class Agaricomycetes and phylum Basidiomycota. It is a white-rot fungus and best known for medical activities in East Asia countries. However, it can also cause severe diseases in economically important trees and perennial crops^1, 2^. Due to its economic and ecological importance, studies aiming to understand the molecular basis for its ability to breakdown woody plants and to produce bioactive compounds have been actively pursued. We previously sequenced the genome of *G*. *lucidum* ^3^. Then, we systematically identified protein coding genes involved in the biosynthesis of polysaccharides and secondary metabolites, and wood degradation from the sequenced genome. Later, using non-strand-specific RNA-seq data, we systematically identified the long intergenic non-coding RNAs (lincRNAs) in *G*. *lucidum* ^4^.

Through the analyses of total transcripts in eukaryotes using high throughput technologies such as RNA-seq^5^ or tilling arrays^6^, a large portion of the transcripts were found not to encode proteins, and were subsequently named non-coding RNAs (ncRNAs)^7^. The ncRNAs can be classified into two groups: housekeeping ncRNAs and regulatory ncRNAs. Housekeeping ncRNAs include ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), and small nucleolar RNAs (snoRNAs). Regulatory ncRNAs include long ncRNAs (lncRNAs) and small RNAs. The lncRNAs differ from small RNAs primarily by a length cutoff of 200 nucleotides^8^. lncRNAs have been found in a large varieties of organisms, ranging from yeasts^9^ to mammals including mice^10^ and humans^11^. Based on their positions relative to the protein coding genes, lncRNAs can be subdivided into three groups: natural antisense transcripts (NATs), long intronic ncRNAs, and long intergenic ncRNAs (lincRNAs)^7^.

NATs, a subset of lncRNAs, are defined as the transcripts transcribing from the opposite DNA strand (i.e., antisense strand), as compared with the strand (i.e., sense strand) from which the protein coding genes are transcribed. In the following text, we will call transcripts transcribed from the sense strand as sense transcripts (STs). By this definition, STs correspond to protein coding genes. Some of them have NATs and the rest of them don’t. NATs can be divided into two groups: cis-NATs and trans-NATs. A cis-NAT is transcribed from the opposing DNA strand at the same genomic locus as its ST, and the overlapping region is completely reverse complementing. By contrast, a trans-NAT is transcribed from a different locus and the overlapping region is usually partially reverse complementing^12^. NATs have been shown to control nearly every level of gene regulation through interactions with DNA, RNA, or protein (reviewed in ref. 13). NATs play roles in the expression regulation of their STs via several mechanisms. For example, NATs can inhibit the transcription of their STs through steric hindrance of the transcriptional machinery; competition for transcription factors and silencing by RNAi. Furthermore, NATs can disrupt post-transcriptional modification and translation of their STs. This is achieved by NATs’ ability to form RNA/RNA duplexes with STs. Alternatively, NATs can mask the specific signals on their STs required for mRNA splicing and stability (reviewed in refs 14-16).

NATs have been found in human and mouse^17^, other mammals^18^, thale cress^19^, maize^20^, and fungi^21^. In fungi, genome-wide analyses have been carried out to identify NATs in *Saccharomyces cerevisiae* ^22^, *Candida albicans* ^23^, *Aspergillus flavus* ^24^, *Magnaporthe oryzae* ^25^, *Tuber melanosporum* ^26^, and *Schizosaccharomyces pombe* ^27^, basidiomycetes *Cryptococcus neoformans* ^28^, *Ustilago maydis* ^29^, and *Schizophyllum commune* ^30^, and *Neurospora crassa* ^31^. Among the large numbers of NATs discovered, only a few have their functions studied in detail. It is found that NATs play important roles in a wide range of biological processes, such as cellular metabolism, mating and pathogenesis (reviewed in ref. 32). For example, in *S*. *cerevisiae*, GAL1ucut is a NAT transcribed from the GAL1-10 cluster loci. Under repressive conditions, GAL1ucut was transcribed and could successfully silence the otherwise highly expressed genes located in the GAL1-10 cluster^33^. Furthermore, antisense of depressing factor 1 (ADF1) is a NAT transcribed from the opposite strand in the locus coding the mating depressing factor 1 (MDF1) protein in yeast. When the cells were grown in rich medium, MDF1 interacted with MATa2 and suppressed the mating pathway. However, when the cells were grown in poor medium, ADF1 repressed MDF1 and activated the mating pathway^34^. Finally, in *U*. *maydis*, UM02150 coded for a probable xylitol dehydrogenase. And ncRNA1 is a NAT complementary to the 3’ UTR of UM02150. Deletion of ncRNA1 reduced pathogenesis of the seedlings infected by *U*. *maydis* ^13^. Considering these examples, it is reasonable to expect that NATs might also play important roles in cellular metabolism, mating, pathogenesis and etc. in *G*. *lucidum*.

In this study, we performed strand-specific RNA-seq experiments, developed a computational pipeline to identify NATs using the new dataset. A total of 1954 sense and antisense transcripts (SATs) pairs were identified, including 1630 cis-SATs and 324 trans-SATs. This study unraveled another critical type of potential gene expression regulator in *G*. *lucidum*. The discovered NATs will be invaluable to the understanding of the processes for the production of polysaccharide and triterpenoid, the mating between mycelia, and the degradation of woody materials, not only in *G*. *lucidum*, but also in other organisms.

## Results

### Strand-specific RNA-seq analysis

To identify NATs of *G*. *lucidum*, we carried out strand-specific RNA-seq (ssRNA-seq) analysis of RNA samples extracted from three developmental stages: mycelia, primordia, and fruiting bodies. 

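Strand-specific RNA-seq libraries were made from mycelia, primordia and fruiting bodies, with 1 library per stage, so the RNA-seq has no replicates for a difference between stages. The mycelia had been grown for 7 days at 28 °C on potato dextrose agar, and the other stages on oak logs. The cDNA was cleaved to 300 to 500 bp and sequenced in 100 bp pairs. The authors mapped the cleaned reads with TopHat, assembled transcripts with Cufflinks and deposited values for the same 25272 transcript units in each stage. For each unit they deposited an FPKM value, which the paper calls RPKM, with its lower and upper confidence bounds, and an estimated fragment count multiplied by a single factor per library. This factor was 0.932 in mycelia, 1.26 in primordia and 0.843 in fruiting bodies, and dividing by it gave whole fragments. The units held 17005908 fragments in mycelia, 14629726 in primordia and 18151385 in fruiting bodies. With 3 fragments as the smallest detectable number, the floor was 0.176 CPM in mycelia, 0.205 in primordia and 0.165 in fruiting bodies. The 10 units with the most fragments held 5.69% of the fragments in mycelia, 9.49% in primordia and 6.32% in fruiting bodies.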

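The NATs were matched to units through Table S2, of which 1003 of the 1630 cis-SAT pairs were read, with 993 cis-NATs and 839 STs. The deposited FPKM of the NAT equalled the value in Table S2 in all 3 stages for 1003 of these 1003 pairs. In the part of the paper's tables that was read, no unit is given for the trans-NATs. Each was therefore placed on a unit from its number and the length of its sequence in Supplementary File 2. This placed 211 of the 243 trans-NATs with a sequence. The same rule was applied to the 993 cis-NATs with each left out in turn, and 978 of the 981 it placed were on the unit that Table S2 gives. The STs of the pairs were not matched to the units of the deposited files, so all ST values given here are the paper's, from Tables S2 and S10. Changes between stages were taken as log2 ratios after adding a pseudocount of 1. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.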

A statistical summary of the RNA-seq analysis results are shown in Table S1. In total, 50.6, 48.3, and 56.5 million of 100 bp pair-end reads were obtained for samples of mycelia, primordia, and fruiting bodies, respectively. The raw data were subjected to data cleaning to remove reads with low quality. After which, the reads were mapped to a *G*. *lucidum* reference genome sequence (Accession No: GCA_000271565.1) using TopHat (v1.3)^35^. The average coverage depths for the three RNA-seq data sets are 50-fold, 55-fold, and 60-fold, respectively. 

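The fragments on the deposited transcript units came to 60.1% of the mapped pairs that the paper's Table S1 lists for mycelia, 55.3% for primordia and 59.6% for fruiting bodies. The mapped pairs in that table, divided by its raw reads, gave mapping rates of 56.0% for mycelia, 54.8% for primordia and 53.8% for fruiting bodies.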

The corresponding mapping rates are 56.20%, 55.5%, and 54.3%, respectively.

### Computational identification of cis- and trans-NATs

We modified the bioinformatic pipeline for lincRNA identification^4^ to identify cis-NATs and trans-NATs based on their previously described characteristics^15^. A flow chart describing the pipeline is shown in Fig. 1. The entire pipeline can be divided into three parts, which identifies: (1) candidate cis-NAT (Fig. 1, module I); (2) candidate trans-NAT (Fig. 1, module II); and (3) cis- and trans- NATs (Fig. 1, module III). The *G*. *lucidum* genome has 16127 predicted genes obtained previously^3^. Using the program TopHat and Cufflinks, we identified 27199, 24539, and 24996 transcripts from the samples derived from the three stages, respectively. These include the transcripts for the 16127 predicted protein coding genes and other non protein-coding transcripts. 

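Of the 25272 deposited transcript units, 23721 had an FPKM above 0 in mycelia, 23478 in primordia and 24073 in fruiting bodies. At an FPKM of 2 or more, the cutoff the paper uses for NATs, 21568 units were counted in mycelia, 21141 in primordia and 22298 in fruiting bodies. A cutoff of 5 lowered these counts the most, to 18788, 17734 and 18883 units. At least 10 fragments were found on 21497 units in mycelia, 20250 in primordia and 22290 in fruiting bodies. The median FPKM of the units above 0 was 19.7 in mycelia, 15.7 in primordia and 17.4 in fruiting bodies.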

All these transcripts predicted from the above RNA-seq data were then clustered. Genes or transcripts on the same strands and overlapping with each other were merged, producing 25395 clusters or transcript units.

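The deposited files held 25272 transcript units on 68 scaffolds. The median span of a unit was 856 bp and the mean span was 2108 bp. Within each scaffold the unit numbers run along the plus strand and then along the minus strand, which placed 12625 units on the plus strand and 12624 on the minus strand and left 23 units with no strand assigned. Of the plus-strand units, 2656 overlapped a minus-strand unit. An FPKM above 0 was found in all 3 stages for 22061 units and in no stage for 2 units.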

**Figure 1:**
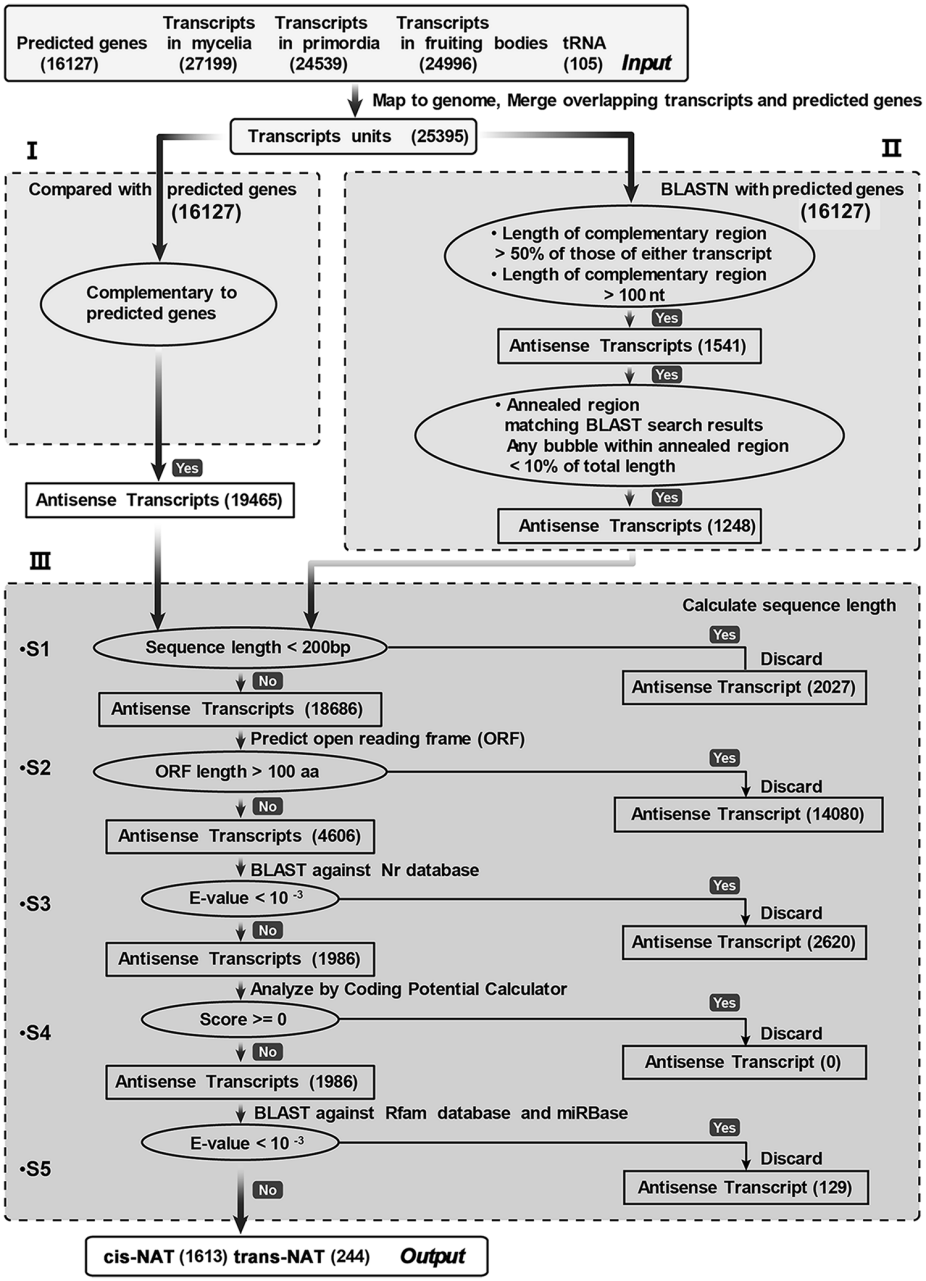
Bioinformatic pipeline used to identify NATs in *G. lucidum*. The pipeline contains three modules. The predicted genes and transcripts were combined to form transcripts units, which were then subjected to the identification of candidate cis-NATs (module I) or candidate trans-NATs (module II). The transcripts were then filtered in five steps to identify non-coding antisense transcripts (module III). The name of the filtering step and the corresponding criterion are shown above and in the corresponding diamond respectively. The number of candidate NATs retained and discarded after each filtering step is shown in parenthesis. ORF, open reading frame; aa, amino acid.

Those transcript units complementary to and overlapping with any predicted genes in the same loci were selected as candidate cis-NATs, resulting in 19465 antisense transcripts (Fig. 1, module I). By contrast, those transcript units that partially overlap with the predicted genes in a complementary orientation and are located remotely were selected as candidate for trans-NATs, resulting in 1248 transcripts (Fig. 1, module II). These antisense transcripts were then subjected to a series of filtering steps for non-coding RNA identification, based on several criteria, such as sequence length > 200 bp, maximum length of coding proteins < 100 aa, Coding Potential Calculator (CPC) score < 0^36^, and not sharing sequence similarity to those in the nr protein database (cutoff e-value = 1e-3). Lastly, to remove the precursors of housekeeping lncRNA, such as tRNAs, snRNA, and snoRNAs, the antisense transcripts were searched against housekeeping lncRNA databases (http://noncode.org/, http://gtrnadb.ucsc.edu/), with an e-value cutoff of 1e-10. To remove the precursors for small RNAs, such as miRNAs, shRNAs and siRNA, the antisense transcripts were searched against the small RNA datasets^37^, with an e-value cutoff of 1e-10. 

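The cis-NATs of the pairs read from Table S2 had a median FPKM of 21.5 in mycelia, 16.3 in primordia and 19.2 in fruiting bodies. A median of 45 fragments per cis-NAT lay behind these values in mycelia, 31 in primordia and 46 in fruiting bodies. Together the 993 cis-NATs held 0.897% of the fragments in mycelia, 0.933% in primordia and 0.871% in fruiting bodies. The 211 placed trans-NATs had a median FPKM of 8.43 in mycelia, 6.06 in primordia and 7.49 in fruiting bodies, with a median of 32, 22 and 36 fragments in these stages. The FPKM was above the upper confidence bound deposited with it for 338 cis-NATs in mycelia, 259 in primordia and 323 in fruiting bodies.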

By this pipeline, 1613 cis-NATs and 244 trans-NATs were identified (Fig. 1, module III; Table S2), corresponding to 10% and 1.5% of predicted protein coding genes. These numbers are significantly lower than those predicted in other fungi. The sequences of all cis-NATs and trans-NATs can be found in Supplementary Files 1 and 2 respectively.

One of the interesting observations is that the mapping between the STs and NATs were multiplex. A total of 1175, 417, 26 and 12 cis-SAT pairs formed 1:1, 1:n, n:1, and n:n relationships. 

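Recounted from the names of the STs and NATs in the 1003 pairs read from Table S2, 682 pairs (68.0%) were 1:1, 301 (30.0%) were 1:n, 17 (1.69%) were n:1 and 3 (0.299%) were n:n. More than 1 NAT was listed for 140 of the 839 STs, with at most 5 NATs on an ST. In 976 of the pairs the NAT had 1 exon.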

In particular, for each pair of ST and NAT, if the ST was mapped to multiple NATs and the NAT was mapped to multiple STs, then the relationship is designated as “n:n”. STs and NATs having “n:n” relationships are likely to derived from duplicated genes in the genome. Similarly, 156, 78, 29 and 61 trans-SAT pairs formed 1:1, 1:n, n:1, and n:n relationships. One possible reason is that some of these NATs are actually part of a much longer NAT due to the inherent bias in the library construction, as well as the DNA sequencing steps.

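On the STs with more than 1 NAT in the pairs read from Table S2 there were 164 pairs of adjacent NATs, with a median gap of 303 bp. The scaled fragment counts of both NATs changed in the same direction from mycelia to fruiting bodies in 106 of the 163 adjacent pairs in which both changed, or 65.0% (confidence interval 57.4% to 71.9%). The share was 67.3% (59.7% to 74.0%) from mycelia to primordia and 60.3% (52.4% to 67.6%) from primordia to fruiting bodies. For GL23730, AT14969 lies on scaffold 3 from 489333 to 489607 and AT14972 from 491736 to 492158, 2128 bp apart. Units from 489785 to 489956 and from 490063 to 491547 lie between them, on the same strand by the order of the unit numbers. The first held 5, 11 and 10 fragments in mycelia, primordia and fruiting bodies, and the second 570, 330 and 946. AT14969 had 22 fragments in mycelia, 13 in primordia and 37 in fruiting bodies, and AT14972 had 102, 71 and 185. For GL16401, AT12077 lies on scaffold 22 from 313892 to 314159 and AT12078 from 314359 to 314817, 199 bp apart. AT12077 had 0 fragments in mycelia, 1 in primordia and 19 in fruiting bodies, and AT12078 had 1, 6 and 25. The paper proposes that such NATs are parts of a longer NAT.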

To determine if this is indeed the case, we selected two SAT pairs belonging to the 1:n type (GL23730 vs. AT14969 and AT14972; GL16401 vs. AT12077 and AT12078). Strand-specific PCR was used to amplify the regions between the two adjacent cis-NATs for each ST. The relative positions of the STs and NATs on the genomic sequences were shown in Fig. S1a and S1c respectively. When the cDNA was used as template in the PCR, products with the sizes consistent with those estimated based on the distance between the primers on the genomic sequences for GL23730 and GL16401 (Fig. S1b lane 2 and Fig. S1d lane 2) were amplified. No products were obtained when the RNA samples were directly used in the PCR reactions (Fig. S1b, lane 3 and Fig. S1d lane 3), suggesting that there were no contaminating genomic DNAs in the RNA samples. Similarly, PCR reactions with no templates added did not produce any products (Fig. S1b lane 4 and Fig. S1d lane 4). These results suggest that the two NATs (AT14969 and AT14972) for GL23730 and the two NATs (AT12077 and AT12078) for GL16401 were likely to be connected. Consequently, all 1:n NATs should be validated in the future to determine if they resulted from missed coverage or incorrect assembly.

### Characterization of NATs

GC-content has a strong impact on expression fold-change estimation and can mislead differential expression analysis if failure to adjust for this effect^38^. To determine if additional GC-content normalization is needed, we examined the GC content of STs and NATs. 

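The GC content of the 779 cis-NAT sequences read from Supplementary File 1 had a median of 55.8% and a mean of 56.1% ± 4.14 (SD across NATs). For the 243 trans-NAT sequences the median was 58.6% and the mean 59.1% ± 4.76 (SD across NATs). The paper's Table S2 gives the 839 STs with NATs a median of 56% and a mean of 56.8% ± 3.75 (SD across STs). In the 789 pairs with a NAT sequence, the NAT had the higher GC content in 353, and the median difference of NAT minus ST was -0.444 percentage points. Across cis-NATs, which are not independent replicates, Spearman's rho between GC content and the log2 scaled count was -0.0566 in mycelia, -0.0674 in primordia and -0.0844 in fruiting bodies.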

The GC contents of cis-NATs were similar to those of STs with NATs and lower than those of STs without NAT (Table S2). As a result, no normalization is needed to compare the expression levels of cis-NATs and STs. We also compared the length of cis-NATs and trans-NATs (Fig. 2a) after binning all NATs. As shown in the figure, the length of cis-NATs mostly ranged from 201 nt to 700 nt, with an average length of 523 nt. In contrast, the majority length of trans-NATs ranged from 201 nt to 800 nt, with an average length of 580 nt. 

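The 993 cis-NATs read from Table S2 had a mean length of 528 nt ± 302 (SD across NATs) and a median of 456 nt. They ranged from 201 to 1962 nt, and 80.2% of them were between 201 and 700 nt long.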

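The 243 trans-NAT sequences of Supplementary File 2 had a mean length of 582 nt ± 290 (SD across NATs; from 207 to 2083 nt) and a median of 523 nt. Between 201 and 800 nt lay 83.1% of them, against 85.7% of the cis-NATs.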

In terms of length distribution, the most abundant bin was the 201–300 nt for cis-NATs and the 301–400 nt for trans-NATs. 

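In bins of 100 nt, 230 of the 993 cis-NATs fell between 201 and 300 nt and 180 between 301 and 400 nt. Of the 243 trans-NATs, 31 fell between 201 and 300 nt and 47 between 301 and 400 nt. The trans-NATs were longer by a mean of 53.9 nt (two-sided permutation test over NATs with 100000 resamples, p = 0.0120). The comparison is of annotated lengths and not of stages. With medians in place of means the difference was 67 nt (permutation test, p = 0.00088). With genomic spans it was 246 nt (permutation test, p = 1e-05, the smallest these resamples can give). There a trans-NAT takes the span of its unit and a cis-NAT its own coordinates, with mean spans of 750 and 504 nt. These measures are unlike, so the 246 nt cannot be set against the 53.9 nt.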

The lengths of cis-NATs and trans-NATs were then subjected to two sample Student’s t-test, the difference is statistically significant with *p*-value < 0.05.

**Figure 2:**
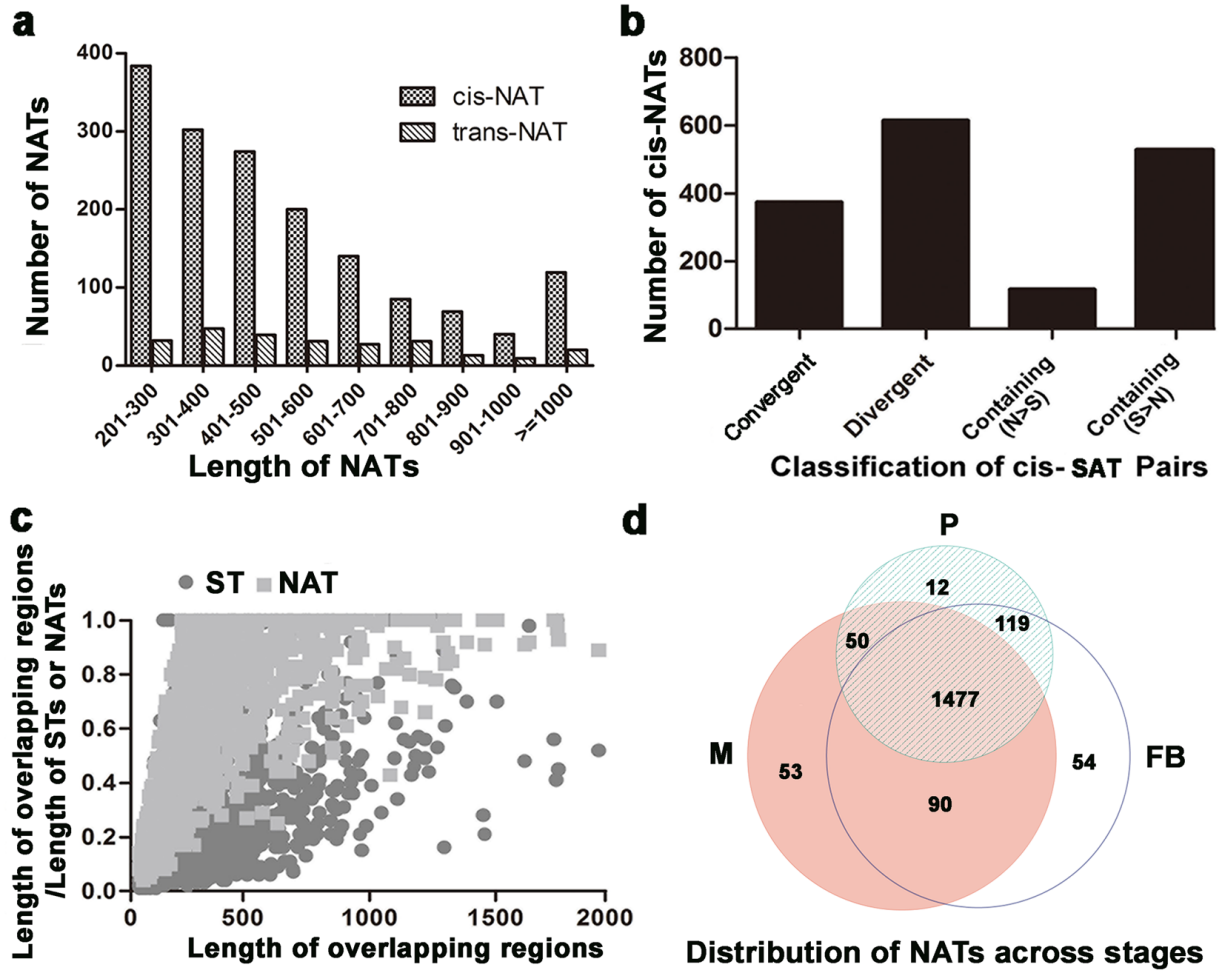
Characterization of NATs identified in *G. lucidum*. (**a**) Length distribution of cis-NATs and trans-NATs; (**b**) Distribution of cis-NATs across different types of SAT pairs. The X axis indicates the types of SAT pairs, which were determined based on the relative position of the NAT and ST in a SAT pair. “Divergent”: the NAT is located at the 5’ end of the ST; “Convergent”: the NAT is located at the 3’ end of the corresponding ST; “Containing N > S”: the NAT spans the entire region of the ST; and “Containing S > N”: the NAT is embedded in the ST; (**c**) Relationship between the ratio of the length of overlapping region to those of the corresponding NAT and ST and the length of the overlapping region; (**d**) Venn diagram showing the distribution of NATs across the three developmental stages. M: mycelia; P: primordia; FB: fruiting bodies.

The cis-NATs can be categorized into four subtypes based on their locations relative to the STs: convergent (tail-to-tail or 3’-to-3’), divergent (head-to-head or 5’-to-5’), STs containing NATs (S > N), and NATs containing STs (N > S)^39^. Since these relative locations might reveal information about the NATs’ potential roles, classification of NATs was conducted and the results are shown in Fig. 2b. A total of 373 convergent (22.9%), 614 divergent (37.7%), 526 STs containing NATs (7.2%), and 117 NATs containing STs (32.3%) were found. 

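Classified again from the coordinates and strands of the 1003 pairs read from Table S2, 203 pairs were convergent (20.2%, confidence interval 17.9% to 22.8%) and 371 were divergent (37.0%, 34.1% to 40.0%). In 391 pairs the ST contained the NAT (39.0%, 36.0% to 42.0%), and in 38 the NAT contained the ST (3.79%, 2.77% to 5.16%). At an FPKM of 2 or more, the NAT was expressed in fruiting bodies in 179 of the convergent, 338 of the divergent, 356 of the S > N and 33 of the N > S pairs. The NATs of S > N pairs had a median of 32 fragments in mycelia, 18 in primordia and 30 in fruiting bodies, and those of divergent pairs had 62, 45 and 74.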

The most abundant type of NAT is the divergent type, different from what has been described in previous genome-wide studies on viruses, prokaryotes, and eukaryotes^40^, in which the convergent type is more abundant than the divergent type. 

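Over all 1003 pairs read, 391 were S > N and 371 were divergent. In the 677 pairs that Table S2 itself puts in the 1:1 class, 42.4% were divergent and 30.9% were S > N. Divergent pairs outnumbered convergent pairs, 371 to 203.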

Next we examined the relationship between the length of the overlapping regions and the total length of the corresponding STs and NATs (Fig. 2c). As shown in the figure, the overlapping regions generally represented a much larger portion of the NATs than that of the STs, suggesting that larger portions of NATs tend to overlap with the corresponding STs.

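In the 1003 pairs read from Table S2, the overlap covered a median of 87.7% of the genomic span of the NAT and 16.7% of that of the ST. The covered share was larger for the NAT in 918 pairs (91.5%), and in 391 pairs the whole NAT lay in the overlap. The median overlap was 297 bp, the median span of the NAT 428 bp and that of the ST 1876 bp. With the overlap length of Table S2 divided by transcript length, the median share of the NAT was 78.1%. From the larger share in the NATs, the paper proposes that larger portions of NATs tend to overlap with their STs.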

We then use a Venn diagram to show how the NATs were expressed across the three developmental stages (Fig. 2d). Using an RPKM cutoff value of 2, we found that there were a total of 1855 NATs expressed in at least one of the three development stages. 

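Values in all 3 stages were found for 1204 NATs, of which 993 were cis-NATs and 211 were trans-NATs. With an FPKM cutoff of 2, 1185 of them were expressed in at least 1 stage and 19 in none. Of the 993 cis-NATs, 985 were expressed in at least 1 stage. At least 10 fragments in 1 stage or more lay behind 1203 of the 1204 NATs.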

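Of the 1185 NATs with an FPKM of 2 or more in at least 1 stage, 869 (73.3%) reached it in all 3 stages. For the cis-NATs alone this was 741 of 985 (75.2%). Another 34 NATs were expressed in mycelia and primordia, 69 in mycelia and fruiting bodies, and 89 in primordia and fruiting bodies. A cutoff of 1 raised the share in all 3 stages to 79.0%, and a cutoff of 5 lowered it to 63.4%. In each stage, NATs with as few as 1 fragment reached the cutoff of 2, below the 3 fragments taken as detectable. Asking for at least 10 fragments too, a setting chosen after seeing the data, lowered the share to 60.3%.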

Among them, 1477 (79.6%) NATs were found to be expressed in all three development stages. In contrast, 53 (2.9%), 12 (0.6%) and 54 (2.9%) NATs were expressed only in the mycelium, primordia or fruiting bodies respectively. 

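At the FPKM cutoff of 2, 63 NATs (5.32%) were expressed in mycelia alone, 15 (1.27%) in primordia alone and 46 (3.88%) in fruiting bodies alone. A median of 29 fragments lay behind these NATs in mycelia, 16 in primordia and 18.5 in fruiting bodies. In mycelia alone, the highest FPKM values were 2872 for AT257 (scaffold 1, 706712 to 706961), 1423 for AT11126 (scaffold 20, 299073 to 299277) and 1359 for AT14626 (scaffold 29, 320733 to 320953). These rested on 24, 18 and 50 fragments. In primordia alone, they were 90.2 for AT16976 (scaffold 34, 118852 to 119081), 59.4 for AT20125 (scaffold 48, 90850 to 91098) and 19.7 for AT17186 (scaffold 35, 64784 to 65288), resting on 11, 12 and 60 fragments. In fruiting bodies alone, they were 450.3 for AT12005 (scaffold 22, 101840 to 102045), 449.7 for AT6291 (scaffold 14, 564268 to 564476) and 158.9 for AT4743 (scaffold 12, 257208 to 257426), resting on 15, 20 and 11 fragments. Apart from AT17186, which had 7 fragments in mycelia, these NATs had 0 fragments in the other stages, where at this depth their absence cannot be told from a level below 3 fragments in the library. Of these NATs, only AT257 and AT17186 had a value below the upper confidence bound deposited with it. The paper proposes from these shares that most NATs were expressed in all stages and few were stage-specific.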

The results suggested that most NATs were expressed across all stages and there were only a few stage-specific NATs. Because of the possible errors in the identified trans-SAT pairs, we focused our analyses only cis-SAT pairs in the following text.

### Functional enrichment analyses of the STs having NATs across all three stages

One approach to understand the potential functions of NATs is to examine if there are any functional enrichment in the SATs. For simplicity, in the following text, functional categories for a SAT pair actually mean the functional categories mapped for the ST belonging to the SAT pair. The 1630 cis-SAT pairs corresponded to 1403 STs, which were subjected to enrichment analyses for Gene Ontology (GO) terms and KEGG pathways. We retrieved the mappings of STs to GO terms and KEGG pathways from the previous study^3^. For each GO term, hypergeometric probability was calculated to obtain the probability (*p*-value) of observing more STs associated with this GO term or KEGG pathway giving the number of all genes (16127) and STs (1403). Multiple test correction was performed to calculate the False Discovery Rate (FDR, *q*-value) for each *p*-value. Detailed results can be found in Table S3 for GO terms and in Table S4 for KEGG pathways. The mappings of genes to GO terms and KEGG pathways can be found in Table S5 and Table S6 respectively.

A total of 600 of these 1403 STs were mapped to GO terms (Table S5). In total, 9 GO terms have *q*-values < 0.01 and the numbers of STs mapped to >  = 4 (Table 1). Among them, the GO terms with the largest numbers of STs mapped to are Oxidation reduction (GO:0055114, 84), Oxidoreductase activity (GO:0016491, 65), Transmembrane transport (GO:0055085, 63), and Monooxygenase activity (GO: 0004497, 48). In contrast, the ones with the smallest *q*-values are transmembrane transport (GO:0055085), monooxygenase activity (GO:0004497) and iron ion binding (GO:0005506).

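A hypergeometric test, in its exact form for the upper tail with Benjamini-Hochberg adjustment, was computed from the gene counts in the paper's Table S3. It gave an adjusted p of 0.00136 for oxidation reduction, 0.0111 for oxidoreductase activity, 2.5e-06 for transmembrane transport and 7.0e-05 for monooxygenase activity, and 8 of the 403 GO terms had at least 4 STs and an adjusted p under 0.01. With the point probability of the paper's formula 1, chosen after seeing the data, 9 did. Of the STs read from Table S2, 372 carried a GO term in Table S5, with 462 NATs on them. Oxidation reduction covered 60 of these STs with 73 NATs, of which 52 had an FPKM of 2 or more in all 3 stages. Transmembrane transport covered 42 STs with 58 NATs, 50 of them expressed in all 3 stages. Monooxygenase activity covered 38 STs with 51 NATs, 38 of them expressed in all 3 stages, and oxidoreductase activity covered 46 STs with 55 NATs, 35 of them expressed in all 3 stages.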

**Table 1:** List of significantly enriched GO terms and KEGG pathways for SAT pairs expressed in at least one of the three developmental stages.

Category ID	Annotation	No. of CDS in the Genome	No. of STs in this Category	Q Value (FDR)
GO:0055085	Transmembrane transport	340	63	<0.0001
GO:0004497	Monooxygenase activity	258	48	<0.0001
GO:0005506	Iron ion binding	260	45	0.0005
GO:0009055	Electron carrier activity	250	43	0.0005
GO:0020037	Heme binding	257	44	0.0006
GO:0055114	Oxidation reduction	618	84	0.0006
GO:0006810	Transport	174	33	0.0006
GO:0043169	Cation binding	91	21	0.0010
GO:0016491	Oxido-reductase activity	482	65	0.0046
ko03030	DNA replication	26	10	<0.0001
ko00500	Starch and sucrose metabolism	18	7	<0.0001
ko03410	Base excision repair	18	7	<0.0001
ko00627	Aminobenzoate degradation	10	5	<0.0001
ko01120	Microbial metabolism in diverse environments	113	20	<0.0001
ko00630	Glyoxylate and dicarboxylate metabolism	16	6	0.0001
ko03420	Nucleotide excision repair	29	8	0.0001
ko01200	Carbon metabolism	65	13	0.0001
ko04141	Protein processing in endoplasmic reticulum	54	11	0.0003
ko04146	Peroxisome	54	11	0.0003
ko03018	RNA degradation	48	10	0.0004
ko00680	Methane metabolism	15	5	0.0005
ko00561	Glycerolipid metabolism	10	4	0.0006
ko01100	Metabolic	486	55	0.0007
ko00620	Pyruvate metabolism	47	8	0.0038
ko03008	Ribosome biogenesis in eukaryotes	58	9	0.0051
ko03050	Proteasome	32	6	0.0055
ko03013	RNA transport	81	11	0.0078
ko01110	Biosynthesis	189	21	0.0087

Similarly, a total of 168 of these 1403 STs were mapped to 196 KEGG pathways (Table S6). The results show that 34 KEGG pathways have *q-values* < 0.01 (Table S4). 

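The same exact upper-tail test on the counts of the paper's Table S4 gave an adjusted p under 0.01 for 1 of the 193 KEGG pathways, DNA replication, with an adjusted p of 0.00672. The adjusted p was 0.242 for ko01100, 0.486 for ko01110, 0.0538 for ko01120 and 0.0753 for ko01200. Of the STs read from Table S2, 109 carried a pathway in Table S6. The 6 STs in DNA replication had 6 NATs, all with an FPKM of 2 or more in the 3 stages. The 36 STs in ko01100 had 45 NATs, of which 34 were expressed in all 3 stages.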

Among them, the KEGG pathways with the largest numbers of STs mapped to are Metabolic (ko01100, 55), Biosynthesis (ko01110, 21), Microbial metabolism in diverse environments (ko01120, 20) and Carbon metabolism (ko01200, 13). The pathways with smallest *q-values* are DNA replication (ko03030). This information can be used to elucidate the cellular functions of NATs in the future.

### Functional enrichment analyses of the STs having NATs in individual developmental stages

Next, we asked the question whether or not SAT pairs expressed in particular developmental stages showed any functional enrichment. We identified the STs that were expressed in each of the three stages, which were then subjected to enrichment analyses for GO terms and KEGG pathways using the same procedures described above for all STs. The results can be found in Table S7 for GO terms and in Table S8 for KEGG pathways. Overall, for GO terms, there are 11, 14 and 12 enriched terms found in the mycelia, primordia and fruiting bodies with *q-*value < 0.01, respectively, And there are 8, 6 and 11 terms found in the three stages with 0.01 < *q-*value < 0.05. 

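STs read from Table S2 were counted as expressed in a stage when the paper's value of the ST and the deposited FPKM of its NAT were both 2 or more. This gave 649 STs in mycelia, 639 in primordia and 661 in fruiting bodies. Their GO terms were tested with the hypergeometric upper tail against the 16127 predicted genes and adjusted over the terms tested by the method of Benjamini and Hochberg. The STs of the pairs not read count as background in these tests. These tests describe gene lists from 1 library per stage and do not compare the stages. In mycelia 11 GO terms had an adjusted p under 0.01 and 11 more had one under 0.05, out of 267 tested. In primordia the numbers were 9 and 5 of 268 terms, and in fruiting bodies 9 and 0 of 270. With the point probability of the paper's formula 1, 16 terms in fruiting bodies had an adjusted p under 0.05 in place of 9, and with the cutoff applied to the ST alone, 15 in mycelia did in place of 22.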

For KEGG pathways, there are 2, 5, 2 pathways in the mycelia, primordia and fruiting bodies with *q-*value < 0.01, respectively. And there are 12, 9 and 9 pathways in the three stages with 0.01 < *q-*value < 0.05.

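With the same STs, no KEGG pathway had an adjusted p under 0.01 in any stage. Between 0.01 and 0.05 there were 3 pathways of 163 tested in mycelia, 8 of 167 in primordia and 4 of 162 in fruiting bodies.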

We then compared the significantly enriched functional categories of SAT pairs among the three developmental stages. As shown in Table 2, there are four GO terms and three KEGG pathways showed differential enrichment among the three developmental stages. 

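Among the STs read from Table S2, 17 of the 18 with the GO term nucleic acid binding were expressed with their NAT in each of the 3 stages, with an adjusted p of 0.744 in mycelia, 0.716 in primordia and 0.768 in fruiting bodies. Of the 5 with the GO term alcohol metabolic process, 5 were expressed in mycelia (adjusted p 0.0419), 4 in primordia (0.142) and 4 in fruiting bodies (0.160). Of the 8 with the GO term oxidoreductase activity on CH-OH groups, 7 were expressed in mycelia (adjusted p 0.0331), 6 in primordia (0.109) and 7 in fruiting bodies (0.0594). The point probability of formula 1 changed the value for oxidoreductase activity in fruiting bodies to 0.0398, and the cutoff applied to the ST alone changed that for alcohol metabolic process in mycelia to 0.0611.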

Among them, GO terms GO:0003676, GO:0006066 and GO:0016614 were found to be significantly enriched in the fruiting bodies. One GO term, GO:0043169 was found to be enriched in both primordia and fruiting bodies. 

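Of the 13 STs with the GO term cation binding read from Table S2, 11 were expressed with their NAT in mycelia, 11 in primordia and 10 in fruiting bodies. The adjusted p of the hypergeometric upper tail was 0.0233 in mycelia, 0.0225 in primordia and 0.0737 in fruiting bodies, and the point probability of formula 1 gave 0.0478 in fruiting bodies.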

One KEGG pathway, ko00680 was found to be enriched in the primordia only. In contrast, two KEGG pathways, ko01200 and ko03018 were found to have been significantly enriched in both mycelia and primordia. 

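For ko00680 (methane metabolism), 2 STs were among those read from Table S2. With their NAT, 1 was expressed in mycelia, 2 in primordia and 1 in fruiting bodies, with an adjusted p of 0.514, 0.316 and 0.517 in these stages.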

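Of the 7 STs with ko01200 (carbon metabolism) read from Table S2, 5 were expressed with their NAT in mycelia, 7 in primordia and 6 in fruiting bodies, with an adjusted p of 0.332, 0.123 and 0.269. The 5 STs with ko03018 (RNA degradation) were expressed with their NAT in each stage, with an adjusted p of 0.250 in mycelia, 0.205 in primordia and 0.269 in fruiting bodies. From the categories it lists for single stages, the paper proposes that NATs have roles specific to developmental stages.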

Taken together, these results suggest that NAT might play important roles in a developmental-stage specific manner.

**Table 2:** List of differentially enriched GO terms and KEGG pathways for SAT pairs expressed in particular developmental stages. N: not significant.

ID	Annotation	Mycelia	Primordia	Fruiting Bodies
GO:0003676	Nucleic acid binding	^a^N	N	0.01 < q < 0.05
GO:0006066	Alcohol metabolic process	N	N	0.01 < q < 0.05
GO:0016614	Oxidoreductase activity, acting on CH-OH group of donors	N	N	0.01 < q < 0.05
GO:0043169	Cation binding	N	q < 0.01	q < 0.01
ko00680	Methane metabolism	N	0.01 < q < 0.05	N
ko01200	Carbon metabolism	0.01 < q < 0.05	0.01 < q < 0.05	N
ko03018	RNA degradation	0.01 < q < 0.05	0.01 < q < 0.05	N

^a^N: not significant.

### Validation of ssRNA-seq results using ssRT-qPCR experiments

To verify the ssRNA-seq results, we applied ssRT-qPCR technology to quantify the expression levels of a selected set of NATs and their corresponding STs. The genes chosen for this comparison are those members of the CYP450 superfamily and those participate in the lignin degradation pathway (Table S9). For each transcript, the expression levels obtained from the ssRNA-seq and ssRT-qPCR experiments at particular stages were log transformed and then normalized against the average expression levels across the three stages (Table S10). 

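For the NATs of the 25 pairs, log2(FPKM + 1) of the deposited values minus its mean over the 3 stages equalled the RNA-seq values of Table S10 to within 0.002 for 23 of 25 NATs. The median depth of these NATs was 60 fragments in mycelia, 28 in primordia and 53 in fruiting bodies, and the highest was 4441, 2473 and 1354 fragments in these stages. Under 10 fragments in at least 1 stage were found for 9 of the 25 NATs, and 8 had an FPKM above the upper confidence bound deposited with it in at least 1 stage. By FPKM, 11 of the NATs were highest in mycelia, 4 in primordia and 10 in fruiting bodies.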

The normalized expression levels of STs and their NATs were shown in Fig. 3, panels a-y. In each panel, the expression levels at three developmental stages obtained using two different technologies for the corresponding pair of NAT and ST were shown side-by-side. Furthermore, we calculated the Pearson’s correlation coefficients (*r*) between the expression profiles obtained from the two technologies. The significance of the correlation was tested with the null hypothesis *r* = 0. As shown in Table S10, all pairs of data have *p*-values < 0.01, suggesting that the null hypothesis should be rejected and thus the expression profiles are significantly correlated. In particular, 30 out of the 50 ST or NAT transcripts (60%) had *r* values ≥ 0.9. 

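The stage with the highest value was the same by RNA-seq and by the paper's ssRT-qPCR means in Table S10 for 24 of the 25 NATs and for 24 of the 25 STs, whose RNA-seq values are the paper's. For the 50 transcripts together this was 48. When the RNA-seq stages were matched to the other stages of the ssRT-qPCR in each of the 5 other ways, between 1 and 23 of the 50 transcripts had the same highest stage. The smallest share that 6 pairings of the stages allow is 1 of 6. The NATs changed in the same direction by both methods in 24 of 25 cases from mycelia to primordia, 25 of 25 from mycelia to fruiting bodies and 23 of 25 from primordia to fruiting bodies. Scaled fragment counts, a comparison chosen after seeing the data, put the highest stage of 25 of the 25 NATs where FPKM did. With transcripts at an FPKM of 2 or more in all 3 stages, the share with the same highest stage was 97.2%. The paper reasons from correlation coefficients over the 3 stages that the results of both methods correlated well.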

Taken together, results from our RNA-seq experiments correlated well with those of the ssRT-qPCR experiments.

**Figure 3:**
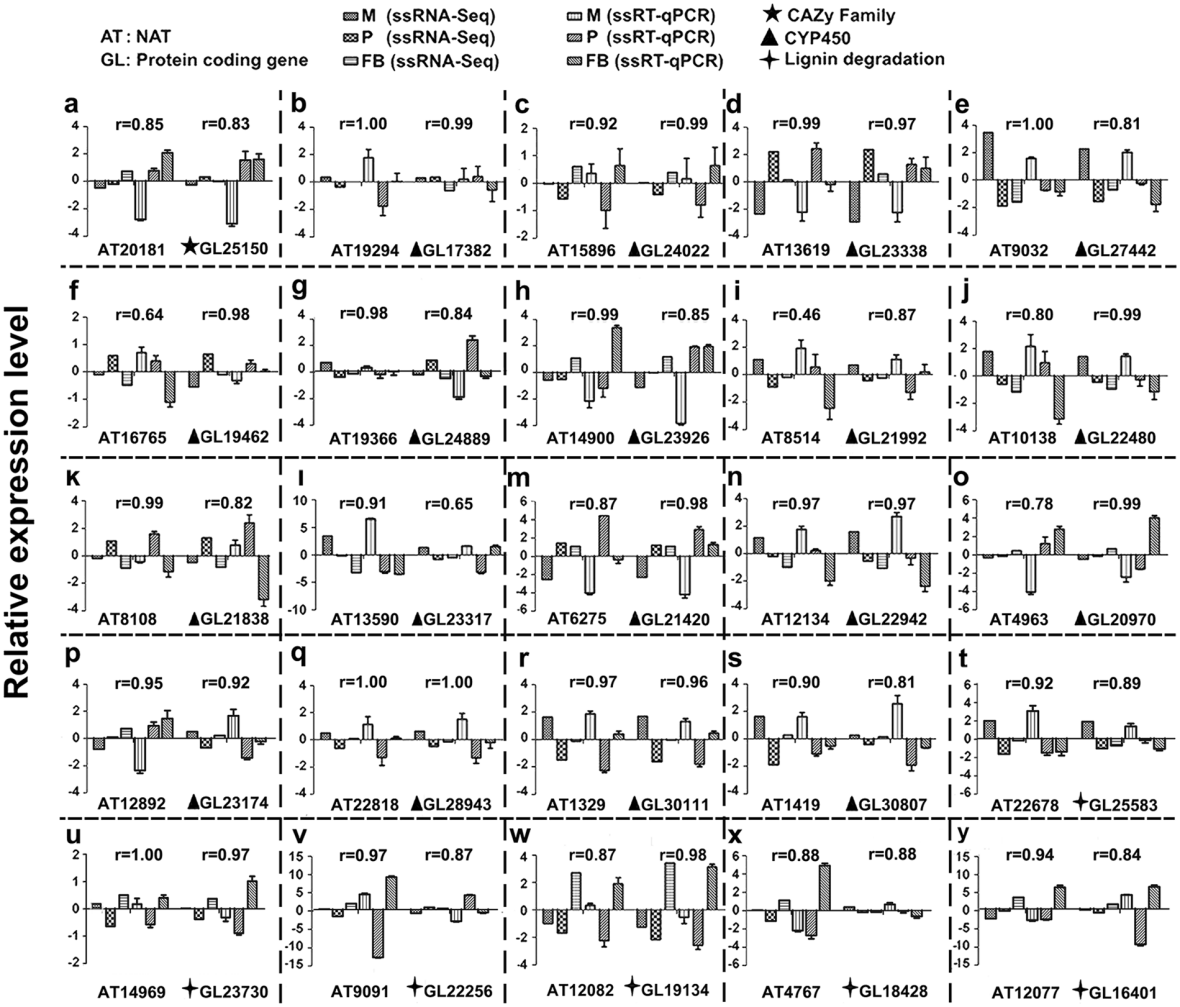
Validation of ssRNA-seq results with ssRT-qPCR experiments. Twenty-five SAT pairs were selected and subjected to ssRT-qPCR analysis. The expression levels obtained from the ssRNA-seq and ssRT-qPCR experiments for these SAT pairs are shown in panels a-y respectively. For results from both experiments, the expression levels at each developmental stage were normalized to the mean expression levels across the three stages. In each panel, the names of the NAT and ST are shown at the bottom. The X axis indicates the conditions under which the expression levels were measured, including the developmental stages and technologies. The Y axis indicates the relative expression levels obtained from the ssRNA-seq and ssRT-qPCR experiments. The error bar for the ssRT-qPCR results corresponds to the variations among the three biological replicates, each of which has three technical replicates. The gene families to which the STs belong were indicated in front of the gene names. The details of the genes can be found in Table S9. ▴: CYP450; : Lignin degradation; ★: CAZy family. M: mycelia; P: primordia; FB: fruiting bodies.

### Expression correlations of STs and NATs

Assuming that high degrees of expression correlation of STs and NATs might provide some clues for any potential functional relationships between them, we compared the developmental expression profiles of STs and NATs in the 25 SAT pairs used for the validation of the RNA-seq results (Fig. 3). First, the expression levels of each ST and NAT at any particular developmental stage were log transformed and then normalized to their corresponding maximum expression level. Then, the Pearson’s correlation coefficients for the expression profiles of STs and NATs belonging to the same SAT pairs were calculated and the statistical significance of the correlation was tested (Table S11). The panels in Fig. 4 were sorted alphabetically based on the functional annotation of the STs (Table S9).

**Figure 4:**
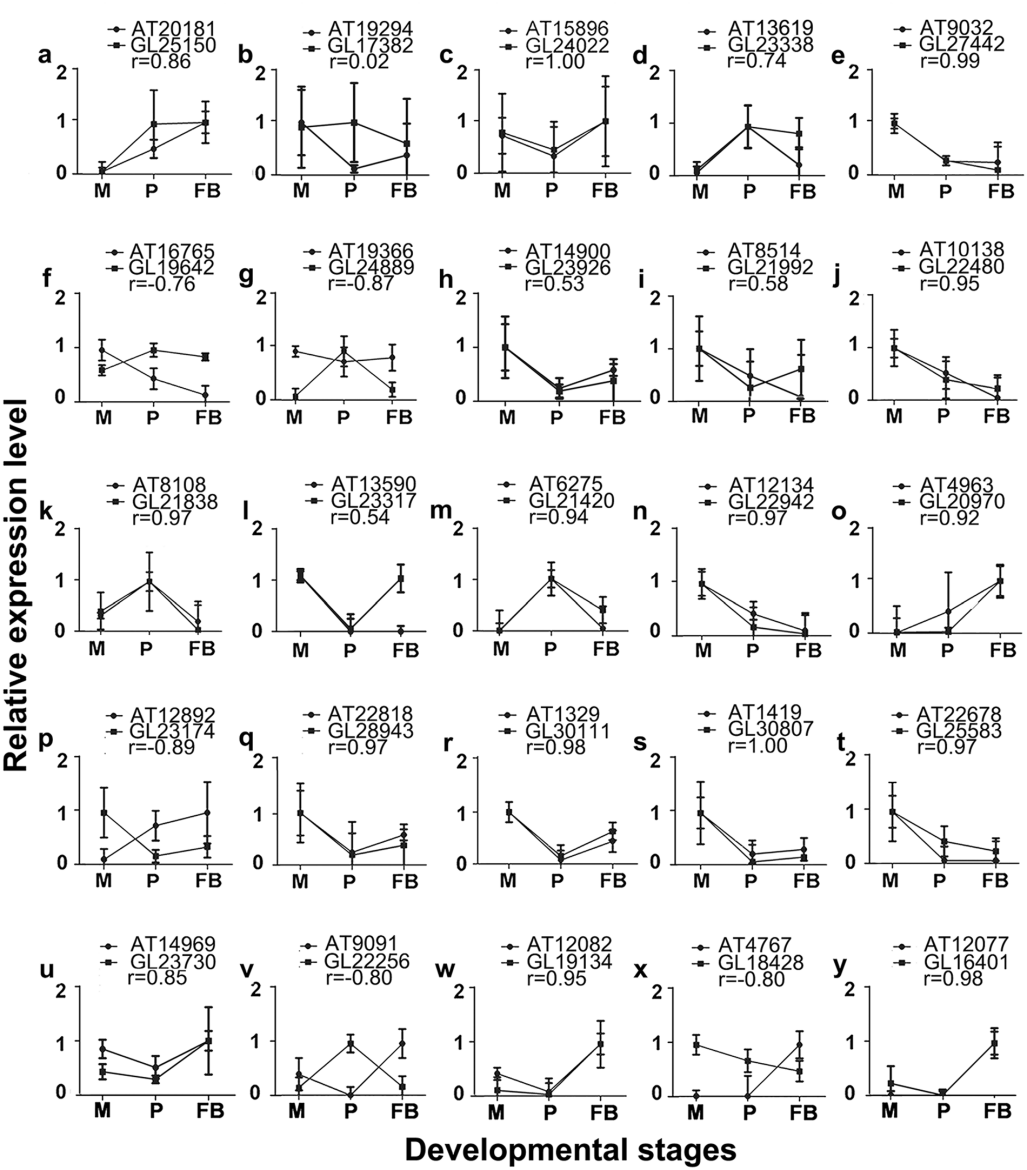
Correlation of expression profiles for NATs and STs. Panels a-t show the expression files of STs and NATs from 25 SAT pairs also described in Fig. 3. For each panel, the X axis indicates the corresponding developmental stage. The Y axis indicates the relative expression levels. The names of the ST, the NAT and the Pearson’s correlation coefficient between their expression profiles are shown at the top. The error bar denotes the standard deviations among the three biological replicates, each of which had three technical replicates in the ssRT-qPCR experiments. The details of the genes can be found in Table S9. M: mycelia; P: primordia; FB: fruiting bodies.

As shown, five of the SAT pairs had positive correlation coefficients between 0 and 0.8 (Fig. 4b,d,h,i,l). One had negative correlation coefficient between 0 and -0.8 (Fig. 4f). Fifteen SAT pairs had positive correlation coefficient > 0.8 (Fig. 5a,c,e,j,k,m,n,o,q,r,s,t,u,w,y). In contrast, four SAT pairs had negative correlation coefficient < -0.80 (Fig. 4g.p.v.x.). The significance of these *r* values was tested with the null hypothesis *r* = 0. For the SAT pairs having coefficient > 0.8 or < -0.8, only one pair of SAT: AT19294 and GL17382 had a *p*-value > 0.05, for which the null hypothesis could not be rejected. In addition, two pairs of STs and NATs showed 0.01 < *p*-values < 0.05. All other pairs of STs and NATs have *p*-values < 0.01 (Table S11). The high degree of correlation between the expression profiles of STs and NATs suggests that NATs might play important roles in the expression regulation of the corresponding STs.

**Figure 5:**
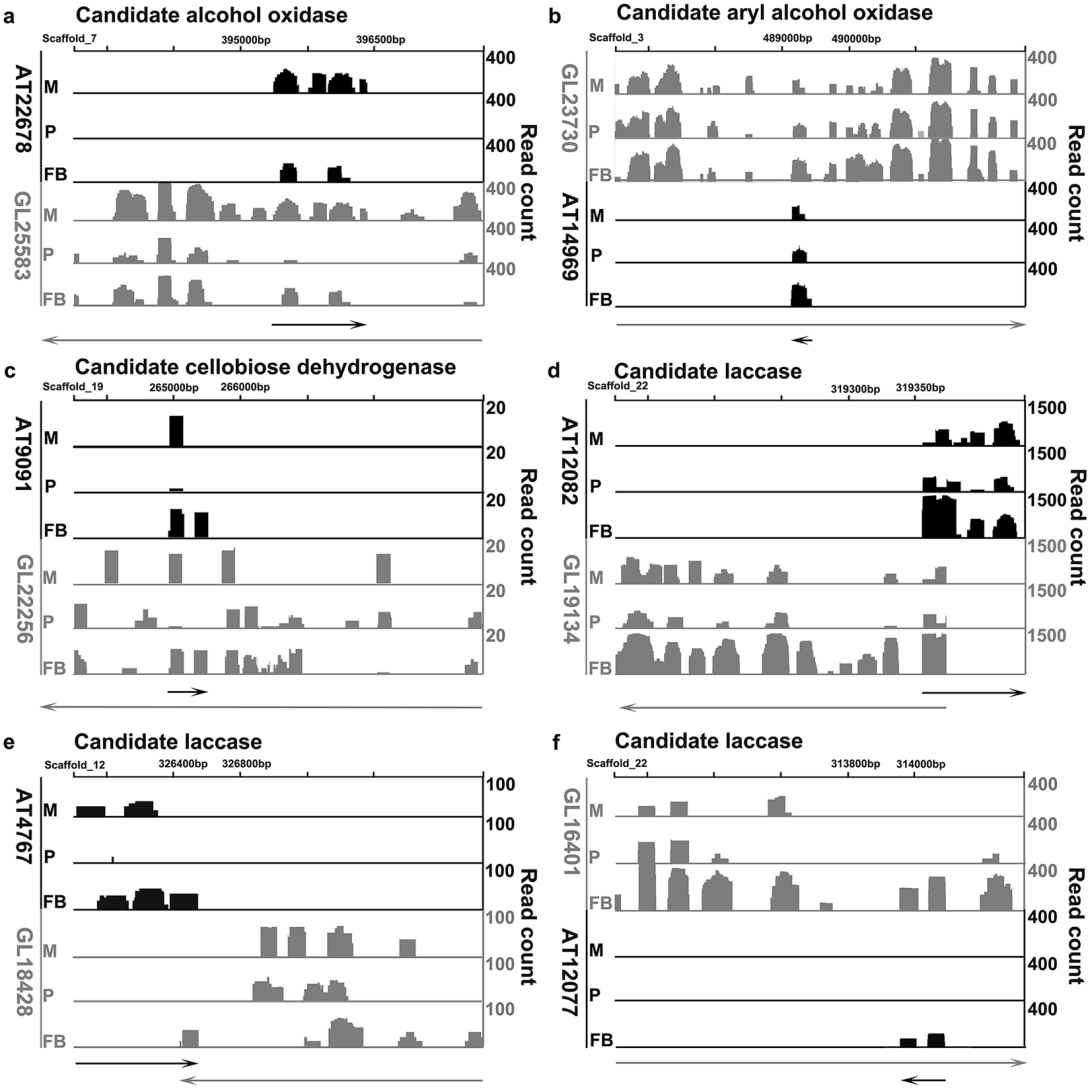
Gene structures and relative expression levels of the six SATs involved in lignin degradation. For each panel, the “X” axis shows the chromosomal region with the scaffold number and coordinates, while the “Y” axis shows the read counts. The transcript expressed on the positive strand is shown on the top and the transcript expressed on the negative strand is shown on the bottom. The read counts for the STs are shown in black and those for the ATs are shown in gray. The name of enzyme encoded by the ST was shown above each panel. The names for the ST and NAT were shown to the left of each panel. The details of the genes can be found in Table S9. M: mycelia; P: primordia; FB: fruiting bodies.

#### NATs involved in the expression regulation of lignin-modifying enzyme genes

In total, NATs were found for six putative lignin-modifying enzyme (LME) genes. We then carried out detailed analyses of these 6 LME genes in order to (1) validate the expression analyses shown in Figs 3 and 4; (2) examine possible roles NATs might play in the expression regulation of STs; and (3) determine if NATs are involved in lignin-degradation in *G*. *lucidum*. We examined the structures and expression levels of these six SAT pairs in detail (Fig. 5). 

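The NATs of the 6 pairs had between 0 and 87 fragments in mycelia, 1 and 28 in primordia, and 12 and 1130 in fruiting bodies. The stage with the highest value was the same for the ST, in the paper's values, and for the NAT, in the deposited values, in 4 of the 6 pairs. Over GL25583 there were 3 transcript units in the deposited files, over GL23730 there were 7, over GL22256 and GL18428 there were 2 each, over GL19134 there were 3 and over GL16401 there were 4. By the order of the unit numbers all of these units lie on the strand of the NAT, while Fig. 5 of the paper shows read counts for both strands. The FPKM of AT14969 in each stage, of AT9091 in mycelia and fruiting bodies, and of AT12077 in fruiting bodies was above the upper confidence bound deposited with it, so the scaled fragment counts are given beside the FPKM of these NATs.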

The transcripts located on the positive strands were shown on the top of the panels, and those on the negative strands on the bottom. The first SAT pair contained AT22678 and GL25583 (Fig. 5a) with the NAT embedded in the ST. GL25583 encoded a candidate alcohol oxidase (Supplementary File 3a). Alcohol oxidase catalyzed the reaction that converts a primary alcohol and O_2_ to an aldehyde and H_2_O_2_^41^. Both GL25583 and AT22678 appeared to have introns. Both GL25583 and AT22678 were expressed the highest in the mycelia and their expression levels went down to the lowest in the fruiting bodies. 

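AT22678 lies on scaffold 7 from 395685 to 396363. Its FPKM was 17.0 in mycelia (confidence bounds 3.00 to 26.1), 0.474 in primordia (0 to 1.06) and 3.10 in fruiting bodies (0.290 to 5.90), from 87, 2 and 18 fragments. The bounds of primordia and fruiting bodies overlap. The log2 scaled count of AT22678 changed by -4.54 from mycelia to primordia and by 2.20 from primordia to fruiting bodies. The neighbouring unit over GL25583, from 394502 to 395626, had an FPKM of 50.7 in mycelia, 5.56 in primordia and 7.15 in fruiting bodies. The other unit over GL25583, from 396988 to 397177, had 99 fragments in mycelia, 5 in primordia and 2 in fruiting bodies and an FPKM of 56129, 369 and 267. In Table S10, the paper's RNA-seq value of GL25583 was also highest in mycelia.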

The expression profiles of GL25583 and AT22678 were positively correlated with an *r* of 0.97 (Fig. 4t).

The second SAT pair contained AT14969 and GL23730 with the NAT embedded in the ST (Fig. 5b). GL23730 encoded a candidate aryl alcohol oxidase (Supplementary File 3b). This enzyme is an extracellular flavor-protein providing the H_2_O_2_ required by ligninolytic peroxidases for fungal degradation of lignin^42^. While GL23730 appeared to have intron, AT14969 did not. 

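AT14969 lies on scaffold 3 from 489333 to 489607. It had a scaled fragment count of 20.5 in mycelia, 16.4 in primordia and 31.2 in fruiting bodies, from 22, 13 and 37 fragments, and an FPKM of 90.9, 52.8 and 117 in these stages. Its log2 scaled count changed by -0.31 from mycelia to primordia and by 0.89 from primordia to fruiting bodies. The paper's Table S2 gives GL23730 values of 28.4 in mycelia, 21.4 in primordia and 36.7 in fruiting bodies.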

Both ST and NAT were expressed comparably low in the mycelia and primordia, and then the expression levels increased to the highest levels in the fruiting bodies. Their expression profiles were positively correlated with an *r* of 0.85 (Fig. 4u).

The third SAT pair contained AT9091 and GL22256 with the NAT embedded in the ST (Fig. 5c). GL22256 encoded a candidate cellobiose dehydrogenase (CDH, Supplementary File 3c). CDH is an extracellular enzyme produced by various wood-degrading fungi. It oxidizes soluble cellodextrins, mannodextrins and lactose efficiently to their corresponding lactones by a ping-pong mechanism using a wide spectrum of electron acceptors including quinones, phenoxyradicals and etc^43^. Both AT9091 and GL22256 appeared to have introns. Interestingly, GL22256 appeared to have different isoforms among the three developmental stages. 

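AT9091 lies on scaffold 19 from 264958 to 265249. It had a scaled fragment count of 4.66 in mycelia, 1.26 in primordia and 15.2 in fruiting bodies, and an FPKM of 14.9, 3.00 and 44.6. The paper's Table S2 gives GL22256 values of 4.19 in mycelia, 15.3 in primordia and 12.0 in fruiting bodies. The log2 scaled count of AT9091 rose by 2.84 from primordia to fruiting bodies. The other unit over GL22256, from 265379 to 266003, had an FPKM of 0.102 in mycelia, 1.81 in primordia and 3.53 in fruiting bodies.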

The expression profiles of AT9091 and GL22256 were negatively correlated with GL22256 expressed the highest in the primordia and AT9091 expressed the highest in the fruiting bodies, suggest that GL22256 might function specifically in the primordia (Fig. 4v). Interestingly, the expression levels of this SAT pair were very low with the read counts near 20, and their expression profiles were negatively correlated with an *r* of −0.80. 

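AT9091 was covered by 5 fragments in mycelia, 1 in primordia and 18 in fruiting bodies. All units over GL22256 together held 6 fragments in mycelia, 14 in primordia and 57 in fruiting bodies. In mycelia and primordia the fragments of AT9091 are too few to rank these stages with 1 library each.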

The implication of low expression level remained to be investigated.

All the other three SAT pairs related to laccase (Supplementary Files 3d-f). Laccase belongs to the small group of enzymes called the blue copper oxidases and is widely distributed in higher plants and fungi, it is a versatile enzyme involved in lignin metabolism^44^. The fourth SAT pair contained AT12082 and GL19134 in a divergent configuration (Fig. 5d). Both AT12082 and GL19134 appeared to have introns. They were expressed lowly in the mycelia and primordia and highly in the fruiting bodies. 

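AT12082 lies on scaffold 22 from 319398 to 320113. Its FPKM was 7.83 in mycelia (confidence bounds 1.85 to 13.7), 4.47 in primordia (0.842 to 8.08) and 113 in fruiting bodies (35.7 to 190.6). Its log2 scaled count rose by 3.87 from mycelia to fruiting bodies. The paper's Table S2 gives GL19134 values of 6.62 in mycelia, 2.96 in primordia and 187 in fruiting bodies.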

The expression profiles were positively correlated with an *r* of 0.95 (Fig. 4w). 

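AT12082 had 69 fragments in mycelia, 28 in primordia and 1130 in fruiting bodies, the most of the 6 NATs in primordia and fruiting bodies. The units over GL19134 together held 230 fragments in mycelia, 81 in primordia and 4948 in fruiting bodies. The units over GL23730 held 1028 fragments in mycelia, 633 in primordia and 1510 in fruiting bodies.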

The expression levels of this SAT pair were the highest among these six SAT pairs with the read counts near 1500.

The fifth SAT pair contained AT4767 and GL18428 in a convergent configuration (Fig. 5e). The NAT appeared to be alternative spliced in the mycelia and fruiting bodies. The expression level of GL18428 was the highest in the mycelia and then decreased gradually from the primordia to the fruiting bodies. In contrast, the expression level of AT4767 was highest in the fruiting bodies and the expression profiles of the ST and NAT were negatively correlated with an *r* of -0.80 (Fig. 4x). 

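AT4767 lies on scaffold 12 from 326176 to 326598. Its FPKM was 3.16 in mycelia (confidence bounds 0 to 5.99), 0.808 in primordia (0 to 1.57) and 7.84 in fruiting bodies (0.143 to 10.3), from 4, 1 and 12 fragments. The bounds of mycelia and fruiting bodies overlap. The other unit over GL18428, from 326928 to 327628, had an FPKM of 3.95 in mycelia, 2.52 in primordia and 1.90 in fruiting bodies. The paper's Table S2 gives GL18428 values of 2.64 in mycelia, 1.44 in primordia and 1.47 in fruiting bodies. From the opposite profiles, the paper concludes that this laccase gene most likely functions in the mycelia.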

As a result, this candidate laccase gene was most likely to function in the mycelia, whose expression was then down-regulated in the fruiting bodies.

The last SAT pair contained AT12077 and GL16401 with the NAT embedded in the ST (Fig. 5f). The expression patterns of the ST and NAT as well as the correlation of their expression profiles were very similar to those of the fourth SAT pair. 

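AT12077 lies on scaffold 22 from 313892 to 314159. It had 0 fragments in mycelia, 1 in primordia and 19 in fruiting bodies, a scaled count of 0, 1.26 and 16.0 and an FPKM of 0, 3.25 and 51.0. Its log2 scaled count rose by 4.09 from mycelia to fruiting bodies. In mycelia AT12077 was not detectable at a floor of 0.176 CPM, and its 1 fragment in primordia was also under the floor of 0.205 CPM. The paper's Table S2 gives GL16401 values of 2.59 in mycelia, 1.08 in primordia and 9.47 in fruiting bodies.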

Both the ST and NAT were expressed at very low levels in the mycelia and primordia and then the expression levels were increased significantly in the fruiting bodies. The expression profiles of the ST and NAT were highly positively correlated with an *r* of 0.98 (Fig. 4y). Examination of the expression profiles of these six SATs revealed complex interactions among STs and NATs that will be discussed below.

## Discussions

### Genome-wide identification of NATs

Species of *Ganoderma* have attracted world-wide attention from three aspects: as therapeutic fungal bio-factories^45^, as plant pathogens^46^ and as “bio-bags” of ligninolytic enzymes^47^. To fully realize the potential of *Ganoderma* species in drug discovery and biofuel production, we have carried out a series studies to obtain the complete genome, transcriptome, lincRNA from *G*. *lucidum* ^4^. As a subset of lncRNA, it has been well-accepted now that NATs are important gene expression regulators in a wide variety of organisms including fungi^48^. As a result, discovery and characterization of NATs in *G*. *lucidum* would facilitate not only the discovery of genes that are related to its medicinal, plant-pathogenic and saprotrophic characteristic, but also the elucidation of their mechanisms of actions.

In the present study, we carried out a systematic analysis of NATs in three developmental stages of *G*. *lucidum* using ssRNA-seq technology and a self-developed computational pipeline. In total, 1613 cis-NATs and 244 trans-NATs were identified. We then characterized these NATs in detail in terms of their length distribution and classification. Next, we validated the ssRNA-seq results using ssRT-qPCR experiments. Next, we examined whether or not SAT pairs were associated with particular functional categories in terms of GO and KEGG pathways across all three developmental stages or in particular stages. Lastly, by analyzing the expression correlation of 25 SAT pairs that encode CYP450 proteins or LMEs, we explored if NATs were likely to regulate the expression of the corresponding STs. A total of 15 SAT pairs had NATs and STs significantly positively correlated, whereas 4 SAT pairs were significantly negatively correlated. The above results suggest that (1) NATs are involved in particular cellular functions; (2) NATs can be either stabilizers or repressors of STs; and (3) the interactions between STs and NATs can be rather complex (see below for more discussions).

### Non-random Association of NATs to particular functional groups of STs across all stages and in particular stages

With 1613 cis-NATs and 1403 STs, it is interesting know whether or not these cis-NAT were randomly associated with the STs. If not, what kinds of STs were associated with cis-NATs more frequently. We answered this question first by enrichment analyses of STs having NATs. STs belonged to a wide variety of functional categories were found to have NATs associated (Table 1), particularly those involved in transmembrane transport, monooxygenase activity, DNA replication and etc. Many of these associations were statistically significant (Table 1, Tables S4 and S6).

We then asked a more specific question, is the non-random association of NATs to STs specific to particular development stage? To answer this question, enrichment analyses were carried out for STs and NATs expressed in particular stages. In the mycelia, primordia and fruiting bodies, STs of different functional categories were found to have NATs (Table 2, Tables S8 and S9). For example, SAT pairs associated with three GO Terms were significantly enriched in the fruiting bodies. The first GO term, GO:0003676, represents Nucleic acid binging, which are represented by mostly DNA helicases and zinc ion binding proteins (Table S2). These results are consistent with the production of spores in the fruiting bodies. The other two GO terms are GO:0006066 (Alcohol metabolic process) and GO:0016614 (Oxdoreductase activity). Genes mapped to these two GO terms are mostly flavor-oxidase likely to be involved in the lignin degradation pathway. Actually, in the laboratory, while the mycelia can be cultured on the PDA medium, the primordia and fruiting bodies can only be developed on logs. So the expression up-regulation of LMEs is actually anticipated in the fruiting bodies. Taken together, the associations of NATs to STs were not random for particular stages. In the fruiting bodies, the enrichment of particular groups of STs with NATs is consistent with the physiological behavior of the fruiting bodies. These results raised the hypothesis that the expression regulations of STs by NATs are function and developmental stage specific.

### Complex interactions between STs and NATs

Having found that NATs might regulate the expression of STs in function-category and developmental-stage specific manners, the next question is how NATs regulate the expression of STs. Previous studies have showed that NATs can control nearly every level of gene regulation: pre-transcription^49^, transcription^50^, post-transcription in nucleus^51^ and post-transcription in cytoplasm^52^. The regulation can be mediated by molecular interactions among DNA–RNA, RNA–RNA, or protein–RNA^13^. On one hand, the single-strand characteristics of RNA allow it to bind DNA or another RNA molecule through complementing base-pairing. On the other hand, NATs can form particular structures, which can serve as molecular decoys to retain proteins and preventing their functions, or act as platforms for the assembly of protein complexes^53–57^.

The mechanisms by which NATs regulate the expression of STs can be learned from the types and degrees of correlations between their expression profiles. A positive expression correlation may result from the increased stability of the ST mRNA by binding with the NAT. In this case, the NAT acts as a “stabilizer”. In contrast, a negative expression correlation suggests that the NAT repress the expression of the ST. In this case, the NAT acts as a “repressor”. There are three main mechanisms that NATs might act as repressors, these include transcriptional interference^58^, chromatin remodeling^59^, and RNA marking^60, 61^. However, a positive expression correlation might simply result from the opening-up of the chromatin region where the SAT pair locates, without reflecting any direct interaction between them. In this case, the ST and NAT are “co-regulatees”, which means that they are co-regulated by a common upper level regulator. While it is commonly assumed that the NATs regulate the expression of their corresponding STs, the possibility can’t be excluded that the STs might also regulate the expression of their corresponding NATs inversely.

Using the types and degrees of expression correlations to deduce the exact interaction between a ST and a NAT also has limitations. For example, a positive correlation between a ST and NAT can result from (1) the ST and NAT being co-regulatees; (2) the NAT acting as a “stabilizer”; or (3) both (1) and (2). As result, future experiments are required to determine exactly how a ST and a NAT actually interacts. For example, one can “knock-in” and “knock-out” a NAT and then observe the change in the expression level of its ST. Alternatively, a time-course study can be used to study how the expression levels of a ST and a NAT change over time^62^.

Although the correlation coefficients for the expression profiles of all SAT pairs were calculated (Table S2), the expression levels of only 25 SAT pairs were validated with ssqRT-PCR experiments (Fig. 3). As a result, only the expression pattern of these 25 SAT pairs can be used to learn the potential interactions among STs and NATs (Fig. 4). Complex potential interactions between STs and NATs were revealed in Fig. 4. Firstly, the expression levels of STs and NATs alone varied among different developmental stages (e.g., Fig. 4a). Secondly, the expression levels of the ST and NAT in a particular stage varied significantly (e.g., Fig. 4v, stages “P and FB”). Thirdly, The expression patterns of genes involved in the same functional groups (e.g., laccase) varied significantly (Fig. 4w,x,y). Fourthly, the correlations of the expression profiles for a ST and a NAT varied significantly, from highly negative (*r* = -0.89 in Fig. 4p) to highly positive (*r* = 1.00 in Fig. 4c). So the expression regulation might be mediated through a complex multi-layered regulatory network.

Another interesting question is whether or not the correlation of expression profiles for a SAT pair is related to the pair’s configuration. For the 25 SAT pairs shown in Figs 3 and 4, 2 of 3 (66.7%) SAT pairs belonging to the convergent type were negatively correlated. In contrast, 11 of 13 (85%) SAT pairs belonging to the divergent type were positive correlated. And 7 of 9 (78%) SAT pairs belonging to the S > N (ST containing NAT) type were positive correlated (Table S9). It should be pointed out that none of the 25 SAT pairs belonged to the N > S (NAT containing ST) type. These results suggest that the convergent type was more frequently associated with negative correlation. It is possible that two “convergent” transcriptional machineries would collide into each other, leading to the expression repression of one of the transcript. As a result, the convergent configuration is more frequently associated with negative expression correlation. Additional experiments are needed to test if the above speculation is correct.

Several overall observations provided additional clues for the potential roles of NATs in *G*. *lucidum*. Firstly, while most NATs were found to locate at the 3’ end of STs previously^63^, more NATs were found to locate at the 5’ end of the STs in our study (Fig. 2b). Secondly, we found more SAT pairs that are positively correlated than those that are negatively correlated. thirdly, the expression levels of STs with NATs were generally higher than those of STs without NATs (Table S2), consistent with the previous observations in Mouse^64^. 

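Values of both transcripts in all 3 stages were at hand for 983 of the pairs read from Table S2, with the FPKM of the NAT from the deposited files and the value of the ST from the paper. From mycelia to primordia, ST and NAT changed in the same direction in 672 of 951 pairs in which both changed, or 70.7% (confidence interval 67.7% to 73.5%). From mycelia to fruiting bodies this was 714 of 962, or 74.2% (71.4% to 76.9%), and from primordia to fruiting bodies 687 of 949, or 72.4% (69.5% to 75.1%). Across pairs, which are not independent replicates, the log2 changes had a Pearson correlation of 0.474 and a Spearman correlation of 0.548 from mycelia to primordia. The Pearson and Spearman correlations were 0.462 and 0.595 from mycelia to fruiting bodies and 0.420 and 0.569 from primordia to fruiting bodies. These 3 contrasts share libraries and each rests on 1 library per stage. Across 228 STs with units on both strands, the paper's ST value followed the fragments on the strand of the NAT (Spearman's rho 0.861). For fragments on the strand of the ST, rho was 0.218. The values of ST and NAT may therefore share fragments, which can raise these shares and correlations. The largest move came from keeping only pairs with ST and NAT at 2 or more in both stages, which gave a Pearson correlation of 0.637 from primordia to fruiting bodies. From the location of NATs, from more positive than negative correlations among SAT pairs and from higher expression of STs with NATs, the paper favours the hypothesis that more NATs might act as co-regulatees. The values of STs without NATs were not analysed here.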

All these three lines of observations favor the hypothesis that more NATs might act as the co-regulatees of their STs in *G*. *lucidum*. In another word, the positive correlation observed for STs and NATs are more likely to result from the opening-up of the chromatins in the regions. This genome-wide analysis of NATs has provided a wealth of information regarding the regulatory network in *G*. *lucidum*. Additional experiments are needed to illustrate the exact mechanisms of actions of NATs.

### Technical considerations for this study

There are several technical limitations that might contribute to potential errors in the analysis that must be taken into account when performing downstream analyses or experiments. First, based on our definition, STs encoding protein and NATs are complementary to STs that do not code for proteins. With this definition, we eliminated from our analyses the pairs whose complementary transcripts were either protein-coding or non-coding. Secondly, inherent bias in the RNA-seq technology may have affected the results. Since lncRNAs in general are expressed at about one tenth of the ST, some NATs that were expressed at very low concentrations may not have been identified, leading to the underestimation of NATs. Thirdly, the samples used for this study are from three developmental stages: mycelia, primordia and fruiting body. As a result, we can only identify NATs that are expressed in at least one of the three developmental stages. And we might miss those NATs that were expressed transitively, but play important functions. In the future, performing additional transcriptome analysis at various conditions would likely to reveal additional NATs. Fourthly, because some regions of the NATs were not covered by the reads, a single NAT may have been broken into multiple NATs, leading to the overestimation of the numbers of NATs discovered. In fact, our analysis of the ratios between NATs and STs revealed multiplex relationships such as 1:n, n:1, and n:n mapping ratios. The n:1 relationship may have resulted from the incomplete coverage of particular antisense transcripts. Thus, obtaining the full-length NATs has to be a prerequisite for the determination of their functions. Last, the identification of trans-SAT pairs was also dependent on the similarity cutoff used for the complementary regions.

## Materials and Methods

### Strain and Culture Conditions

The dikaryotic strain *G*. *lucidum* CGMCC5.0026 was obtained from China General Microbiological Culture Collection Center (Beijing, China). The mycelia were cultivated in potato dextrose agar (PDA) medium in the dark at 28 °C for 7 days. The primordia and fruiting bodies were cultivated on *Quercus variabilis* logs as described previously^3^.

### ssRNA-seq analysis

Samples were collected from mycelia, primordia, and fruiting bodies, and then subjected to RNA extraction using the plant total RNA extraction kit (Tiangen, China). Genomic DNA contaminations were removed using RNase-free DNase I (Tiangen, China). RNA integrity and quality were examined on Bioanalyzer (Agilent). The strand-specific RNA-library was constructed following the SMART-seq protocol as describe previously^65^. The resulting cDNA was cleaved into 300 bp to 500 bp fragments to construct the sequencing libraries, then sequenced using an Illumina Hiseq 2500 platform. In order to get a relative high through output sequence data, the resulting raw reads were subjected to the following filtering process using FASTX-Toolkit (v0.0.14, http://hannonlab.cshl.edu/fastx_toolkit/). First, adapters were removed from the read sequences. Then reads containing at least ten percent of Ns were removed. Last, low-quality reads, such as those with more than half of the bases having a Phred base quality score of less than 5, were removed. The raw sequence reads were deposited in GenBank under the accession number (GSE94910). Data were analyzed using the Tuxedo packages (v1.3.2)^35^. First, the raw reads were mapped to the reference genome using TopHat^35^. Then the transcripts were reconstructed through Cufflinks using default parameters. The mapping of RNA-seq reads to the reference genome was visualized using Tablet (v1.12.12.05)^66^.

### Computational identification of NATs

We developed a reference-based computational pipeline for NAT identification from RNA-seq data (Fig. 1). The pipeline starts with the clustering of all transcripts identified using the Tuxedo package and the predicted genes into transcript units, which are defined as a combination of all overlapping transcripts and genes on the same strand. The following analyses were carried out by three modules. The first two modules identified candidate cis-NAT and candidate trans-NAT respectively. And the third module passed the output of the first two modules to five filtering steps. In particular, the module I identified all transcripts on the opposite strand of the predicted genes whose overlapping region had a length of ≥ 10% of either transcript as described previously^39^. The resulting transcripts were called candidate cis-NATs. The module II contains three steps also as described previously^39^. In step 1, the “high-coverage 100-nt pair” was identified by comparing all identified transcripts and all predicted genes using the BLASTN program. If the two transcripts had a continuous complementary region longer than 100 nt, they were defined as a “100-nt” pair. If the complementary region of the two transcripts identified by the BLAST program was longer than 50% of either transcript, they were classified as ‘high-coverage’. In step 2, the trans-SAT pairs obtained from step 1 were examined to determine if they could melt into RNA–RNA duplexes in the complementary regions using DINAMelt^67^. In step 3, if the annealed region identified by DINAMelt coincided with the BLASTN results, and if any bubble within the annealed region had a length not longer than 10% of the region’s length, the corresponding antisense transcripts were selected as candidate trans-NATs.

The candidate NATs were processed further with the module III, which can be divided into five steps. In step 1, those transcripts whose lengths were shorter than 200 bp were removed. In step 2, those transcripts encoding ORFs of more than 100 amino acids were removed as these transcripts are more likely to encode proteins^68^. In step 3, the remaining transcripts were searched against the Nr database using a cutoff e-value of 1e-3. In step 4, all transcripts were subjected to analysis with Coding Potential Calculator (CPC), in which transcripts with scores > 0 were removed^36^. In step 5, to exclude small RNAs and housekeeping lncRNAs such as tRNAs, snRNAs, and snoRNAs, the remaining antisense transcripts were compared to housekeeping lncRNA databases and miRBase by BLASTN using a cutoff e-value of 1e-10. The remaining transcripts were output as cis-NATs and trans-NATs, respectively. The scripts implementing this pipeline will be provided upon request.

### Functional enrichment analysis of STs

All STs were subjected to Gene Ontology analysis as described previous^69^. To perform functional enrichment analysis, the mapping of all *G*. *lucidum* genes to GO terms was retrieved from the previous study^3^. For each GO term, we calculate the hypergeometric probability, which is used to determine whether the GO term is enriched in STs beyond what might be expected by chance^70^. The probability is calculated using formula (1):

1 $$\begin{array}{rcl}P(x=i) & = & \frac{(\frac{n}{i})(\frac{m}{N-i})}{(\frac{m+n}{N})}\\  & = & \frac{{\rm{m}}!n!N!(m+n-N)!}{i!(n-i)!(m+i-N)!(N-i)!(m+n)!}\end{array}$$

Here, “P” is the hypergeometric probability. “n” is the number of all genes in *G*. *lucidum* that are associated with the GO term. “m” is the number of all genes in *G*. *lucidum* that are not associated with the GO term. “N” is the number of all STs. And “x” is number of STs that are associated with the GO term. The *p*-value was then subject to multiple test correction and the False Discovery Rate (FDR, *q*-value) was calculated and used to determine the statistical significance of the enrichment for the GO term.

### Strand-specific reverse transcription quantitative real-time PCR (ssRT-qPCR) analysis

ssRT-qPCR experiments were used to determine the expression levels of STs and NATs as described previously^71^. Twenty-five SAT pairs were selected based on their functional annotation (Table S9). The primers were designed by the IDT web server (http://sg.idtdna.com/scitools/Applications/RealTimePCR/). To ensure the specificity of the primer sequences, the primer sequences were searched against the reference genome sequences; those that mapped to multiple regions were discarded. To distinguish STs and NATs, 18 to 20 nucleotide tags unrelated to *G*. *lucidum* were added to the corresponding primers. The tag sequence for NATs was “GCTAGCTTCAGCTAGGCATC”, and that for STs was “CCAGATCGTTCGAGTCGT”. The primer sequences are listed in Table S12,. The genes ubiquitin and glyceraldehyde-3-phosphate dehydrogenase were used as the internal control as described previously^4, 72^. Total RNA was extracted from the mycelia, primordia, and fruiting bodies using the plant total RNA extraction kit (Tiangen, China), and then digested with RNase-free DNase I (Tiangen, China) to remove contaminating genomic DNA. A NanoDrop 2000C spectrophotometer (Thermo Scientific, Wilmington, DE, USA) was used to measure the RNA concentration, whereas the integrity of RNA was analyzed on a 1% agarose gel. Reverse transcription was performed on 1.0 µg total RNA in 10 µl volume for each sample using RT-PCR Kit (TransGen China). The conditions of the RT reaction were as follows: 45 °C for 35 min, 85 °C for 5 min. The resulting cDNA samples were diluted to final volumes of 30ul with sterile water.

For each transcript, the qPCR was carried out with three biological replicates, and each biological replicate had three technical replicates. Each qPCR reaction consisted of 1 µl diluted cDNA, 10.0 µM forward primer, 10.0 µM reverse primer, 10 µl 2x TransStart Top Green qPCR SuperMix, and 0.4 µl passive reference dye (50x) for a final volume of 20 µl. Analysis was conducted on a ABI 7500 Fast instrument (Applied Biosystems) using the following cycle conditions: 94 °C for 30 sec, and 40 cycles of 94 °C for 5 sec and 60 °C for 34 sec. Amplification specificity was assessed by melting curve analysis, which was performed using the following conditions: 95 °C for 15 sec, 60 °C for 1 min, and 95 °C for 15 sec. The relative abundance of each transcript under test was obtained using the comparative Cq method^73^. After the data were obtained, the expression level was normalized against the maximum value among the three stages. The normalized expression profiles were then subjected to Pearson’s correlation coefficient calculation.

### Statistical analyses

Statistical significance of Pearson’s correlation coefficient was performed by calculating the t value using formula (2):

2 $${\rm{t}}=\frac{r}{sqrt[(1-{r}^{2})/(N-2)]},$$

as described by VassarStats (http://www.vassarstats.net/). Here, “*r*” is the Pearson’s correlation coefficient and “N” is sample size. Directional *p*-value was then looked up for the given t value and N. The statistical significances of the differences between the lengths of cis-NATs and trans-NATs, were tested using Students’ t test implemented in the JMP software (version 10, SAS, Cary, North Carolina).

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

Table S11

Table S12

Supplementary File 1

Supplementary File 2

Supplementary File 3a

Supplementary File 3b

Supplementary File 3c

Supplementary File 3d

Supplementary File 3e

Supplementary File 3f

# Supplementary material for: Genome-wide Identification and Characterization of Natural Antisense Transcripts by Strand-specific RNA Sequencing in Ganoderma lucidum
**Source:** Sci Rep. 2017 Jul 18;7:5711. doi: 10.1038/s41598-017-04303-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Genome-wide Identification and Characterization of Natural Antisense Transcripts by Strand-specific RNA Sequencing in *Ganoderma lucidum*

Junjie Shao#, Haimei Chen#, Dan Yang, Mei Jiang, HuiZhang, Bin Wu, JianqinLi, LiChai Yuan, Chang Liu&

#contributed equally

JJS:

HMC:

DY:

MJ:

HZ:

BW:

JQL: 

LCY:

CL: ; 

25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35  
36  
37  
38  
39

**Figure S1** Analysis the connectivity of adjacent NATs using strand-specific RT-PCR. Two genes were chosen for this analysis. (A) The structure of gene GL23730, the relative position of its two NATs: AT14969 and AT14972, the relative position of the forward and reverse primers were shown; (B) Strand-specific RT-PCR with the primers indicated in (A), lane 1: Standard 5000bp DNA marker, lane 2-4 indicate different combinations of materials and experimental procedures; (C) The structure of gene GL16401, the relative position of its two NATs: AT12077 and AT12078, the relative position of the forward and reverse primers; (D) Strand-specific RT-PCR with the primers indicated in (A), lane 1: Standard 1000bp DNA marker, lane 2-4 indicate different combinations of materials and experimental procedures; RT: Reverse Transcription. ★represents the bands predicted assuming the two NATs were connected. ✦ indicates a band having a size that is different from those predicted assuming the two NATs were connected.

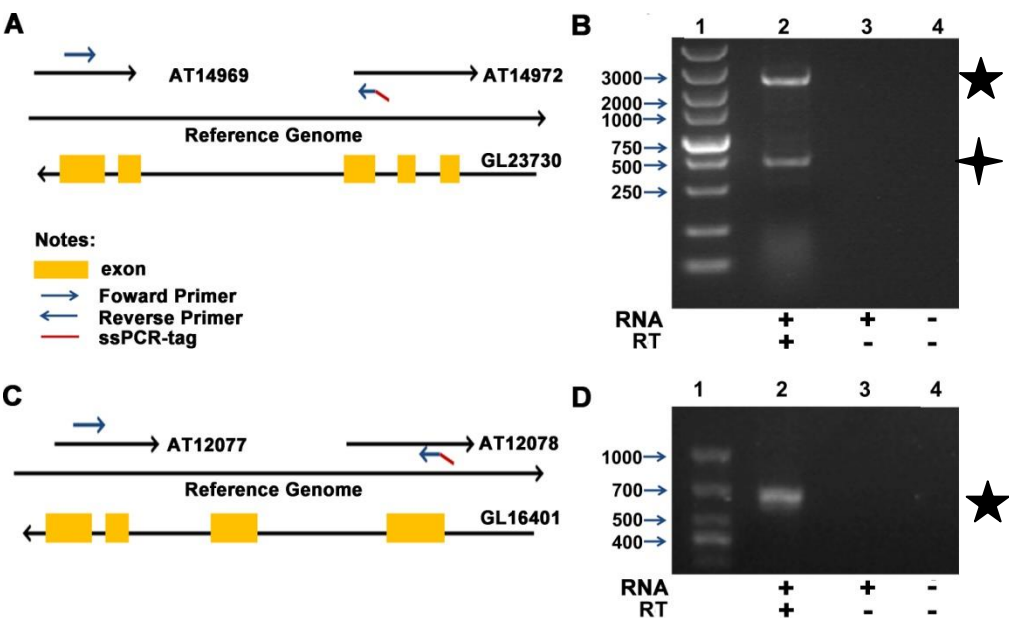

40  
41

|    |                                                                                            |
|----|--------------------------------------------------------------------------------------------|
| 42 |                                                                                            |
| 43 | <b>Table S1</b> Summary of RNA-seq data                                                    |
| 44 |                                                                                            |
| 45 | <b>Table S2</b> Detailed information of SAT pairs identified in this study                 |
| 46 |                                                                                            |
| 47 | <b>Table S3</b> Enrichment Analysis of STs based on GO terms                               |
| 48 |                                                                                            |
| 49 | <b>Table S4</b> Enrichment analysis of STs based on KEGG pathways.                         |
| 50 |                                                                                            |
| 51 | <b>Table S5</b> List of genes and their associated GO terms                                |
| 52 |                                                                                            |
| 53 | <b>Table S6</b> List of genes and their associated KEGG pathways                           |
| 54 |                                                                                            |
| 55 | <b>Table S7</b> Differential enrichment analysis of STs for GO terms across the three      |
| 56 | developmental stages                                                                       |
| 57 |                                                                                            |
| 58 | <b>Table S8</b> Differential enrichment analysis of STs for KEGG pathways across the three |
| 59 | developmental stages                                                                       |
| 60 |                                                                                            |
| 61 | <b>Table S9</b> List of SAT pairs selected for ssRT-qPCR analysis                          |
| 62 |                                                                                            |
| 63 | <b>Table S10</b> Correlation of expression profiles obtained by ssRNA-seq and ssRT-qPCR    |
| 64 | experiments                                                                                |
| 65 |                                                                                            |
| 66 | <b>Table S11</b> Correlation of expression profiles of STs and NATs across the three       |
| 67 | developmental stages                                                                       |
| 68 |                                                                                            |
| 69 | <b>Table S12</b> Primers used in this study                                                |
| 70 |                                                                                            |
| 71 | <b>Supplementary File 1</b> Sequences of cis-NATs identified in this study                 |
| 72 |                                                                                            |
| 73 | <b>Supplementary File 2</b> Sequences of trans-NATs identified in this study               |
| 74 |                                                                                            |
| 75 | <b>Supplementary File 3a</b> BLAST search results for GL25583                              |
| 76 |                                                                                            |
| 77 | <b>Supplementary File 3b</b> BLAST search results for GL23730                              |
| 78 |                                                                                            |
| 79 | <b>Supplementary File 3c</b> BLAST search results for GL22256                              |
| 80 |                                                                                            |
| 81 | <b>Supplementary File 3d</b> BLAST search results for GL19134                              |
| 82 |                                                                                            |
| 83 | <b>Supplementary File 3e</b> BLAST search results for GL18428                              |
| 84 |                                                                                            |
| 85 | <b>Supplementary File 3f</b> BLAST search results for GL16401                              |

# Supplementary material for: Genome-wide Identification and Characterization of Natural Antisense Transcripts by Strand-specific RNA Sequencing in Ganoderma lucidum
**Source:** Sci Rep. 2017 Jul 18;7:5711. doi: 10.1038/s41598-017-04303-6
**Supplement:** Supplementary file 14 — Supplementary File 1

>AT3098

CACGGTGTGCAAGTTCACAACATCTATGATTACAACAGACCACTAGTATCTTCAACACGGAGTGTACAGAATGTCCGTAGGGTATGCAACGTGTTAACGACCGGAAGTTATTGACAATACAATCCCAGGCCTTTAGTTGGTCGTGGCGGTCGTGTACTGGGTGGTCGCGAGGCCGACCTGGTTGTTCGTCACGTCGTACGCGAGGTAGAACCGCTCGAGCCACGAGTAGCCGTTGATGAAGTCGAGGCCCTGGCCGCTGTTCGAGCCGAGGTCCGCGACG

>AT3102

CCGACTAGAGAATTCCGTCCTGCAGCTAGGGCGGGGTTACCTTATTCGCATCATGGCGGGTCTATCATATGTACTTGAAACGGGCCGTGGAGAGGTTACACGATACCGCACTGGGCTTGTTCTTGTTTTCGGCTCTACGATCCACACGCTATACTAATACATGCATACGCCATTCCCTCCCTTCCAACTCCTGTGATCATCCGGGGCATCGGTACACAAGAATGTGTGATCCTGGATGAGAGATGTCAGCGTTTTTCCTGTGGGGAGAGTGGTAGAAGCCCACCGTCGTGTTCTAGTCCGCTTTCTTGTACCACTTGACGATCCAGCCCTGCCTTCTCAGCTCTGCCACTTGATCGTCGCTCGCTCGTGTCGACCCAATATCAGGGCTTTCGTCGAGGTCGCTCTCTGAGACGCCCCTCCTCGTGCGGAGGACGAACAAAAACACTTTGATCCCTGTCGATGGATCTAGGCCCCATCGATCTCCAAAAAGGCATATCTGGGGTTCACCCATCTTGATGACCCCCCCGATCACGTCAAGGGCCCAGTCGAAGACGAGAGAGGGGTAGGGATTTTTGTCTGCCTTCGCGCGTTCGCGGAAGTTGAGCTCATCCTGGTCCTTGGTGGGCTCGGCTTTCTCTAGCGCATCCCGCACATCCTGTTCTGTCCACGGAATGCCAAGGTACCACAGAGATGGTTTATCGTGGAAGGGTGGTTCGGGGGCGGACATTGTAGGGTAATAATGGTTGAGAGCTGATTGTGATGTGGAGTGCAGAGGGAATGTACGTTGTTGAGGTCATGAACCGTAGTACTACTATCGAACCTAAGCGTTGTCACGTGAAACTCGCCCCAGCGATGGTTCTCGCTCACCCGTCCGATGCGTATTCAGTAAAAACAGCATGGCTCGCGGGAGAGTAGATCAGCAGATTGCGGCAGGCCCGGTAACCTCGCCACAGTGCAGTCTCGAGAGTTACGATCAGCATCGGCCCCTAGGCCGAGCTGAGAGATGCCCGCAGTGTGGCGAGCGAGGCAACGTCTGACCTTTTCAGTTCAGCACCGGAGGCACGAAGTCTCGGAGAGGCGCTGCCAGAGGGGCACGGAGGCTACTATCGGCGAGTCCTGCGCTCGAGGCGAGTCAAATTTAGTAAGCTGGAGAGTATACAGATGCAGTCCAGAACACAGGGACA

>AT3114

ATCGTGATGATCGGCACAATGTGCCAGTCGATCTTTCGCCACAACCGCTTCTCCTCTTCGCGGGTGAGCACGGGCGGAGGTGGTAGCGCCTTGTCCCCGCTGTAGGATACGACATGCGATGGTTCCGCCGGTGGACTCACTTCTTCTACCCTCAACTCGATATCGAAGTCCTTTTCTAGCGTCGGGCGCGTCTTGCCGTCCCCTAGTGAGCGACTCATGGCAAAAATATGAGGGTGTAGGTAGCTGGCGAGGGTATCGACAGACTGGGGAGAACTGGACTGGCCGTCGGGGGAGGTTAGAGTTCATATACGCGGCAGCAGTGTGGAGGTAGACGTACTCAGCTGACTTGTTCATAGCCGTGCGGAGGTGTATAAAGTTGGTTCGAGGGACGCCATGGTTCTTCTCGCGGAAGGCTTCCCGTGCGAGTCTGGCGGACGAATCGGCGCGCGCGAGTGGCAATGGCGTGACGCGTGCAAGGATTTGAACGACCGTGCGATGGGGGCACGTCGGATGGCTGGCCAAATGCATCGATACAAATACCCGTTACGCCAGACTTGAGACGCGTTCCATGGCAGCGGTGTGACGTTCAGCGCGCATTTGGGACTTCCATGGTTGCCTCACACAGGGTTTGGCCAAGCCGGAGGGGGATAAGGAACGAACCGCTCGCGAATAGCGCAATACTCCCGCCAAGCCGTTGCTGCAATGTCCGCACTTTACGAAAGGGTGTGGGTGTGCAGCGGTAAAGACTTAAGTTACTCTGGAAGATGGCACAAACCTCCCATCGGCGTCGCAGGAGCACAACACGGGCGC

>AT3144

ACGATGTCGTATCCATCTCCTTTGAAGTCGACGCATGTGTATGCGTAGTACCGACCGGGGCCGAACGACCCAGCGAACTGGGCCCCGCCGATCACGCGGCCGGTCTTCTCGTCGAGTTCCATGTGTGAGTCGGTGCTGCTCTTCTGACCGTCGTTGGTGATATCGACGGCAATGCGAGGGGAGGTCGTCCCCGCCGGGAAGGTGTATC

>AT3155

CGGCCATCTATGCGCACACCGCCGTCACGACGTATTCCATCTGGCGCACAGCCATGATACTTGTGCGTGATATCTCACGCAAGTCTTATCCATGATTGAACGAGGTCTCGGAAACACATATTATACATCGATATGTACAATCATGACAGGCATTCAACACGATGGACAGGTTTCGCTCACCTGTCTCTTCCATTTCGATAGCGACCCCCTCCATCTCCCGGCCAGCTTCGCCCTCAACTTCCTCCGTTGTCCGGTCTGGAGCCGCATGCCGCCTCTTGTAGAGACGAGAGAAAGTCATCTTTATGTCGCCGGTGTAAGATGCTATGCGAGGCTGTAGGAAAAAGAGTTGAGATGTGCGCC

>AT3157

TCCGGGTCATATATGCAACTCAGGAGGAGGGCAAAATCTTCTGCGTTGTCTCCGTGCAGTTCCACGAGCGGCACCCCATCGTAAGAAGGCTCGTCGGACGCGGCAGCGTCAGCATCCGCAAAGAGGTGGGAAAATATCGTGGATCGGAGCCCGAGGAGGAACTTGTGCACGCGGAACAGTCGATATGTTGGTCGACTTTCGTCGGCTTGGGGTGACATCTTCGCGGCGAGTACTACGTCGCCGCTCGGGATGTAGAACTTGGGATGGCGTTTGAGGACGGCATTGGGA

>AT3176

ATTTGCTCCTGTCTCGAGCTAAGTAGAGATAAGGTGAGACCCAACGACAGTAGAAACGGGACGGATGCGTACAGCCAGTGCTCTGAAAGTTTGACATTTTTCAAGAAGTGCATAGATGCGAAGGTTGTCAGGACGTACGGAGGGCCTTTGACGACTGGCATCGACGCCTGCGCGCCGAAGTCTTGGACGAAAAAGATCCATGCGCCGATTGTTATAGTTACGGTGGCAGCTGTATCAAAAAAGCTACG

>AT3177

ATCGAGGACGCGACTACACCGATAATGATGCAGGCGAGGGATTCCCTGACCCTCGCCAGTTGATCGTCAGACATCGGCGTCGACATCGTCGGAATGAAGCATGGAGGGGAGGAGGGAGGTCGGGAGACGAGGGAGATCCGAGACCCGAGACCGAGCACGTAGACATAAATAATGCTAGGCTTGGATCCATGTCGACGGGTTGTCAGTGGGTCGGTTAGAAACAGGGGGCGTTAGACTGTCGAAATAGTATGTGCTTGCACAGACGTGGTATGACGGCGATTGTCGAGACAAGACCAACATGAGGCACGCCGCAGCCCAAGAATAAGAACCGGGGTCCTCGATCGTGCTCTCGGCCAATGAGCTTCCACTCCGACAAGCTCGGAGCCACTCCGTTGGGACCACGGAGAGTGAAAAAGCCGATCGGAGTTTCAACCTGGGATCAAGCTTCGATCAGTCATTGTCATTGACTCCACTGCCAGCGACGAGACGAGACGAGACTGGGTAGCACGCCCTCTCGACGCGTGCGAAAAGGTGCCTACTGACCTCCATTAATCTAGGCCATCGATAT

>AT3182

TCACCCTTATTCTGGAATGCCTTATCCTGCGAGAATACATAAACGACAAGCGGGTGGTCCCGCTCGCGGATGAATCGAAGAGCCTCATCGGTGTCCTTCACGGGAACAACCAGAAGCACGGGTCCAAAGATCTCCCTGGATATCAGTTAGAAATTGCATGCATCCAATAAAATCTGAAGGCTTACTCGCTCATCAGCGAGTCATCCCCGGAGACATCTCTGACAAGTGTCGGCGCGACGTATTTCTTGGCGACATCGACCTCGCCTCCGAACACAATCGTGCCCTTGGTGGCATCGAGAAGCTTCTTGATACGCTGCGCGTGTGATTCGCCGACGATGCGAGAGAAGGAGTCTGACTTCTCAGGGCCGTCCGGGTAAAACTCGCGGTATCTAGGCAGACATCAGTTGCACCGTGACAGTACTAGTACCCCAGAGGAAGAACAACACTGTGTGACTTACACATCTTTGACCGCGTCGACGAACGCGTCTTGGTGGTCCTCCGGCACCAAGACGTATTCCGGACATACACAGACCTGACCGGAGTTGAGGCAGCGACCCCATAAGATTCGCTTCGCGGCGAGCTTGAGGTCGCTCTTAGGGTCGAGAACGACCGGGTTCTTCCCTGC

>AT3187

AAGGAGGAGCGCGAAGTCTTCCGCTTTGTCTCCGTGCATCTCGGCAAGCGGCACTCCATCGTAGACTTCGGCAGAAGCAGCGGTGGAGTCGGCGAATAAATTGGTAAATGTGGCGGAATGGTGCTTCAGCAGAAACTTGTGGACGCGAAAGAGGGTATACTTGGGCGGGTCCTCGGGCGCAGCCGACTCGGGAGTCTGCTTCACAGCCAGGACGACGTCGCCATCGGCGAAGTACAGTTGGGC

>AT3191

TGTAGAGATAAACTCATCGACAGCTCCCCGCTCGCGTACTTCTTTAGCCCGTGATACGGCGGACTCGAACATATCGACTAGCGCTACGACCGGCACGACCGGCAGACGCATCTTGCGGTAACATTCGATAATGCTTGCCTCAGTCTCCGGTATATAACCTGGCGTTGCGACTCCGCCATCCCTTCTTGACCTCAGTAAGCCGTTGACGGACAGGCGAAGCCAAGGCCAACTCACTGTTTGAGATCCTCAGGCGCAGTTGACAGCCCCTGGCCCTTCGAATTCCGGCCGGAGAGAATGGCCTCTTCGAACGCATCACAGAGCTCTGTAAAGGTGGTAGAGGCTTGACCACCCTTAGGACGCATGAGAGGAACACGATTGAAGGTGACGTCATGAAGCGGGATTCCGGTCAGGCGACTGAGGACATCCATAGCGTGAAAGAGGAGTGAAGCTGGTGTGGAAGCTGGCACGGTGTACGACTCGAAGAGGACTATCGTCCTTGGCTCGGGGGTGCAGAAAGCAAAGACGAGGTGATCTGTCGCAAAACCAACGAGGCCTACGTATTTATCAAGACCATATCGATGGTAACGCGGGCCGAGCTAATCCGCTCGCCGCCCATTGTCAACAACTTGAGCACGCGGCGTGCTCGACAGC

>AT3195

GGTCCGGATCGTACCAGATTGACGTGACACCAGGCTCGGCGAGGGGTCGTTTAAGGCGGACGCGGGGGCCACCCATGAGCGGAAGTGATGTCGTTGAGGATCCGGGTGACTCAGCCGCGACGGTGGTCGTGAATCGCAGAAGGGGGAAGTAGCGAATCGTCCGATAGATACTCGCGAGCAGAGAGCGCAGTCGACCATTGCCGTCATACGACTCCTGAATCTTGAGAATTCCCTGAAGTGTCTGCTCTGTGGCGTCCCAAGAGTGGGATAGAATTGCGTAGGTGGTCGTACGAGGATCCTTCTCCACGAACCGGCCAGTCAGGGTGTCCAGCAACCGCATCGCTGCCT

>AT3201

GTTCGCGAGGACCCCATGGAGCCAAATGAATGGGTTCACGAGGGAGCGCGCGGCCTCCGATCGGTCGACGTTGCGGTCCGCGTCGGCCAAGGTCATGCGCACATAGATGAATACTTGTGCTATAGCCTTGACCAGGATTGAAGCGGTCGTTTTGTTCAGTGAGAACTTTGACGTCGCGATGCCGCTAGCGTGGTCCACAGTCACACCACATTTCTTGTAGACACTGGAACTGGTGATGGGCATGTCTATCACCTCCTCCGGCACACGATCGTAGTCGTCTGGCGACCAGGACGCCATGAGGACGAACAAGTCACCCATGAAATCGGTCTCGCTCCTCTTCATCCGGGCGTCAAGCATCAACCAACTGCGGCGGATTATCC

>AT3206

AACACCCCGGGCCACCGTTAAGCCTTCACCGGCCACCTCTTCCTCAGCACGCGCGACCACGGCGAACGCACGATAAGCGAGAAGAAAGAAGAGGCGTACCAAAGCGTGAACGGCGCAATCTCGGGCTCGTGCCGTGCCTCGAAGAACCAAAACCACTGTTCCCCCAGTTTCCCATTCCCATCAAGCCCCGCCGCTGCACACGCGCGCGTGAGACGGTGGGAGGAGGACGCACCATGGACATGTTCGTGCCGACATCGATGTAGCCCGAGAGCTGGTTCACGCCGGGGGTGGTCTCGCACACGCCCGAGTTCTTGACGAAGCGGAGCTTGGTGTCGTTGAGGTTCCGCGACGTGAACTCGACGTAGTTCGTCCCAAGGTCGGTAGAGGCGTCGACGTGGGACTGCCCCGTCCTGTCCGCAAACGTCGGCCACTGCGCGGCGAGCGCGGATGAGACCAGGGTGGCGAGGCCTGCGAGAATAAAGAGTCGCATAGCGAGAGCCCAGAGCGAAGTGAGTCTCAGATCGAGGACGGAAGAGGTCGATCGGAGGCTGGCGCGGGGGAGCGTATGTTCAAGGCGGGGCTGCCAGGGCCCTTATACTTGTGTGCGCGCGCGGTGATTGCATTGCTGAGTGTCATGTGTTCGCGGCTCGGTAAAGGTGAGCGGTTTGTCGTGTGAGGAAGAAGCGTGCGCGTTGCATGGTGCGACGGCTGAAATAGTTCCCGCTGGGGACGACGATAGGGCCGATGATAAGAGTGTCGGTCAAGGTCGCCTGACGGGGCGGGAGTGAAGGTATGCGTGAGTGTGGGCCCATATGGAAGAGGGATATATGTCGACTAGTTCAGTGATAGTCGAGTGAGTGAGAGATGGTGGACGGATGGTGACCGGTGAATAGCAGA

>AT3215

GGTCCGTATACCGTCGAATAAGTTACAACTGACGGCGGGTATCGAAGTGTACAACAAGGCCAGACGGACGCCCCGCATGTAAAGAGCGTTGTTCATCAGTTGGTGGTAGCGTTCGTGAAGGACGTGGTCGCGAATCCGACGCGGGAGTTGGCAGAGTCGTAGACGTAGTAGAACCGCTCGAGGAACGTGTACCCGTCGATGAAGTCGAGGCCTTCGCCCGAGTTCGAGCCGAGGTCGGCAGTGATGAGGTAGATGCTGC

>AT3237

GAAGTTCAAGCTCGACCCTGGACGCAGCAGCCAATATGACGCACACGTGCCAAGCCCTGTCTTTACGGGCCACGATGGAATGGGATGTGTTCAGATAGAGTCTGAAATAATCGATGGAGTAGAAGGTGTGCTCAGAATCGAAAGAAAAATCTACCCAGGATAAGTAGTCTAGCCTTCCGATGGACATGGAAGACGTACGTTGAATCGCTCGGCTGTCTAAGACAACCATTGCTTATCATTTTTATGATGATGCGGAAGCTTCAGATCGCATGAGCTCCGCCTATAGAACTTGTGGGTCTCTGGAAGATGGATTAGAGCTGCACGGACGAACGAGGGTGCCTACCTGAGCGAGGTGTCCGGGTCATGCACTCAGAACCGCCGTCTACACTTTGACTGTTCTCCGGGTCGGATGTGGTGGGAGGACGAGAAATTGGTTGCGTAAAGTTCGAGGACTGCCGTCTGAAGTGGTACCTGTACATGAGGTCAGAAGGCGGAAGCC

>AT3241

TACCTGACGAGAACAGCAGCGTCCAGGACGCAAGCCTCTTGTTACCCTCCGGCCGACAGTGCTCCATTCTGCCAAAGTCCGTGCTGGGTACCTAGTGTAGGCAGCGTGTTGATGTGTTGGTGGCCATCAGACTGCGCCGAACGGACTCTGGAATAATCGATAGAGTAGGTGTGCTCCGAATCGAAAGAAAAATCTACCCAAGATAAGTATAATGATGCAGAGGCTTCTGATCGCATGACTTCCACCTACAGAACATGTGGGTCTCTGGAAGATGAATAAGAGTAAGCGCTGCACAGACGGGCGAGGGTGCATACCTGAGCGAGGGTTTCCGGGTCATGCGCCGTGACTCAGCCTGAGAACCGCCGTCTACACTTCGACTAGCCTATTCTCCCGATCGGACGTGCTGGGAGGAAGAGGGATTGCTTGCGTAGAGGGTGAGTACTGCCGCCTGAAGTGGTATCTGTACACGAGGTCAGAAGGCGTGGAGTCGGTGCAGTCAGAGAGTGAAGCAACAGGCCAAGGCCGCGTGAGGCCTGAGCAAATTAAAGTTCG

>AT3243

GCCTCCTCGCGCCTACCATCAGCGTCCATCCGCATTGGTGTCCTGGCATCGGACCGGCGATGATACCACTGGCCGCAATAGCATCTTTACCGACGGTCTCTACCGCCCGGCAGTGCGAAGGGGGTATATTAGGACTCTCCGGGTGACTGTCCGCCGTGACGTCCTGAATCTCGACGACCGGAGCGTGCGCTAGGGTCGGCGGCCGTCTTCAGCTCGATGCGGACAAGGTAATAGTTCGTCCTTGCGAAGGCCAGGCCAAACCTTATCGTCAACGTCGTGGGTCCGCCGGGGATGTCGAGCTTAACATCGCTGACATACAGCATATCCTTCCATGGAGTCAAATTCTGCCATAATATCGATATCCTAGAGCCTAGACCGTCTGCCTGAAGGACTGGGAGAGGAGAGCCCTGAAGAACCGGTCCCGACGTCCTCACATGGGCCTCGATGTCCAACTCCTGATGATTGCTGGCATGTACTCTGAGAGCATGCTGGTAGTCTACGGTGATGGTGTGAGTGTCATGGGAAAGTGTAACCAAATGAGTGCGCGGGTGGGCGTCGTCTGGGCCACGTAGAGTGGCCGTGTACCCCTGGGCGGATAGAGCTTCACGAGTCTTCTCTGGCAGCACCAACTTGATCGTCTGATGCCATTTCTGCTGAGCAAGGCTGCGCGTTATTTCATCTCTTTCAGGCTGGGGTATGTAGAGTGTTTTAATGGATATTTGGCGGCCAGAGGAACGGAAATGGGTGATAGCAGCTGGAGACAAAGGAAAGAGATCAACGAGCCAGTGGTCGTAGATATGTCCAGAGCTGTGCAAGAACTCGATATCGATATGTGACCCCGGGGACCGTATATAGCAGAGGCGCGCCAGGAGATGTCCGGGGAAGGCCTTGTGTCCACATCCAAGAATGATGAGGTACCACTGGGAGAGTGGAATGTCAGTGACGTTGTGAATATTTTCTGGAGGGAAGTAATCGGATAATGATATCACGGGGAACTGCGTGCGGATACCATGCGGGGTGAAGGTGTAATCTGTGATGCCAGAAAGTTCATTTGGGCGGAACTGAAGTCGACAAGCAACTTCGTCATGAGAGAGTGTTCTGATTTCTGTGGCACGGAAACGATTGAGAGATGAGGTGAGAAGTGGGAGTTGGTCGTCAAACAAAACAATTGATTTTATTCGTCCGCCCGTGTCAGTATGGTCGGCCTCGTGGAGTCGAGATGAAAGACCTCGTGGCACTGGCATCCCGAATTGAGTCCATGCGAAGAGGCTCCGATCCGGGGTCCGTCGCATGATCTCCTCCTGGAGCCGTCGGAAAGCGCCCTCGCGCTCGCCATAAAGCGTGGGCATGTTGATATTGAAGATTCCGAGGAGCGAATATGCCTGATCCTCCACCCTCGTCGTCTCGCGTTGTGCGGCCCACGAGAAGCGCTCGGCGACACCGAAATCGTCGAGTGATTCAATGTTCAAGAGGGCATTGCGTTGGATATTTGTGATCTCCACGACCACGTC

>AT3261

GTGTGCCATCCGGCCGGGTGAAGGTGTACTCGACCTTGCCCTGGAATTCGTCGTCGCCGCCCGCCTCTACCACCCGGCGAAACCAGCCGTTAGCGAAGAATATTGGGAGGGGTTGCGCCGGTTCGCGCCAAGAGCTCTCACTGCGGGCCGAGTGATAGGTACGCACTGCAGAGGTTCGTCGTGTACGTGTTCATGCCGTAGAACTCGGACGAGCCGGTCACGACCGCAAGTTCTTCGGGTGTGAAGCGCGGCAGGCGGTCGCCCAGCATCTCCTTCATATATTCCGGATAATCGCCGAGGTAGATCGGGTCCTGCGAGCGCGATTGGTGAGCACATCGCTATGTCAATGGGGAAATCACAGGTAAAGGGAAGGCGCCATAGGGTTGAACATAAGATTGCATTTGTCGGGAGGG

>AT3271

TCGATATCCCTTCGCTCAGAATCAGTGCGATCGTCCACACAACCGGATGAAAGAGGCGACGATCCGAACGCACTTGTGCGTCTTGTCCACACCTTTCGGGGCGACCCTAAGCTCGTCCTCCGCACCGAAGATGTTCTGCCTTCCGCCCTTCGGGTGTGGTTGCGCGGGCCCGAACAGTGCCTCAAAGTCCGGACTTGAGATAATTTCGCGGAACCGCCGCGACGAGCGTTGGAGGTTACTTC

>AT3272

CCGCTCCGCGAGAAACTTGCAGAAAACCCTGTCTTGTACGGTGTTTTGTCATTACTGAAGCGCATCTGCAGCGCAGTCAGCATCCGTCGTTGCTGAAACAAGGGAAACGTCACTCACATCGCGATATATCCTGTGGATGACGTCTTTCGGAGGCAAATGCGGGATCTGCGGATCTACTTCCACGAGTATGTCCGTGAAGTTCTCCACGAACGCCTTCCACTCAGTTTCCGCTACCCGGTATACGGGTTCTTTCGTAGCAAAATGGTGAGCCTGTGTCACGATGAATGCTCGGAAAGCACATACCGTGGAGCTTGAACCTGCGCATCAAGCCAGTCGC

>AT3280

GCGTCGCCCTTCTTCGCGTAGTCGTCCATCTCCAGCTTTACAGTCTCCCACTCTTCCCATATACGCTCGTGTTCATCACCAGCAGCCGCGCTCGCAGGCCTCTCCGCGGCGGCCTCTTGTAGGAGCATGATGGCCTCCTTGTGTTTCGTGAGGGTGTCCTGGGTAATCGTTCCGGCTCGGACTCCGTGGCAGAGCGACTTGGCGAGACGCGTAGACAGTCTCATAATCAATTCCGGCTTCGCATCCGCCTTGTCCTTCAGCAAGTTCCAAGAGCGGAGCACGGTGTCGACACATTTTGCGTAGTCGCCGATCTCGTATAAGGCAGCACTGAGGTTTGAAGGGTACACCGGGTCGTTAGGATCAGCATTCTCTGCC

>AT3302

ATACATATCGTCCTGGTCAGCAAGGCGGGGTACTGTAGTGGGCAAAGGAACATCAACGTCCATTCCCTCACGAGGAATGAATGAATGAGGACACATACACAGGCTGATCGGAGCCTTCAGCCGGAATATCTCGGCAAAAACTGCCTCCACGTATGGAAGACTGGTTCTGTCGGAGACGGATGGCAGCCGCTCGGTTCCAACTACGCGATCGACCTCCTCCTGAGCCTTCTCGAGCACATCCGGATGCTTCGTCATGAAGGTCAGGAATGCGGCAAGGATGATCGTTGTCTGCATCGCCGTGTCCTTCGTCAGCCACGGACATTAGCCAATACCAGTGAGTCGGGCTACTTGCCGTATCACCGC

>AT3303

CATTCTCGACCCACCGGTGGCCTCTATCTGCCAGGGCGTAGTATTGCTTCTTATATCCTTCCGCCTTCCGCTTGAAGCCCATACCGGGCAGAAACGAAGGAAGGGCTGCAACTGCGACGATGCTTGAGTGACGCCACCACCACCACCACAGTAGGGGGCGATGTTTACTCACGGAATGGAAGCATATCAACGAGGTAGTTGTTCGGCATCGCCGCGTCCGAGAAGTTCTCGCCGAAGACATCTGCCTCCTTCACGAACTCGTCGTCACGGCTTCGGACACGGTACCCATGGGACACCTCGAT

>AT3304

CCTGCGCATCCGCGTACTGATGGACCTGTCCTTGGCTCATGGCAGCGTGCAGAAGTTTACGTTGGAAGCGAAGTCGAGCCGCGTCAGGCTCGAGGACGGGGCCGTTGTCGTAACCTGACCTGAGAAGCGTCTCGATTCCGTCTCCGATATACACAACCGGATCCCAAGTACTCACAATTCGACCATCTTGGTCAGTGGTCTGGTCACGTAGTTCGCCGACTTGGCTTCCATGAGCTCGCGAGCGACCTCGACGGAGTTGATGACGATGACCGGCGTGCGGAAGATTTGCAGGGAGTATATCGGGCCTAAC

>AT3319

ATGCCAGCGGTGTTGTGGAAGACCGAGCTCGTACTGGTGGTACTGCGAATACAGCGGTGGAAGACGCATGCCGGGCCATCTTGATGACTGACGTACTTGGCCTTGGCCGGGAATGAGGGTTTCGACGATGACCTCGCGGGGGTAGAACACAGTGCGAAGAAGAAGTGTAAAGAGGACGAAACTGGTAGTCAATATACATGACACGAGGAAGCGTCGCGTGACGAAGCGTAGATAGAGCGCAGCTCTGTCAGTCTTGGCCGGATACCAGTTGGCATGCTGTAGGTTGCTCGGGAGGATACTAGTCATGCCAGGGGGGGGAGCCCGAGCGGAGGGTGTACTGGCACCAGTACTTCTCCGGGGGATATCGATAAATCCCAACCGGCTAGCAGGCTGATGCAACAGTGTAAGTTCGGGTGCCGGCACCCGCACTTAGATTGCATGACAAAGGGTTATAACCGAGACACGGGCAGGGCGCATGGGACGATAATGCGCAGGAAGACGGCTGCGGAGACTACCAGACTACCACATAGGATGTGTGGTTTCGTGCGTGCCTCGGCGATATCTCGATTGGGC

>AT3320

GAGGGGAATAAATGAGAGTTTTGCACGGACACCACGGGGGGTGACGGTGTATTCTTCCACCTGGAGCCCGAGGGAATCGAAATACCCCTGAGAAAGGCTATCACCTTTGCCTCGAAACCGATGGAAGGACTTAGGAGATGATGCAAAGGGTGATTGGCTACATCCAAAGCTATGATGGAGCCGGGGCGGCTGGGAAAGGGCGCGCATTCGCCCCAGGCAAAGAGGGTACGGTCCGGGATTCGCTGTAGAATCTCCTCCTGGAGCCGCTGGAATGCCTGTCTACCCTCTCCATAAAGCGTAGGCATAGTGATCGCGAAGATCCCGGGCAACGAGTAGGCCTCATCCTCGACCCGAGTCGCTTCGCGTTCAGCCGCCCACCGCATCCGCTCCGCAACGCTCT

>AT3336

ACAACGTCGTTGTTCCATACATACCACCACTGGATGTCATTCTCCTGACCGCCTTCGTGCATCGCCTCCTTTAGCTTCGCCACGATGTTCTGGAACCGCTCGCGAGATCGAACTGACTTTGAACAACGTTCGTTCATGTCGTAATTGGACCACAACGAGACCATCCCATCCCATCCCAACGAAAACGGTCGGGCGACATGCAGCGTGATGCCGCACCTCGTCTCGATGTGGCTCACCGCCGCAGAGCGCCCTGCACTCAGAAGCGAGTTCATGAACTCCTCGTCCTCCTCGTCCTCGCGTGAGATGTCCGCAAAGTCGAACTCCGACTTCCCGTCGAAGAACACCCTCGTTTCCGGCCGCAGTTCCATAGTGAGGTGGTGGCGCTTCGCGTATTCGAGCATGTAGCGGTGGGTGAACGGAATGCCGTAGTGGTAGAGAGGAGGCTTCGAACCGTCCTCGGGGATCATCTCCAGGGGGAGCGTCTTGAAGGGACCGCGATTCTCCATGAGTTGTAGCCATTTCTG

>AT3337

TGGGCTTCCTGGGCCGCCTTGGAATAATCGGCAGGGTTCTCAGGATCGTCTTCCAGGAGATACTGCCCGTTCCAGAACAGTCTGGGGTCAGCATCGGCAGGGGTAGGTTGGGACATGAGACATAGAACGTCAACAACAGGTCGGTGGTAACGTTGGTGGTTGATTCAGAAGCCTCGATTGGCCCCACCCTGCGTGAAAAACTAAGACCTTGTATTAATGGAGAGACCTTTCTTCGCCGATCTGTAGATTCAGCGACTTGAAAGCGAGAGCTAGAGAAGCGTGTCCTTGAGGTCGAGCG

>AT3341

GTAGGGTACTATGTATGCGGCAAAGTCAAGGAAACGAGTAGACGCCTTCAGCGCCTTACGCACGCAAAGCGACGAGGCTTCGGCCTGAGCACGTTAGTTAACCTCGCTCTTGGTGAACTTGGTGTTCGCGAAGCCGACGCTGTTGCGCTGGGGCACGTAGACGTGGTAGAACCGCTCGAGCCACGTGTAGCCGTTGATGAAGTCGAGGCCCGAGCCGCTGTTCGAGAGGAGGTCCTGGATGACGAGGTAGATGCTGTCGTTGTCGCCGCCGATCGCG

>AT3399

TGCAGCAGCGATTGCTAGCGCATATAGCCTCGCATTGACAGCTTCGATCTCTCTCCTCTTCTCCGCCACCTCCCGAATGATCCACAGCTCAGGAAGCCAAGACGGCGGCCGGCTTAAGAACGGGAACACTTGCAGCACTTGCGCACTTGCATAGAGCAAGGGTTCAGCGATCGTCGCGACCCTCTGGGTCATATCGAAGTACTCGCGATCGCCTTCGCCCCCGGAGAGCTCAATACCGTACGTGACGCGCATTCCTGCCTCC

>AT3400

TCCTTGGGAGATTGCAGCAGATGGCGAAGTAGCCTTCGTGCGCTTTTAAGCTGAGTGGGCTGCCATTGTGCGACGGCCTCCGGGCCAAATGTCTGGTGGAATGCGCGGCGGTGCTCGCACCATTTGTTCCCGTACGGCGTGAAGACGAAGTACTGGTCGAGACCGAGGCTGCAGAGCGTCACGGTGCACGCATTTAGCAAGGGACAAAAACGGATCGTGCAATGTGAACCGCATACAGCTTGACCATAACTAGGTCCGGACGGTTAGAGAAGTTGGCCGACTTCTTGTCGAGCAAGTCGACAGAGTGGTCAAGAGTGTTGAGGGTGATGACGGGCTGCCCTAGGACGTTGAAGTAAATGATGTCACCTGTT

>AT3429

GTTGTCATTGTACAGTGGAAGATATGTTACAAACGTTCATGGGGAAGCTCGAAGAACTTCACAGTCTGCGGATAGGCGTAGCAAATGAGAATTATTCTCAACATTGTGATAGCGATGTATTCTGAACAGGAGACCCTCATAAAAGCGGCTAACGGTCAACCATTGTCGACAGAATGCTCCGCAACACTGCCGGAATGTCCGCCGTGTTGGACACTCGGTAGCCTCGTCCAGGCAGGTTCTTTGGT

>AT3432

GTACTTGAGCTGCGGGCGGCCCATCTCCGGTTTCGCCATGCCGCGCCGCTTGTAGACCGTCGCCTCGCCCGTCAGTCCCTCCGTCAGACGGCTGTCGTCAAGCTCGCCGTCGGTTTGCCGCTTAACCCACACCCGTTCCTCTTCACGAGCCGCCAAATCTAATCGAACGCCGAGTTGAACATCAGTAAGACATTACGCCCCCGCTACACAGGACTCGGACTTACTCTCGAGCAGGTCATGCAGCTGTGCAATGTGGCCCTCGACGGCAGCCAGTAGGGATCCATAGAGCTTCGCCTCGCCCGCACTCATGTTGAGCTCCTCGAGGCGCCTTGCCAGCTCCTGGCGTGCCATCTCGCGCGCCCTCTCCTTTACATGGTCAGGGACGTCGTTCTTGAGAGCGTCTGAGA

>AT3434

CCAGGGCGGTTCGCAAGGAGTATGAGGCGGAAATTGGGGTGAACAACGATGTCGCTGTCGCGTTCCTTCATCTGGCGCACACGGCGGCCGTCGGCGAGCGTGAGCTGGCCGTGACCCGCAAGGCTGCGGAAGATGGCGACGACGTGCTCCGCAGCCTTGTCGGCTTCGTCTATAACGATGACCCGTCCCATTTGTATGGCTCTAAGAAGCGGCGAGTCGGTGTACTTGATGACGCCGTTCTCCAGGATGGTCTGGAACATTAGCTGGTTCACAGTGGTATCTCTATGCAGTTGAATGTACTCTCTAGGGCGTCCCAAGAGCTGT

>AT3465

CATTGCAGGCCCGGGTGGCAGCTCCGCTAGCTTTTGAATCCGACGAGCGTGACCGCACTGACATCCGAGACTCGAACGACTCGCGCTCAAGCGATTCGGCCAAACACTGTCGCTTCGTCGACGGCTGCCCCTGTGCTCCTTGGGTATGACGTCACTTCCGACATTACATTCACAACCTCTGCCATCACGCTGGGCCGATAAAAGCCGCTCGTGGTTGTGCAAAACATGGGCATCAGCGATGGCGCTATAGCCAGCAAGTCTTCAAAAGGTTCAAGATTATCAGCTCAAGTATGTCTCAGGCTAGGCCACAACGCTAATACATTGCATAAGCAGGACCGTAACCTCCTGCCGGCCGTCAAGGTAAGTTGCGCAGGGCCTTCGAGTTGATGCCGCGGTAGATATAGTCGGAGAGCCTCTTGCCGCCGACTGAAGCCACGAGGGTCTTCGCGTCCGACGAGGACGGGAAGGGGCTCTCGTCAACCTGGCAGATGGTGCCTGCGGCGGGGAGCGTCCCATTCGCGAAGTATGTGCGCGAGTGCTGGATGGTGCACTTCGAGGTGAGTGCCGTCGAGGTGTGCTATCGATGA

>AT3469

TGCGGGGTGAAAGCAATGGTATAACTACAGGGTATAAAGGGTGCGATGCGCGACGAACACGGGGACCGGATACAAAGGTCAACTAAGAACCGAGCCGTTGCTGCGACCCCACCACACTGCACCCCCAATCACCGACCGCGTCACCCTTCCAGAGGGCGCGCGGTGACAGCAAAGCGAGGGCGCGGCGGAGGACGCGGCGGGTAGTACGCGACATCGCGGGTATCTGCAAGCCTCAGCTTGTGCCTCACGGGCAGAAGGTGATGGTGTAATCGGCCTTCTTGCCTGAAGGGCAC

>AT3479

>AT3906

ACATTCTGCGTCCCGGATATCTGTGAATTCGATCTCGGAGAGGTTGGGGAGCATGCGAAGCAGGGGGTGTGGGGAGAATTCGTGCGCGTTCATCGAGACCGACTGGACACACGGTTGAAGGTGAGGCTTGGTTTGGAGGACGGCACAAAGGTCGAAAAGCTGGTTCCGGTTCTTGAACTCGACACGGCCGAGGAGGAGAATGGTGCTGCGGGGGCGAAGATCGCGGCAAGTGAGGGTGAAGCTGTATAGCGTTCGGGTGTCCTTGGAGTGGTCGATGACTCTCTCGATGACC

>AT3925

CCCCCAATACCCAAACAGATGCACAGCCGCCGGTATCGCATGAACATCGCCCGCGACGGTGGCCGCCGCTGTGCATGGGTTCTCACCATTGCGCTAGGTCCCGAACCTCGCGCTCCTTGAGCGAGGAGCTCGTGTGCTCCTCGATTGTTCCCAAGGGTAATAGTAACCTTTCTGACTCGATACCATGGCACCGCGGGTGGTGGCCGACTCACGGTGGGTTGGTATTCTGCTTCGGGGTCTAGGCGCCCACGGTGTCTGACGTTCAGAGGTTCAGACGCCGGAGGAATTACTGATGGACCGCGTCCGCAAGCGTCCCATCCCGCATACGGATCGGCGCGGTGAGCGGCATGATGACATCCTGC

>AT3926

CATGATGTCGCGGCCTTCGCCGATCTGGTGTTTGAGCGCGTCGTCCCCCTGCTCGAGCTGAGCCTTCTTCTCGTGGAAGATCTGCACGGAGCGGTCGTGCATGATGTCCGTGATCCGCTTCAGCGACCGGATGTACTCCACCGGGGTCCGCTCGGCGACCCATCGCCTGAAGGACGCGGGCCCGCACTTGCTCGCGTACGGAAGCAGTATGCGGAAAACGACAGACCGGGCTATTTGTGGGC

>AT3939

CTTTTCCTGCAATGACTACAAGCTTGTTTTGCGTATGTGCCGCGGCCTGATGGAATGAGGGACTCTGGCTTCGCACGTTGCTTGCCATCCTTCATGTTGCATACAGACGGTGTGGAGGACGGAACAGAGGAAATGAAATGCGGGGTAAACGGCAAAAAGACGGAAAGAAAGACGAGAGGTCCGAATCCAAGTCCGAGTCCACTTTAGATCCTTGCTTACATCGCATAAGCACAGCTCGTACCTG

>AT3957

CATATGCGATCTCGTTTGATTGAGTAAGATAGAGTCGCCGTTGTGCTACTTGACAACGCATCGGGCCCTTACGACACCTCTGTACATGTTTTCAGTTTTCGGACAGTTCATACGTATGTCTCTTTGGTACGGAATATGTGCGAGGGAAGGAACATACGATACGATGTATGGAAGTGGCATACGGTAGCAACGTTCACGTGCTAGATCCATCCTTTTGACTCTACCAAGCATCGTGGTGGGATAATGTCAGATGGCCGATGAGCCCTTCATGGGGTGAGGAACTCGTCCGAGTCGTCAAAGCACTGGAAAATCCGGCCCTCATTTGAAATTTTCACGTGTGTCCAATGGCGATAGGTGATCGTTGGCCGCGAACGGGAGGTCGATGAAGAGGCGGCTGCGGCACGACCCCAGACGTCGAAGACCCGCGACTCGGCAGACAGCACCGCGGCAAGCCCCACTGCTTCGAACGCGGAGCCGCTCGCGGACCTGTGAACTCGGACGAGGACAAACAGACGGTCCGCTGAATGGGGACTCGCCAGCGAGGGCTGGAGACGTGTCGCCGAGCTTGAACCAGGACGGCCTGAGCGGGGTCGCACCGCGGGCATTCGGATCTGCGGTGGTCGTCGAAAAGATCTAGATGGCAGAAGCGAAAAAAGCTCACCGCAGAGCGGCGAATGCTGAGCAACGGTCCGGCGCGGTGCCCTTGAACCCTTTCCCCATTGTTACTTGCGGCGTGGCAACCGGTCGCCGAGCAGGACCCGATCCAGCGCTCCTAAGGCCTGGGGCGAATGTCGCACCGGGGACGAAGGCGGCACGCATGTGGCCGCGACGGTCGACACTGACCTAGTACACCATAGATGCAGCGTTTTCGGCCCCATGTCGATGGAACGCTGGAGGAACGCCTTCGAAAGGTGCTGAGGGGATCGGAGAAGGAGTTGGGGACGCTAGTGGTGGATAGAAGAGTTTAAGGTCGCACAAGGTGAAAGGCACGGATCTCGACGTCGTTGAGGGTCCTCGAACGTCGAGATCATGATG

>AT3966

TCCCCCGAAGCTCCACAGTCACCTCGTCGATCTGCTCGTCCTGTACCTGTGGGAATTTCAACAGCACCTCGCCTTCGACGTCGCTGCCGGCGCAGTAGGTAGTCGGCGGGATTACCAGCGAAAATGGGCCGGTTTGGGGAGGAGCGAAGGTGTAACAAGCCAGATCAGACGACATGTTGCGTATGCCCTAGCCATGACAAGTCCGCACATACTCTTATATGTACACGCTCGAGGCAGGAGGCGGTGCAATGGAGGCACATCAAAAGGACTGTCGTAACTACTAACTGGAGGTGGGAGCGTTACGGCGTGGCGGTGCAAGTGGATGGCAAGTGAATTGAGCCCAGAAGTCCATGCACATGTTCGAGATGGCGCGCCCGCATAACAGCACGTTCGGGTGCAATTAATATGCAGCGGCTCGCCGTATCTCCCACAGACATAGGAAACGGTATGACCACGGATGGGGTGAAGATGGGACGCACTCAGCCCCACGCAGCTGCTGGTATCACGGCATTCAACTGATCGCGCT

>AT3968

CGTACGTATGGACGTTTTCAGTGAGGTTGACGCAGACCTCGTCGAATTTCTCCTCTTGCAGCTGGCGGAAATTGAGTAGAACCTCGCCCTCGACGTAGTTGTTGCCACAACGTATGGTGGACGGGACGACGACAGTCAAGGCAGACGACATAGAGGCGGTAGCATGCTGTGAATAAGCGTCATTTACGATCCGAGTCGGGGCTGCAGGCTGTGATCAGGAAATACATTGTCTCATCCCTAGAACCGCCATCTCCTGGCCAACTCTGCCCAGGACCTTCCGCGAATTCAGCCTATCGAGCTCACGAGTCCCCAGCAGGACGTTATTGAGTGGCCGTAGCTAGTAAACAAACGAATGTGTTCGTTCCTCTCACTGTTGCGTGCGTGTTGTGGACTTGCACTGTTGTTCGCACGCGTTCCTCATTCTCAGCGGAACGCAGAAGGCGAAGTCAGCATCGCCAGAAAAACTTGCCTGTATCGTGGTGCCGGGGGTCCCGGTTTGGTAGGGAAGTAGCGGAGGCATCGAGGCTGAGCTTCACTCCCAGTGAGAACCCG

>AT3974

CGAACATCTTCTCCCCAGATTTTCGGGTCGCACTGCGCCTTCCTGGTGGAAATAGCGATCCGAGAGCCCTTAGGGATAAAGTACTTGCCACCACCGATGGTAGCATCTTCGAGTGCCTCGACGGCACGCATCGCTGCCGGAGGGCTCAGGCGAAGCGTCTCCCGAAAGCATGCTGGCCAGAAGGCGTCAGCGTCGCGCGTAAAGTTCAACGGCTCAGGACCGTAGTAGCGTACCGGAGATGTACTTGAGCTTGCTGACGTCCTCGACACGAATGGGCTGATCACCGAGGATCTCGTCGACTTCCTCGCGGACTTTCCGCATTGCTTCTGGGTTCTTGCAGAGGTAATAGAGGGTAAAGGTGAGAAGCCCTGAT

>AT3976

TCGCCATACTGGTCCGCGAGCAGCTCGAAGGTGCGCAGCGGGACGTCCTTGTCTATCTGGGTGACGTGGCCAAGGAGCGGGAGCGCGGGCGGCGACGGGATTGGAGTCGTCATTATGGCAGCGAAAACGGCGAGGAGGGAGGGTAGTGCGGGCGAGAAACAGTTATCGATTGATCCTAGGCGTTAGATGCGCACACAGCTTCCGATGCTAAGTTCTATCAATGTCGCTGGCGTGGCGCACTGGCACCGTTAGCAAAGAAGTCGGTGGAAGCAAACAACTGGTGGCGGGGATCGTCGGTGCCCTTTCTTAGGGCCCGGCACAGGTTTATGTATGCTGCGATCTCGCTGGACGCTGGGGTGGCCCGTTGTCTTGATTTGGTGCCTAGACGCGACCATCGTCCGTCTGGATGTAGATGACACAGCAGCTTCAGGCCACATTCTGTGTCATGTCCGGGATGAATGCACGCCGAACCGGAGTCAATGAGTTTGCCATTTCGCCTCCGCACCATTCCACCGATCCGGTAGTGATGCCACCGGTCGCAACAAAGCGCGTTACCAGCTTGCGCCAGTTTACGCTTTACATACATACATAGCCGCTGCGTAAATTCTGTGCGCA

>AT3982

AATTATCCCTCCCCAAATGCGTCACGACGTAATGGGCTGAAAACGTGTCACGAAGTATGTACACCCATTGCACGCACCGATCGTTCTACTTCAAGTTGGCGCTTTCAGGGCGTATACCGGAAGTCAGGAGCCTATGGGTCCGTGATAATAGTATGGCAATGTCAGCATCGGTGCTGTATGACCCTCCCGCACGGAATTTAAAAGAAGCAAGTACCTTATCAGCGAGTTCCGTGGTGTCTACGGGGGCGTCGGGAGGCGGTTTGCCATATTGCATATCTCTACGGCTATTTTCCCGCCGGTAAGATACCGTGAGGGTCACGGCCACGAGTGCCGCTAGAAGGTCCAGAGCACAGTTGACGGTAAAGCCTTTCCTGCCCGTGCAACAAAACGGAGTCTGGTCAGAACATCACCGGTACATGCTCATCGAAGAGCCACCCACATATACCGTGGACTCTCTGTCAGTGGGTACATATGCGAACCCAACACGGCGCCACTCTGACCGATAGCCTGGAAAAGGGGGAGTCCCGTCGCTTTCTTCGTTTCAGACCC

>AT3989

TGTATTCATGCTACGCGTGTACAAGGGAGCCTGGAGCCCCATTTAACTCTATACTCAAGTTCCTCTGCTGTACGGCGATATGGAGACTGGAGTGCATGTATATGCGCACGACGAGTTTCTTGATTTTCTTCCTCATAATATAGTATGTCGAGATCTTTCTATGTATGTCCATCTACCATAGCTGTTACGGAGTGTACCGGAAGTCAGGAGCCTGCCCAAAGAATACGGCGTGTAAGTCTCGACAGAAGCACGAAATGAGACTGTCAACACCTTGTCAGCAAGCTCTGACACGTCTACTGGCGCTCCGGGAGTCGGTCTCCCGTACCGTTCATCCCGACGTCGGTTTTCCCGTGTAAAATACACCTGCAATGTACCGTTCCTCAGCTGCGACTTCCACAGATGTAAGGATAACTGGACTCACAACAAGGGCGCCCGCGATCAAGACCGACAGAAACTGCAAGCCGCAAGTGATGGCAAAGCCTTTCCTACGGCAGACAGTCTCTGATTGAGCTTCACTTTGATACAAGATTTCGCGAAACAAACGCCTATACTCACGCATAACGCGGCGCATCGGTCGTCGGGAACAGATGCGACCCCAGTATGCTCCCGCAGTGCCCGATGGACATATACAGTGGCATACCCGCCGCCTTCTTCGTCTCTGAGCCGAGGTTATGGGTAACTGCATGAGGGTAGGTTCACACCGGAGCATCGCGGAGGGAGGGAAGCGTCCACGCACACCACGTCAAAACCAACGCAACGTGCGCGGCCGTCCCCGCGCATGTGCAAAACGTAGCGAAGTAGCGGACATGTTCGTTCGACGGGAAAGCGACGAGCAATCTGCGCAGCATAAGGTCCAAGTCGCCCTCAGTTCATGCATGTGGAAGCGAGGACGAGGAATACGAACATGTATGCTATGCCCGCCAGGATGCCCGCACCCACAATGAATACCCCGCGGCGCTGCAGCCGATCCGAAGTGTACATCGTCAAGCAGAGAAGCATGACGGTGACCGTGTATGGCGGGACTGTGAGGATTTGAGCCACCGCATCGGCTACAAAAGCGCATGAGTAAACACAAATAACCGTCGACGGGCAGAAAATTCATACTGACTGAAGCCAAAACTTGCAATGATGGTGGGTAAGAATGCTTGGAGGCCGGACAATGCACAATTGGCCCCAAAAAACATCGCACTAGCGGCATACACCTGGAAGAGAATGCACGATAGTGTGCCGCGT

>AT3993

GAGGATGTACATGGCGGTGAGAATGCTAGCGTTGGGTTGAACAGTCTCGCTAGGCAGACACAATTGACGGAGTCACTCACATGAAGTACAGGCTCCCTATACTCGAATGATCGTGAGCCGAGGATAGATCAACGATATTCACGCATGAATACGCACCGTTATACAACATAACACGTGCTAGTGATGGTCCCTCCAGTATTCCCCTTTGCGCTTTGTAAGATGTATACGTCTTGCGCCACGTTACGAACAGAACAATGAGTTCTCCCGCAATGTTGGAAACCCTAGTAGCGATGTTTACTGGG

>AT4003

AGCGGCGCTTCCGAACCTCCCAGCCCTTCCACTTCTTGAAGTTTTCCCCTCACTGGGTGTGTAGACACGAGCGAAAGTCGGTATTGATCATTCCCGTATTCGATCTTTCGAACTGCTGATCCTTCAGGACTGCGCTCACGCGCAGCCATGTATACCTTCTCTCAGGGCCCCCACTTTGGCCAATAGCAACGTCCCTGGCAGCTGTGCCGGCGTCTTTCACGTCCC

>AT4004

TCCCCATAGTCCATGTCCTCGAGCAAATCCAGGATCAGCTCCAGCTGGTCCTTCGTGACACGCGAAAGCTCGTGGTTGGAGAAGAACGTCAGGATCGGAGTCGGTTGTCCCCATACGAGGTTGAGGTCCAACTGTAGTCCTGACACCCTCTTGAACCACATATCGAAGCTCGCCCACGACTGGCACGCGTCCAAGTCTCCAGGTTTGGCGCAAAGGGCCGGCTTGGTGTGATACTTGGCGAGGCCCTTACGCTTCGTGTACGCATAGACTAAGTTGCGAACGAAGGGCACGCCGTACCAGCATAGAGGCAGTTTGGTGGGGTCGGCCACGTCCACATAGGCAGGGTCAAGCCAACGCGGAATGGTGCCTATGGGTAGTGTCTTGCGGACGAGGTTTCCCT

>AT4006

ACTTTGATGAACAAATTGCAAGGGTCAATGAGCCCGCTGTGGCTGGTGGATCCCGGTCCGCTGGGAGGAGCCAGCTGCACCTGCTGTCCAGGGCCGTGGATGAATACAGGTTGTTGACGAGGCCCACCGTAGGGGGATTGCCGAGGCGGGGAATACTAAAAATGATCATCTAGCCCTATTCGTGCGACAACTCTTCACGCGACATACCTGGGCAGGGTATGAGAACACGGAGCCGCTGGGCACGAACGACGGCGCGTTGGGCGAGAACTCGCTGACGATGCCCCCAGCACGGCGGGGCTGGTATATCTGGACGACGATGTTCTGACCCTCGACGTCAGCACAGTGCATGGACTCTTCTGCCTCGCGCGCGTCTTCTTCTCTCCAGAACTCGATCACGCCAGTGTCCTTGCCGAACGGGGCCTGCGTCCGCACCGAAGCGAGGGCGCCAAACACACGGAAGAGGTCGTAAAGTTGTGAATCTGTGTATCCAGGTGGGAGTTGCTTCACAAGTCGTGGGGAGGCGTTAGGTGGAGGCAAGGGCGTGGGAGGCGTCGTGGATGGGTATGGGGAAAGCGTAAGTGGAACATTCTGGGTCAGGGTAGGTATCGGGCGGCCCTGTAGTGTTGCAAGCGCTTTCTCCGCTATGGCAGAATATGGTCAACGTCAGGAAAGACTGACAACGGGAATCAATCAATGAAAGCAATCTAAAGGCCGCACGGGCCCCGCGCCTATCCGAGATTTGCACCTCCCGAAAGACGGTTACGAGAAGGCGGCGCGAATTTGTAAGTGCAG

>AT4013

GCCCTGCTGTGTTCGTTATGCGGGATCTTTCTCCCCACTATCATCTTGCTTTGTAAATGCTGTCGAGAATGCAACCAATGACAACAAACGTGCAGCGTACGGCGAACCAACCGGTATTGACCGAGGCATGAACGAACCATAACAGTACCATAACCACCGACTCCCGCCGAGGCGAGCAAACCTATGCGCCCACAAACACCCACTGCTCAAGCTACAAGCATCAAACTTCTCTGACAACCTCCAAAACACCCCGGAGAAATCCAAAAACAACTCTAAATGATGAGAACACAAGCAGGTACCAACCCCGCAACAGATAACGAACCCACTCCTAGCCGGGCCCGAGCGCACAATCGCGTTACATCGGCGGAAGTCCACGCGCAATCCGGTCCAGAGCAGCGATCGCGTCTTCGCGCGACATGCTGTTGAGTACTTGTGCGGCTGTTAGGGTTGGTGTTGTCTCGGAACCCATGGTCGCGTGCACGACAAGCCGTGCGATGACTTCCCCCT

>AT4015

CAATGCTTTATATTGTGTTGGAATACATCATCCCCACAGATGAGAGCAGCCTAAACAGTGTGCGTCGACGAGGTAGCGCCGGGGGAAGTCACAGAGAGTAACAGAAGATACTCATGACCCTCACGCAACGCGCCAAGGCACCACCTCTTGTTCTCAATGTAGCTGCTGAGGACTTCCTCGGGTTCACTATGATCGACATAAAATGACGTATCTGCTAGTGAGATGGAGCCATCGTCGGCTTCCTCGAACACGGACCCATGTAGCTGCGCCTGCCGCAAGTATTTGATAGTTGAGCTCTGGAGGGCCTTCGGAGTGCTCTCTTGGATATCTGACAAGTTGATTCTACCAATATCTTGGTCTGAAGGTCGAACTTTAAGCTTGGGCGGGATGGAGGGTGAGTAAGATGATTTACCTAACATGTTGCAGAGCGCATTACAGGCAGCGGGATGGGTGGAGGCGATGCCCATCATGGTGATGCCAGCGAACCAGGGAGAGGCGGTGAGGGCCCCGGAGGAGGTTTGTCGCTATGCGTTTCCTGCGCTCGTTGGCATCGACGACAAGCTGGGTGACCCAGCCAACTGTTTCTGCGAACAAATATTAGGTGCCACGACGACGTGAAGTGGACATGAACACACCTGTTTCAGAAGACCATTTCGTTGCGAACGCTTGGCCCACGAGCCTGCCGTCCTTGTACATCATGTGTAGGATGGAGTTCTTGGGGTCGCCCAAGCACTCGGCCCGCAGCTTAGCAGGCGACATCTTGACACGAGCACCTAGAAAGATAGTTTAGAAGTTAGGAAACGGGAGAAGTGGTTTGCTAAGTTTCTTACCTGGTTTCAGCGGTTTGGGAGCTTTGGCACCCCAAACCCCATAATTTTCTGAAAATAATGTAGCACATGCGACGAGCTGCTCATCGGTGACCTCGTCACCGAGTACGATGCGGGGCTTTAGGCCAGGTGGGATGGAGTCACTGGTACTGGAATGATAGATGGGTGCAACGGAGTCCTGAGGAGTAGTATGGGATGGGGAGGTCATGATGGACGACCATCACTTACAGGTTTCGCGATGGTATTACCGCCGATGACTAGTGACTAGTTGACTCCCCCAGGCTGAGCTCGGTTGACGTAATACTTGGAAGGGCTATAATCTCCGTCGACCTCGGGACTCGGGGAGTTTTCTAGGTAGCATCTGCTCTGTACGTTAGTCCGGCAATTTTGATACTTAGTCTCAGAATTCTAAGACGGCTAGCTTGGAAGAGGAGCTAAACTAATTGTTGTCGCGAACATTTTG

>AT4021

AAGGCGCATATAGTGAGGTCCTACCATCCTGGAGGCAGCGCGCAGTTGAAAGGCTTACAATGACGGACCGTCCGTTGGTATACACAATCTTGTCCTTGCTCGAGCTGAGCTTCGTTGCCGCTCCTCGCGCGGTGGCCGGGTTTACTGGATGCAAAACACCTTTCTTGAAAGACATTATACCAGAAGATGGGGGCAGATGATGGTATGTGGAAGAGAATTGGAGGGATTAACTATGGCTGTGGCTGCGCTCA

>AT4041

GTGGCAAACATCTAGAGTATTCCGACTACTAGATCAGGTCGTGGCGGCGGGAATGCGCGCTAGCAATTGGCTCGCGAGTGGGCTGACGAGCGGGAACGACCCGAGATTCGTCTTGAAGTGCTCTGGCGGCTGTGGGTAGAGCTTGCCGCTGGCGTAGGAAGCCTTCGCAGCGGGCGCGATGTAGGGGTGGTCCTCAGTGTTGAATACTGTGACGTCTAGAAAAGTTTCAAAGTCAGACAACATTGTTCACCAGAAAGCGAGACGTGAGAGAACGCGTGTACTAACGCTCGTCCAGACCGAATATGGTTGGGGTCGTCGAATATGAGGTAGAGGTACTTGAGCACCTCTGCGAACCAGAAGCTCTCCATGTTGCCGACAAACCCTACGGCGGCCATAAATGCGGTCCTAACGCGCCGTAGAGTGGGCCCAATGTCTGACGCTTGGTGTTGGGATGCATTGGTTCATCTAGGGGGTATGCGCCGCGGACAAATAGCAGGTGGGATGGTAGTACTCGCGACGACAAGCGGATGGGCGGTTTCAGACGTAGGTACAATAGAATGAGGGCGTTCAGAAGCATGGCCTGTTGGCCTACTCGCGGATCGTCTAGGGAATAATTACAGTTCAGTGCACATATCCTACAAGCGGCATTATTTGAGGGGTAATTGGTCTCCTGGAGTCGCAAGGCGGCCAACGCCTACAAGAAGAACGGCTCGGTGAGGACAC

>AT4049

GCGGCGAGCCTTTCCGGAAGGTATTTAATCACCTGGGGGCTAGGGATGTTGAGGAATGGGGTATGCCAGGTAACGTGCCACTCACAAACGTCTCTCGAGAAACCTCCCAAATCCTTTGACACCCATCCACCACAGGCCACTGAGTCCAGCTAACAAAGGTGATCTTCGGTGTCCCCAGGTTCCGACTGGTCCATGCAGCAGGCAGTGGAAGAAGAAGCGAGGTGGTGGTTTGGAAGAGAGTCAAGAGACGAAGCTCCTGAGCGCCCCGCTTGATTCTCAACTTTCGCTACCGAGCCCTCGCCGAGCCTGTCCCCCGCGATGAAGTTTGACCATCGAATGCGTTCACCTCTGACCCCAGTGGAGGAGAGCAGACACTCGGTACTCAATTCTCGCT

>AT4050

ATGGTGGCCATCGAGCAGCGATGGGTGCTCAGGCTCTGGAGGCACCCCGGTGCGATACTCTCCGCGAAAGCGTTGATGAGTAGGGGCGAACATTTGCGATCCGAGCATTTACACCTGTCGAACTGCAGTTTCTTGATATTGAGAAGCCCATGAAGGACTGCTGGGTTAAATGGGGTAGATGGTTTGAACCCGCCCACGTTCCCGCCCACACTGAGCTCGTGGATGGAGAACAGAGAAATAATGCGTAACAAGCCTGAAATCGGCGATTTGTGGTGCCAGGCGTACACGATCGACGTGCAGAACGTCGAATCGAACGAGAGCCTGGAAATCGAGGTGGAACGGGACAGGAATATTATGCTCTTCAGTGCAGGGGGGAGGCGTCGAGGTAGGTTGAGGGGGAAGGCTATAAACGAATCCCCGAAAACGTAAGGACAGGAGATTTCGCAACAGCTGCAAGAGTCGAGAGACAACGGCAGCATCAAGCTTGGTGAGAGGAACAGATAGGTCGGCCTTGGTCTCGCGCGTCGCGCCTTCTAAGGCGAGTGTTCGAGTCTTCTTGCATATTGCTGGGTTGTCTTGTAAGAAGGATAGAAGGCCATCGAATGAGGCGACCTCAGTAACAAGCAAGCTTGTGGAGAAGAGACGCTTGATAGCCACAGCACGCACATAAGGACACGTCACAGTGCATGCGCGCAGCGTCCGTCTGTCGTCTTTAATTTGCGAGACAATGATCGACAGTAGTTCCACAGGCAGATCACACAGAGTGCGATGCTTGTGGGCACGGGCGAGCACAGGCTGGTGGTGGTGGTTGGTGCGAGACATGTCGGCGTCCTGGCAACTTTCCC

>AT4064

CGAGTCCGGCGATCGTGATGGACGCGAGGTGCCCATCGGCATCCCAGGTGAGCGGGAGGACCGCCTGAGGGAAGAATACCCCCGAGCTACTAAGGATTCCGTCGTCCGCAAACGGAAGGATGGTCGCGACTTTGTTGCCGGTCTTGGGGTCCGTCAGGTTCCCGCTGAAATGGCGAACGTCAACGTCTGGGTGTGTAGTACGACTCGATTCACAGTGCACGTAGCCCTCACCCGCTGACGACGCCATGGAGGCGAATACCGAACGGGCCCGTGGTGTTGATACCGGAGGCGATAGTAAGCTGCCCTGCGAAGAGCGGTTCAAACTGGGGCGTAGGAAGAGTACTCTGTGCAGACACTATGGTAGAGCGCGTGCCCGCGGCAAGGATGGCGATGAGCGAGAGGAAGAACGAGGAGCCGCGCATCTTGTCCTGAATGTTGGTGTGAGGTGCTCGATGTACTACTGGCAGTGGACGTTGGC

>AT4066

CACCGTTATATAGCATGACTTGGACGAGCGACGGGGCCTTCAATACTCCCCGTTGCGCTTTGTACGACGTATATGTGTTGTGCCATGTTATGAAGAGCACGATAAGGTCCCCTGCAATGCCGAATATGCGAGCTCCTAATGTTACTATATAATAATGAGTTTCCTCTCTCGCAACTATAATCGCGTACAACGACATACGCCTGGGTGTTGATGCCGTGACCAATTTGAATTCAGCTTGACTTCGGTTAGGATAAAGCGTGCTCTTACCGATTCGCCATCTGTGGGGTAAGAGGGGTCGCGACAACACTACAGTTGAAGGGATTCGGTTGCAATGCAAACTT

>AT4070

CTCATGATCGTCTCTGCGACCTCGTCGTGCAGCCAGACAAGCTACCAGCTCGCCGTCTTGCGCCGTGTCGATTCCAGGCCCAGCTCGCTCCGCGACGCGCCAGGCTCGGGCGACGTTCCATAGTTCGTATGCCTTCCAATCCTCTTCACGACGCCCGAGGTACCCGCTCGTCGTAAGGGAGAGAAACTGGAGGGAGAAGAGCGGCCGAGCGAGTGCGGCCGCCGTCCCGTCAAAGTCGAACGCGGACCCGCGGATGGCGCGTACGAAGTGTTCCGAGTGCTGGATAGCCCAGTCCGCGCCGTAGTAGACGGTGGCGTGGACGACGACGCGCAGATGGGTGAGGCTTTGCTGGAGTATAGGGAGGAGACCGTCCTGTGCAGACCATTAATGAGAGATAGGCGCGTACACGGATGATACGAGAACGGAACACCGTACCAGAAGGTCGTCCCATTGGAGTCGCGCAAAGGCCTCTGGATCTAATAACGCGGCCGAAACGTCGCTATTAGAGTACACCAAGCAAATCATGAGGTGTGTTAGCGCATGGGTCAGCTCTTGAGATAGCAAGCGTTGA

>AT4111

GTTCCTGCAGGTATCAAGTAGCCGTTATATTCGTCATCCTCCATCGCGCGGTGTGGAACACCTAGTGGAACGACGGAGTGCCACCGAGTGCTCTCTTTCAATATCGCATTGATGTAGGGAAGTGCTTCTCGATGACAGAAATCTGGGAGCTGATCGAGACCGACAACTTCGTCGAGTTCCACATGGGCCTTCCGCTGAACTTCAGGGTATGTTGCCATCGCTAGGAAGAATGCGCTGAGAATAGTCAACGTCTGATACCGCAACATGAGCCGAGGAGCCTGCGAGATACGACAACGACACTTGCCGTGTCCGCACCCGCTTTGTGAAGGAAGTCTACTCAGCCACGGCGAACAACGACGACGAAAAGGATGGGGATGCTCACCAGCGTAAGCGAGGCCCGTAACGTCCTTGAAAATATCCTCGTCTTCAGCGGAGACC

>AT4112

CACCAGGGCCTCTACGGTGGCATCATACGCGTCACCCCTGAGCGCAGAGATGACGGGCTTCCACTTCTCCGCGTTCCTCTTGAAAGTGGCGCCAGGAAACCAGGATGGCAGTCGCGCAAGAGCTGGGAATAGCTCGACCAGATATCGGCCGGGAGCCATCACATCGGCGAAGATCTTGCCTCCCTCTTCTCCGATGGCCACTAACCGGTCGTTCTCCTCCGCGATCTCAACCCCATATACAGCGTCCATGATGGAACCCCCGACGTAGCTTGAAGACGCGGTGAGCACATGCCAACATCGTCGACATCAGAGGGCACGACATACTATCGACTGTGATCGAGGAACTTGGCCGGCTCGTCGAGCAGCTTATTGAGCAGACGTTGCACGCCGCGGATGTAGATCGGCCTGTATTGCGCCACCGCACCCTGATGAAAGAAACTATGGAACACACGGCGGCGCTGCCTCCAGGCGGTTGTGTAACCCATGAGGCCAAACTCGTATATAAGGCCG

>AT4140

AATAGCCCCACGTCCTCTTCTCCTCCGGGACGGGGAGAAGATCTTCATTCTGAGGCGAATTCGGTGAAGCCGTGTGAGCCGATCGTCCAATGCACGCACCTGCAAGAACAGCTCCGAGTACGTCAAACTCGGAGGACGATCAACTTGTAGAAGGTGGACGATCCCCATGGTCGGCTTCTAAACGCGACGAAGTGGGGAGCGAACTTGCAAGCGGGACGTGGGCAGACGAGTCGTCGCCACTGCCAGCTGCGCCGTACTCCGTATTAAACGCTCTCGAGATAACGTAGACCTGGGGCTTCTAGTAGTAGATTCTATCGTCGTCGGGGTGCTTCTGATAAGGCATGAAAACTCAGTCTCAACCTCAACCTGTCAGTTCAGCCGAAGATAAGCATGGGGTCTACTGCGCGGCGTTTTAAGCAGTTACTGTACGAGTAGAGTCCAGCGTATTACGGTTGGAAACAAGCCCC

>AT4143

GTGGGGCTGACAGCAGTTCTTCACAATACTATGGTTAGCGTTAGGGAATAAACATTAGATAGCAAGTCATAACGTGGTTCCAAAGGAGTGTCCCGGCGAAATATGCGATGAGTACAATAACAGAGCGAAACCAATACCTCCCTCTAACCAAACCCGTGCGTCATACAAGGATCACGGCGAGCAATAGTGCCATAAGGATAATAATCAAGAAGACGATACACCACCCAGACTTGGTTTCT

>AT4144

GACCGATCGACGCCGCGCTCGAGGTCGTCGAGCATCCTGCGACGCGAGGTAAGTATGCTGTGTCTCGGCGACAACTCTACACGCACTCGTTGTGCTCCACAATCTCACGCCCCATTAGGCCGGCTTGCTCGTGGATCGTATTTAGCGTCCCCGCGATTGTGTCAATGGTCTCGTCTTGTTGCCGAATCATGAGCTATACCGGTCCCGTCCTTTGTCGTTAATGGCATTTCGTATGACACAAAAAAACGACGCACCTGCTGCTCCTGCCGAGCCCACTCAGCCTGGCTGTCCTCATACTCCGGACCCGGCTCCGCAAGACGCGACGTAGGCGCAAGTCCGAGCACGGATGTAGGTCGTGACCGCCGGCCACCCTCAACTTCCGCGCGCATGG

>AT4167

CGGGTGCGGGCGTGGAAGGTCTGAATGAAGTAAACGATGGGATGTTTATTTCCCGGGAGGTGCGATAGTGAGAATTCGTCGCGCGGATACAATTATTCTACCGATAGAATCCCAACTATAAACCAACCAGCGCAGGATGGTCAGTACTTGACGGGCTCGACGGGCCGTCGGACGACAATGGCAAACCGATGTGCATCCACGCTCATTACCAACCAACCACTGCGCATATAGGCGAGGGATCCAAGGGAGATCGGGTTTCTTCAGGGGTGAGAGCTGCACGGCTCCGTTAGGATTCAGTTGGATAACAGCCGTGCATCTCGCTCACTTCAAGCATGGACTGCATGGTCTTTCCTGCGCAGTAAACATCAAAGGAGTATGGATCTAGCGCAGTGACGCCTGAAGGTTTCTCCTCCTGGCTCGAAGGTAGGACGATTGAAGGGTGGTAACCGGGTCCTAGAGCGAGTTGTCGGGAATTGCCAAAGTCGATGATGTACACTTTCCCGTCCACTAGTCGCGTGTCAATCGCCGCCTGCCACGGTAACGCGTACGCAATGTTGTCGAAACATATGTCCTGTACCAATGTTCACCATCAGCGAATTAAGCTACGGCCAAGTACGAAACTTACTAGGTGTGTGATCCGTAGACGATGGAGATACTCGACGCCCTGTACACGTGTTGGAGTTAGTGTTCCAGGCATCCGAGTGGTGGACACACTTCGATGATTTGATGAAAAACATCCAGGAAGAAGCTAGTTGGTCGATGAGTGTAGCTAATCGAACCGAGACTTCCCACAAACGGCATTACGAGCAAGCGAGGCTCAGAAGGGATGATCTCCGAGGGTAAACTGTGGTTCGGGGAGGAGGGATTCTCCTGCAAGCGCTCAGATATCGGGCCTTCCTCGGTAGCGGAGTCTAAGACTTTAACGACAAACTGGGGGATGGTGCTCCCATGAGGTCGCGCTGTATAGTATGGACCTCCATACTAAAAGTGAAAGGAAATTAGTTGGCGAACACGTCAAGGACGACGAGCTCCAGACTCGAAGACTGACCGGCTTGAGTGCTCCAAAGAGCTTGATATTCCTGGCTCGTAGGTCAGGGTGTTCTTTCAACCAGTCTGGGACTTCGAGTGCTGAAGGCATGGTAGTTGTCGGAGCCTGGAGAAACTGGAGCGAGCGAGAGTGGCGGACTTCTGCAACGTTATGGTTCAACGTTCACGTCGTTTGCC

>AT4170

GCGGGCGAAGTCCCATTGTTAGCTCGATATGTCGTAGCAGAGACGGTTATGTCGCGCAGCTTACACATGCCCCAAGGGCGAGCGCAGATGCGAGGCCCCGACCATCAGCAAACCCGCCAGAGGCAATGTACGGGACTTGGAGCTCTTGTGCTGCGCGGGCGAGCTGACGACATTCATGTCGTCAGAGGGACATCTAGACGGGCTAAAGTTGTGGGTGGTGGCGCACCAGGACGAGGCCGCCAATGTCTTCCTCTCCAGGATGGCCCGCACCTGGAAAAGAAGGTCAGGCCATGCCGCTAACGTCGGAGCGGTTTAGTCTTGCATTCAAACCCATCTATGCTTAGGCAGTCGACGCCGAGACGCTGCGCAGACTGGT

>AT4171

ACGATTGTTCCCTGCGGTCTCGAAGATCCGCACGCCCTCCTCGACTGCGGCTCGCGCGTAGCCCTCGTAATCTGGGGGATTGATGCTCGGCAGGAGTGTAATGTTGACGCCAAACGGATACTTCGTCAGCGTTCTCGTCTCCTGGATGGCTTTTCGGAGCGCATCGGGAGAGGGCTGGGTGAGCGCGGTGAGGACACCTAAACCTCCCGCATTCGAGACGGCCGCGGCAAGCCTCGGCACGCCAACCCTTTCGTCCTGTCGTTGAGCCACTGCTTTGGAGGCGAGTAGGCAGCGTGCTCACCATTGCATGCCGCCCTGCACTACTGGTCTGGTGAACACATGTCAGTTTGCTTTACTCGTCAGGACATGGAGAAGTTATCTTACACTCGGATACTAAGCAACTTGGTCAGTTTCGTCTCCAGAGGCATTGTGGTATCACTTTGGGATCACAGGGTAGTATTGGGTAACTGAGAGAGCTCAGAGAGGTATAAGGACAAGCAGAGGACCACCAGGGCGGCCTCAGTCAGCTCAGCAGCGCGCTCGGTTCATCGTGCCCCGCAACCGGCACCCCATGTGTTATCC

>AT4188

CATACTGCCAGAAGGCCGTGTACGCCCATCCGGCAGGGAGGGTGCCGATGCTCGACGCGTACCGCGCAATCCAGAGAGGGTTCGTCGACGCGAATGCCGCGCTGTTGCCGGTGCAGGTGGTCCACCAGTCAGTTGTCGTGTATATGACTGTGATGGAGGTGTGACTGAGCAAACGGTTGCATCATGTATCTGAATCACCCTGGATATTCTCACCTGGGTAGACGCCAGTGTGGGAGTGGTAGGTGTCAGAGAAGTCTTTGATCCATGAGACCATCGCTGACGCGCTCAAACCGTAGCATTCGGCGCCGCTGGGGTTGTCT

>AT4189

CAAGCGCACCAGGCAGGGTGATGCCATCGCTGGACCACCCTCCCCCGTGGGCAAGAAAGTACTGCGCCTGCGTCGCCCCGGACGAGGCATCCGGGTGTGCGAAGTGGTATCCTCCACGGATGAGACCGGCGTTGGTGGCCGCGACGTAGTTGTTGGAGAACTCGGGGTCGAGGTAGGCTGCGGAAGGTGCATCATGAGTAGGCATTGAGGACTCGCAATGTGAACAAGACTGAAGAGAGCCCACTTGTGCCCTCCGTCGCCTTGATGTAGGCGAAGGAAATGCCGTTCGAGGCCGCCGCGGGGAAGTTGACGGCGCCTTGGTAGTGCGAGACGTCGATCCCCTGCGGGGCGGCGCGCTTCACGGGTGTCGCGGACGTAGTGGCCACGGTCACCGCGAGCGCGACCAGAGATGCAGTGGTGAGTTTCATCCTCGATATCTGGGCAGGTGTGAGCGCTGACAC

>AT4207

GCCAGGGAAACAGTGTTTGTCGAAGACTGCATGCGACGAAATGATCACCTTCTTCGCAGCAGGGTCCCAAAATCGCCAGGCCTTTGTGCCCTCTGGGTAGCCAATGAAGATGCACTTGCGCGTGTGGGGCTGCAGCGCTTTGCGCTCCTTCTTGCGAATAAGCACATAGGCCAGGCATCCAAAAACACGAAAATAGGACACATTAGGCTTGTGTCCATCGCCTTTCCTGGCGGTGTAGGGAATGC

>AT4224

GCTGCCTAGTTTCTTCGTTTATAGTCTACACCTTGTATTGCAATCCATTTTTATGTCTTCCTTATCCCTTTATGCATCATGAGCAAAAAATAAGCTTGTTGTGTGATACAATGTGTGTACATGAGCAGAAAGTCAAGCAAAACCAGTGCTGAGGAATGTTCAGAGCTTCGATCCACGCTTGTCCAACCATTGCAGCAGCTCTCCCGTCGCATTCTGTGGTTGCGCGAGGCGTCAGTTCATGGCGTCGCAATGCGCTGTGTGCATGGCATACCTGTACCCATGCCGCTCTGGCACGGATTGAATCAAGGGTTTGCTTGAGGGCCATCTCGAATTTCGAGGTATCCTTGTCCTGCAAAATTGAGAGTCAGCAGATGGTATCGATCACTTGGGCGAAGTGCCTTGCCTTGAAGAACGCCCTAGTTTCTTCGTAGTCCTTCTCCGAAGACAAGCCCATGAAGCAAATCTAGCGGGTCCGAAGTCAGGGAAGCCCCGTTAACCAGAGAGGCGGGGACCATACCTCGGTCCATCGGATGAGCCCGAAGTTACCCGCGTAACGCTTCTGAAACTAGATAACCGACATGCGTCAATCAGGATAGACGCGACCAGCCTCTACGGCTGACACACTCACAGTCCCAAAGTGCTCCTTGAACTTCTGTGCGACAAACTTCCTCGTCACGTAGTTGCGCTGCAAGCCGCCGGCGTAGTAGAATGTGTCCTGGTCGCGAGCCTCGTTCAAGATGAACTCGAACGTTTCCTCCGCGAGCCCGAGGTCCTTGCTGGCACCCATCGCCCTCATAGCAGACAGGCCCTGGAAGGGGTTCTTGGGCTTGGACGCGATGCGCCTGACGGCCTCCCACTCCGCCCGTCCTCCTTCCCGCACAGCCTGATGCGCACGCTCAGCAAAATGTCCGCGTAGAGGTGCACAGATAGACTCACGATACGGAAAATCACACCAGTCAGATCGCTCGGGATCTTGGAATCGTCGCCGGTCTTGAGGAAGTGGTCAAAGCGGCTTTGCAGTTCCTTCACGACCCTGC

>AT4233

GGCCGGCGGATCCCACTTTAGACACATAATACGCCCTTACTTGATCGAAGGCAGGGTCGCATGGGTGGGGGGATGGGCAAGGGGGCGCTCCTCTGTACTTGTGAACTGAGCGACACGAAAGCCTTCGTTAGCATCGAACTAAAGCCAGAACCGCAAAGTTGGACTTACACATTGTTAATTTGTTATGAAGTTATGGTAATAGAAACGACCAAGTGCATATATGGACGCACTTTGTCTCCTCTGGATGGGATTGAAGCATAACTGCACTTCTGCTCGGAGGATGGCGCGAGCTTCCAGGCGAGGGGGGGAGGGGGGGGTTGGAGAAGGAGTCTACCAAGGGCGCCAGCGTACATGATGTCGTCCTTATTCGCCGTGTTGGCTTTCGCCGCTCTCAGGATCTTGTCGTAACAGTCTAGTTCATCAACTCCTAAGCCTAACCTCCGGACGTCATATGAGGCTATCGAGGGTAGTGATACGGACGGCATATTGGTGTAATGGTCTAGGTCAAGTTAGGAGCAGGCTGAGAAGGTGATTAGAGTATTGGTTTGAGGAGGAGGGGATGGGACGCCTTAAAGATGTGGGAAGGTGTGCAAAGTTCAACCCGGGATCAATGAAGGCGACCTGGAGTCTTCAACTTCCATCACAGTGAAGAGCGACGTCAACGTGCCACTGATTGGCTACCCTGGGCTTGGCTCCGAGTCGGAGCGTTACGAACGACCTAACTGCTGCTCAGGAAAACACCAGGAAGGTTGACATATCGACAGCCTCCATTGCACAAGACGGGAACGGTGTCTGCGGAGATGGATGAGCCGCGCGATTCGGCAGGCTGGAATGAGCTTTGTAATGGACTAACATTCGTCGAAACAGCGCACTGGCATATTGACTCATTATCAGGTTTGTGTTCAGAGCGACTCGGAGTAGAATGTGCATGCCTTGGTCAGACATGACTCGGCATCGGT

>AT4237

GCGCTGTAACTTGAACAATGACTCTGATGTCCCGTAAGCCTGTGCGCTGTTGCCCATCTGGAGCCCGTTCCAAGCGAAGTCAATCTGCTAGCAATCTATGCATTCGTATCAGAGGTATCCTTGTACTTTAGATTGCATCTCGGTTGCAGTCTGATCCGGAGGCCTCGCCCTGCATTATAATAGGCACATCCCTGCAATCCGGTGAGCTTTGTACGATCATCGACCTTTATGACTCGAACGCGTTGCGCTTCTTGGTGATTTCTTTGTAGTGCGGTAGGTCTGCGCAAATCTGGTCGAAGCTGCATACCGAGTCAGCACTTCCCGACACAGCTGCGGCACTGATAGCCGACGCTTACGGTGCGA

>AT4241

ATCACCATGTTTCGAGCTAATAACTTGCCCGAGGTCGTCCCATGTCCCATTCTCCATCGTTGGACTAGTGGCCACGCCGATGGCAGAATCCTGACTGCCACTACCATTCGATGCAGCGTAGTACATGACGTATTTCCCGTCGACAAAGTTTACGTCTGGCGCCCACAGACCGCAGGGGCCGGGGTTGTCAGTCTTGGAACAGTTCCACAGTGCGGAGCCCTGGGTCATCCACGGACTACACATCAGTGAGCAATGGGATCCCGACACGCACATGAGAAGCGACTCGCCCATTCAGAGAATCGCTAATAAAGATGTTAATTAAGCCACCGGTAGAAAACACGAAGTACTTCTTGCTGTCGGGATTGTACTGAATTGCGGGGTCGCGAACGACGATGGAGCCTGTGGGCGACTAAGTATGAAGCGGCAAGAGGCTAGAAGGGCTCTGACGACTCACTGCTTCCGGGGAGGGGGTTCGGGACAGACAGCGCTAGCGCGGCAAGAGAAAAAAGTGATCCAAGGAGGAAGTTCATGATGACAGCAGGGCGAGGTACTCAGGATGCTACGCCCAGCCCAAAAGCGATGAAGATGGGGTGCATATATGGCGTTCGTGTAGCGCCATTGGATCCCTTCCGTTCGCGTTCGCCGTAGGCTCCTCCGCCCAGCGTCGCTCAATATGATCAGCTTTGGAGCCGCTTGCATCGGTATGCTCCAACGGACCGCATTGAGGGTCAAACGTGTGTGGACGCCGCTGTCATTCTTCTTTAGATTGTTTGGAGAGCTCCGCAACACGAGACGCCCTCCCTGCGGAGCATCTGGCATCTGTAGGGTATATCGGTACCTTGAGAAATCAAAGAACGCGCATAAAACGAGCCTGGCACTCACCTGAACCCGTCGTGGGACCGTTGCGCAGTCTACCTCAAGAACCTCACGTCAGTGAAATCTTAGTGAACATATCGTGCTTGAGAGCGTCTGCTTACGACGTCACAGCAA

>AT4257

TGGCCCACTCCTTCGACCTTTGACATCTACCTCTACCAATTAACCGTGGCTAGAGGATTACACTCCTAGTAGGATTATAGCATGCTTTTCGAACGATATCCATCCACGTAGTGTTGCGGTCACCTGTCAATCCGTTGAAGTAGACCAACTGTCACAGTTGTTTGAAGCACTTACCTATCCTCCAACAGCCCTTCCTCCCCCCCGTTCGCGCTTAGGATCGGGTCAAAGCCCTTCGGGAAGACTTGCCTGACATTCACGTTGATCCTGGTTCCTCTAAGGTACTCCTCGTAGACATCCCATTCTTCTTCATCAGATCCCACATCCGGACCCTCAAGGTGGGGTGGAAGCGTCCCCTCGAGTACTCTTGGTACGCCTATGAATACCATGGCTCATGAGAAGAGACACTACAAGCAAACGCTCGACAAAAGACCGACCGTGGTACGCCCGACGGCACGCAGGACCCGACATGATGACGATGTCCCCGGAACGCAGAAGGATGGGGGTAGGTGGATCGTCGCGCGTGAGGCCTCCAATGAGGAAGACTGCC

>AT4261

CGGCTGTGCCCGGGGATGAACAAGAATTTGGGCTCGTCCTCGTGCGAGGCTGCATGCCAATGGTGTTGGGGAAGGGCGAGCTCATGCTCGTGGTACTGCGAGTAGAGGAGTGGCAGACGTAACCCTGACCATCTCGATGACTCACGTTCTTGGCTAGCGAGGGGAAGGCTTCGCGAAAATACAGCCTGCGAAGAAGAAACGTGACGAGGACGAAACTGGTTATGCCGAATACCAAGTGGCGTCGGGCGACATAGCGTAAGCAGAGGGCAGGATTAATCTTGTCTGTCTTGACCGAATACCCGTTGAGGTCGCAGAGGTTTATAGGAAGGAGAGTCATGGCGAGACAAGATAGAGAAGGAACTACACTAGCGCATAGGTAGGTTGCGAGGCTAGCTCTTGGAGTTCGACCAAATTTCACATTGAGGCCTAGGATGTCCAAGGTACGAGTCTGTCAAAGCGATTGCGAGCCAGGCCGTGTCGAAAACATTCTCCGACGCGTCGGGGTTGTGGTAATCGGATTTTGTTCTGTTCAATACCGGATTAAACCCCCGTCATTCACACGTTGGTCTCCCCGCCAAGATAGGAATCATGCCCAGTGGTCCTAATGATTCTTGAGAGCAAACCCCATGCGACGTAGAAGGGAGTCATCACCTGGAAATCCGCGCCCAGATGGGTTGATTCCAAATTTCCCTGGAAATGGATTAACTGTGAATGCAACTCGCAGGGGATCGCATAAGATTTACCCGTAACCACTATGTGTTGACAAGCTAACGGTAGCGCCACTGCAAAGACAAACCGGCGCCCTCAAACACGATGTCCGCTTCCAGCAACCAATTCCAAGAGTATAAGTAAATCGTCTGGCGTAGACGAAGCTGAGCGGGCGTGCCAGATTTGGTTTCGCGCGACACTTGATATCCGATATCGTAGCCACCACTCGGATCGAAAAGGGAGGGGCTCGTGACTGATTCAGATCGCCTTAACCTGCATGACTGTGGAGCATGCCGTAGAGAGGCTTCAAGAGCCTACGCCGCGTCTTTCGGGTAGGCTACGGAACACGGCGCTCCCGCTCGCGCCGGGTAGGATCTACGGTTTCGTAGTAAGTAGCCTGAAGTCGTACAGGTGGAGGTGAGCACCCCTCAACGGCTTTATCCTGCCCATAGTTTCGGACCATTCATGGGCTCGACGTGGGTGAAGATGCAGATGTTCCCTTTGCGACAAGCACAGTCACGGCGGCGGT

>AT4278

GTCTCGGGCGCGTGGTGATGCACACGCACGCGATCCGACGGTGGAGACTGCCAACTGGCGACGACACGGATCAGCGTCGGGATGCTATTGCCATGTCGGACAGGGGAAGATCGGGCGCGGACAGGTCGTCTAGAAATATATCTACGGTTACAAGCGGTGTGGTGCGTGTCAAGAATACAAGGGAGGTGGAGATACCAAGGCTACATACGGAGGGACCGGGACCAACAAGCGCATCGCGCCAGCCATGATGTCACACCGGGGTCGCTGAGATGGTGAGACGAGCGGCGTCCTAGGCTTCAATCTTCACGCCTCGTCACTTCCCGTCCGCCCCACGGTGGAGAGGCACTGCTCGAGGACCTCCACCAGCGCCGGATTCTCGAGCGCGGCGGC

>AT4288

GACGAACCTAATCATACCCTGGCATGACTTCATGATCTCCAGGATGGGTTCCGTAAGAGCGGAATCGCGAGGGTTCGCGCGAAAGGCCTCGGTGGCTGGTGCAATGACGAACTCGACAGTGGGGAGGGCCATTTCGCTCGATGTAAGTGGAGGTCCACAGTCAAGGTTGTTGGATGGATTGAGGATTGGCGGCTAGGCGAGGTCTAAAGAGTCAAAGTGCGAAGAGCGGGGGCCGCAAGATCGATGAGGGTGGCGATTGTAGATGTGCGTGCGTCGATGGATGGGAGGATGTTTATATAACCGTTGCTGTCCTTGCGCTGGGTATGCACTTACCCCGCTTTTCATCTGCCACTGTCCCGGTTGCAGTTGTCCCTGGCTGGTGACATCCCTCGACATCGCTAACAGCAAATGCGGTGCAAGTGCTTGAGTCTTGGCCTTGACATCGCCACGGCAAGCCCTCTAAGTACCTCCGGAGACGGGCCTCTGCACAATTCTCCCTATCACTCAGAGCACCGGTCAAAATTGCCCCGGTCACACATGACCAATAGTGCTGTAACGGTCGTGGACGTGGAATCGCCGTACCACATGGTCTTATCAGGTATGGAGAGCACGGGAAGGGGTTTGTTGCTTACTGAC

>AT4293

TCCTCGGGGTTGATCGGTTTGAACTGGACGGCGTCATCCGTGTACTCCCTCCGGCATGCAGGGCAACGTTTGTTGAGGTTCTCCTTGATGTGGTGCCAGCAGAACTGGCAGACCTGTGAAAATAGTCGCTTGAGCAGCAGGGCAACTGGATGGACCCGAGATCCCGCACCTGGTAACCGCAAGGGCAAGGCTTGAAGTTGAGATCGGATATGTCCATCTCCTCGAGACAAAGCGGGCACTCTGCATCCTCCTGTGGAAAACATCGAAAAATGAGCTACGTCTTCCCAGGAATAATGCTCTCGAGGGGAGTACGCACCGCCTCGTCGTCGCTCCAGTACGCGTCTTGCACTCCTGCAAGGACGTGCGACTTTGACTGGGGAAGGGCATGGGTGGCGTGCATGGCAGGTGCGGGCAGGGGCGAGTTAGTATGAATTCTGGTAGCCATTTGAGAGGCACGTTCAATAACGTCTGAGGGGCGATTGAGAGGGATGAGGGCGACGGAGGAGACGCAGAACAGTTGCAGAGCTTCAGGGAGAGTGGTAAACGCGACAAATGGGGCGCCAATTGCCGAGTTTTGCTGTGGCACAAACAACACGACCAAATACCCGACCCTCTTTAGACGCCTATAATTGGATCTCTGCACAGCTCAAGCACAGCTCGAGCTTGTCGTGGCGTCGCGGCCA

>AT4294

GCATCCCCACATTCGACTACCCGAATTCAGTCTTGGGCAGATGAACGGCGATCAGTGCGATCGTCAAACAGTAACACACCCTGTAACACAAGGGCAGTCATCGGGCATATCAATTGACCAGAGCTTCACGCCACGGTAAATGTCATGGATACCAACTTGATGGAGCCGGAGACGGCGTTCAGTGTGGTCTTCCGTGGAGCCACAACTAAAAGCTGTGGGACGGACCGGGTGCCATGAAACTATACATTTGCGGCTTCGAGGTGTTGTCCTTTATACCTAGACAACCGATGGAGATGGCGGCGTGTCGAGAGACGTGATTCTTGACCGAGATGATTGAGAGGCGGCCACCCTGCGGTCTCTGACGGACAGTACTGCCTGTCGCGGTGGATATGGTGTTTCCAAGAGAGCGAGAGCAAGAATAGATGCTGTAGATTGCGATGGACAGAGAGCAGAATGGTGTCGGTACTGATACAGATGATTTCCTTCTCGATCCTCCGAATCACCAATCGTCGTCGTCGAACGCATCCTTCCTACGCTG

>AT4299

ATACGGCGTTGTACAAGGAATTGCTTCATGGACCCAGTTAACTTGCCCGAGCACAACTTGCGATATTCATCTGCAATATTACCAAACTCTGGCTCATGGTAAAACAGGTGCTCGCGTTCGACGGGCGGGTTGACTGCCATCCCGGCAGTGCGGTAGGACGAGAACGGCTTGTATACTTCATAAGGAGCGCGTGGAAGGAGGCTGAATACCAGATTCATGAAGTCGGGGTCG

>AT3991

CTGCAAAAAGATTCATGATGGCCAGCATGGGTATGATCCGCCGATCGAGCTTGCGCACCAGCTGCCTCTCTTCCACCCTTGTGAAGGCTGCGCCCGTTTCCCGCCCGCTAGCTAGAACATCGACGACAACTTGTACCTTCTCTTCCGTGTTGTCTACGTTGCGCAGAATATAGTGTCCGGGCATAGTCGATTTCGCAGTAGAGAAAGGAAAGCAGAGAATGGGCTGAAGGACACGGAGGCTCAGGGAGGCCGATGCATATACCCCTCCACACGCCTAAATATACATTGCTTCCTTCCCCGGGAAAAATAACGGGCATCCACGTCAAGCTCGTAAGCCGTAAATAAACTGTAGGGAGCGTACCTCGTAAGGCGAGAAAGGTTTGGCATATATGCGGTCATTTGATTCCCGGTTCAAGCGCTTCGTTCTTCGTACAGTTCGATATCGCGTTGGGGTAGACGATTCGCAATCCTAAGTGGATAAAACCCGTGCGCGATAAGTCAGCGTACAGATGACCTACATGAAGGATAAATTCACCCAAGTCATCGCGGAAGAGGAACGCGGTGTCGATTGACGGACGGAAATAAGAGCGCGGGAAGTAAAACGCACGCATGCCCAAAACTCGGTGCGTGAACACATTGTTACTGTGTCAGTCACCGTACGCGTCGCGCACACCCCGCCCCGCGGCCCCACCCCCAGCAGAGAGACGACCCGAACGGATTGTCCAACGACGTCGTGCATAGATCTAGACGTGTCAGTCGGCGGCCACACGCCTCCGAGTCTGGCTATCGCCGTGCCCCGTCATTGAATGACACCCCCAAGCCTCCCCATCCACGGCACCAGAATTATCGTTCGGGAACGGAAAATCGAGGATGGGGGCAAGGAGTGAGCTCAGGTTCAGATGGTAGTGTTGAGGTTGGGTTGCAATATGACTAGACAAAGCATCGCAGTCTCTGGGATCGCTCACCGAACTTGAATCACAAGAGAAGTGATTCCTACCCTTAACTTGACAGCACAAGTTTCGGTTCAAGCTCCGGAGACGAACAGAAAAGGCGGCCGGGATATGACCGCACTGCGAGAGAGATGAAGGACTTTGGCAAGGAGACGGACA

>AT4682

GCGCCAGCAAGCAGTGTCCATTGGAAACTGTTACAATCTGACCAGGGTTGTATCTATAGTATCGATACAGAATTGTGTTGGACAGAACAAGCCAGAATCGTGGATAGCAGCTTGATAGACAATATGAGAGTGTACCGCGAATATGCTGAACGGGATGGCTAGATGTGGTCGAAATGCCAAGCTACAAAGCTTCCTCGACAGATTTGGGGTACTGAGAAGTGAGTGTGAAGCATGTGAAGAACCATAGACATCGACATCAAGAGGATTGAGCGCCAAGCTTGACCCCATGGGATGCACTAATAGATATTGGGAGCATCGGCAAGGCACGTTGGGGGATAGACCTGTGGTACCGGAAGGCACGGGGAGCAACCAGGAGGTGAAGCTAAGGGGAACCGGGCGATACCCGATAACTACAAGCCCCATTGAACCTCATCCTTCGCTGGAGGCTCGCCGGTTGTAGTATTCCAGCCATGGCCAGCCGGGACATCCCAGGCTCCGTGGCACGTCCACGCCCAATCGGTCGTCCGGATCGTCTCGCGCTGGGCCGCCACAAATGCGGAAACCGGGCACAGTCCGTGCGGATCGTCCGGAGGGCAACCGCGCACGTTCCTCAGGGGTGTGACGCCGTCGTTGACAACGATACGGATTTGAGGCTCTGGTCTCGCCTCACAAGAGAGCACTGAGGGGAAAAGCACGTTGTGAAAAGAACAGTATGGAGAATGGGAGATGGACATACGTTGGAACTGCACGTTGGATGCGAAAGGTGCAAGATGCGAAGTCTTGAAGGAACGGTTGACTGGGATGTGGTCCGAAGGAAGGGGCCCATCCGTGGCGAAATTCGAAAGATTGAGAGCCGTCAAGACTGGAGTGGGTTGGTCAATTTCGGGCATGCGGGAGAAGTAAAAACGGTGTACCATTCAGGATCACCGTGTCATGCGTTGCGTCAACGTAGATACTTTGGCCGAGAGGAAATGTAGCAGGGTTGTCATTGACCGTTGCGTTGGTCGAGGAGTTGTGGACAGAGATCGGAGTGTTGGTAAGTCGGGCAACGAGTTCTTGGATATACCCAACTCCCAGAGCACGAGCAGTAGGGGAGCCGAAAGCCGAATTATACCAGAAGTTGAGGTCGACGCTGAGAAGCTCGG

>AT4687

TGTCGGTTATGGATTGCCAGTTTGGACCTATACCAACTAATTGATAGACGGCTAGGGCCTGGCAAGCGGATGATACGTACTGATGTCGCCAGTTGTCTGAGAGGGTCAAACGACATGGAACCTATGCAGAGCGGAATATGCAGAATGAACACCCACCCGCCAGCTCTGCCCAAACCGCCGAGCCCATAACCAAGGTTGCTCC

>AT4693

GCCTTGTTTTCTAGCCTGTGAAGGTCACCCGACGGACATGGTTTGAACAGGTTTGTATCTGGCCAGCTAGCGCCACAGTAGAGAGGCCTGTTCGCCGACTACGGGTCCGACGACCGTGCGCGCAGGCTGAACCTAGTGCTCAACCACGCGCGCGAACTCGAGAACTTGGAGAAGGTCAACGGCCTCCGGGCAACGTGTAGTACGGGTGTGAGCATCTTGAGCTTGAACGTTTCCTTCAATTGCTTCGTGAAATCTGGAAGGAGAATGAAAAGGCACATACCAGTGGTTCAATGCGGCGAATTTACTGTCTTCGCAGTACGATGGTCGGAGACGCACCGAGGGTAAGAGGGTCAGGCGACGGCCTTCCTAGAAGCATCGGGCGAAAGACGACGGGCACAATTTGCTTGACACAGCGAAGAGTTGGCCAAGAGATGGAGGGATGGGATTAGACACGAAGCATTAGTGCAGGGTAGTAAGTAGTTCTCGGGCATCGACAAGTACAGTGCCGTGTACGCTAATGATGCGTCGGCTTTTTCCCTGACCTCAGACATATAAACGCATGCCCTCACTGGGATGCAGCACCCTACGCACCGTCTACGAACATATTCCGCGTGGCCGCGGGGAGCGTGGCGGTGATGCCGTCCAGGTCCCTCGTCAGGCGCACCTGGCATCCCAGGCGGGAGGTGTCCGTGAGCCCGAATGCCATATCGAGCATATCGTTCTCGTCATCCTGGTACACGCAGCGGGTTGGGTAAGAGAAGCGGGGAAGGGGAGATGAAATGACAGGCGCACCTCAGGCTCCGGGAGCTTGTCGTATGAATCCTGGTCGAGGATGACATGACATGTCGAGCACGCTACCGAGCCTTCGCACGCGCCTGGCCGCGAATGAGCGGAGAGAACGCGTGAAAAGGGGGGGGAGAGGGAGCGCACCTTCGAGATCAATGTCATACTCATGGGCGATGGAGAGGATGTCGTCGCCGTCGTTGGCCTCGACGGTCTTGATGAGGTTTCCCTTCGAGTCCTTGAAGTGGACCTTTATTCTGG

>AT4706

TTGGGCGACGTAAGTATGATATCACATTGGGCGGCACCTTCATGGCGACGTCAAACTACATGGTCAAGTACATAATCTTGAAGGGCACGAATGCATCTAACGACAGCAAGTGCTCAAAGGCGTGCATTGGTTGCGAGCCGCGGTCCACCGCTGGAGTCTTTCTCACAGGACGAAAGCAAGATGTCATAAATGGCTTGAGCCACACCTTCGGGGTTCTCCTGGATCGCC

>AT4707

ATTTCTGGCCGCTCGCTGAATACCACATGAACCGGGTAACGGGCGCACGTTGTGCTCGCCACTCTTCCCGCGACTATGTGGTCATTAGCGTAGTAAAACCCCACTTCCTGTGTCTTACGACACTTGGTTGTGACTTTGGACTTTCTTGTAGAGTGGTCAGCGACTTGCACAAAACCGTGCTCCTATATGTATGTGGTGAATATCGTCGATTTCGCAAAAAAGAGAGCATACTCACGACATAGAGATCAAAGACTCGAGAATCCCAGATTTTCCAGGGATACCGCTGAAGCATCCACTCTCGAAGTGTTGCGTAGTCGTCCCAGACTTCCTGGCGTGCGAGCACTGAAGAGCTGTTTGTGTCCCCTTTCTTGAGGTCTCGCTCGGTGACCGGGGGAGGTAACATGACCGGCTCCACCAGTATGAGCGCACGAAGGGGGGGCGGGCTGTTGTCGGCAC

>AT4715

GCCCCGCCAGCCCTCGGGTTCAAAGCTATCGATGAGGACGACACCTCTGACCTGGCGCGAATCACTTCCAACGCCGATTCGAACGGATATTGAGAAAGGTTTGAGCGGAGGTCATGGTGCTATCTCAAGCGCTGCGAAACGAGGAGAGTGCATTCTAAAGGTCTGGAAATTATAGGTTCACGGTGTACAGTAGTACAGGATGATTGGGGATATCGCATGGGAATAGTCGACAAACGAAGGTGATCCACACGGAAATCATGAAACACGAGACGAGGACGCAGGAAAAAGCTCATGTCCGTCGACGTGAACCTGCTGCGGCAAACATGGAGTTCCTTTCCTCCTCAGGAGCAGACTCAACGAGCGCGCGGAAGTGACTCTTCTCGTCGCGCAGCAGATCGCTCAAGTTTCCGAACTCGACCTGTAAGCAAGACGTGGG

>AT4719

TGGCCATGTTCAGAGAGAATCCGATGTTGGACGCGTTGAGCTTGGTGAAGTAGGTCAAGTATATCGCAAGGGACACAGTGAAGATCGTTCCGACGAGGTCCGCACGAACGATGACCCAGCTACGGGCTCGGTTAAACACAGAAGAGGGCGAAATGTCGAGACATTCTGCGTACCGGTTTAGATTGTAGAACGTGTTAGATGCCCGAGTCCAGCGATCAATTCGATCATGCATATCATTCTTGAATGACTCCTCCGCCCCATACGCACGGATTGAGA

>AT4720

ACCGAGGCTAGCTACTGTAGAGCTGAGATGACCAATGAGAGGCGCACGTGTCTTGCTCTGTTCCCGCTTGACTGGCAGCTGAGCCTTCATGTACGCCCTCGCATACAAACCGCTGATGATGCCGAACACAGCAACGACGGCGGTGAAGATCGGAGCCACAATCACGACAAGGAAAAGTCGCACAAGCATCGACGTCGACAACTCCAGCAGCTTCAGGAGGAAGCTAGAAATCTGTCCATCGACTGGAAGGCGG

>AT4725

How the deposited data were processed for this re-analysis (not part of the article)

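The data are strand-specific RNA-seq libraries of *G. lucidum* mycelia, primordia and fruiting bodies, with 1 library per stage. The stage of each library was taken from its label. The authors removed adapters and low-quality reads with FASTX-Toolkit, mapped the reads to the reference genome with TopHat and reconstructed transcripts with Cufflinks at default parameters. The 3 deposited files hold values for the same 25272 transcript units in the format that Cuffdiff writes. The authors deposited an FPKM value for each unit, with a lower and an upper confidence bound in FPKM; the paper calls these values RPKM. The authors also deposited an estimated count of fragments for each unit, which Cuffdiff had multiplied by 1 factor per library. Every low estimated count was a whole multiple of the smallest value of its library, so dividing by that value gave whole fragments. The columns with variances of the counts were not used here.

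The units held 17005908 fragments in mycelia, 14629726 in primordia and 18151385 in fruiting bodies. A level of 3 fragments in a library, the smallest taken as detectable, is 0.176 CPM in mycelia, 0.205 in primordia and 0.165 in fruiting bodies. Intervals of shares are Wilson intervals at the 95% level and cover counting error only; those of differences of shares are Newcombe intervals. With 1 library per stage there is no estimate of the spread between replicates, no p-value was computed for a difference between stages, and no correlation was computed over the 3 stages.

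The STs are predicted genes whose values were not matched to the units of the deposited files, so their values were taken from the paper's Tables S2 and S10. The design written before the data were examined had assumed that STs would be found in the files. Table S2 was read for 1003 of the 1630 cis-SAT pairs, and 20 of these pairs carry no values for the ST. The cis-NATs were linked to units by the unit names in Table S2, and the deposited FPKM equalled the table's value in all 1003 pairs. The trans-NATs were placed on units by their numbers, which run in the order of the unit numbers, and by the lengths of their sequences; 211 of 243 were placed. Tested on the 993 cis-NATs, all on the plus strand, with each left out in turn, this rule placed 981, of which 978 were on the right unit. The strand of a unit was taken from the order of the unit numbers along each scaffold. The NATs of the 25 pairs in Table S9 were found by their coordinates or, for AT12134, through Table S2.

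A unit or NAT was counted as expressed at an FPKM of 2 or more. Changes between stages are log2 ratios with a pseudocount of 1. Lengths of cis-NATs and trans-NATs were compared with a two-sided permutation test on the difference of means with 100000 resamples. GO terms and KEGG pathways of STs were tested with the hypergeometric upper tail against 16127 genes, using the gene counts of Tables S3 and S4 and the gene lists of Tables S5 and S6, with Benjamini-Hochberg adjustment. Pairs were compared across stages by the share in which ST and NAT changed in the same direction and by correlations across pairs, which are not independent replicates. The scaling, sharing, permutation and enrichment steps were tested on simulated data with known answers.

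Alternatives set before the data were examined were cutoffs of 1 and 5, a rescaling of each library to the same 75th percentile of the units above 0 in all libraries, a pseudocount of 0.1, pairs of the 1:1 class alone, cis-NATs alone, values of at least 2 in both stages, genomic spans and medians of lengths, the overlap lengths of Table S2, the cutoff for the ST alone, and the point probability of formula 1. A minimum of 10 fragments, scaled fragment counts in place of FPKM and the point probability for all STs were added after the data had been seen. The items named in the text are the STs and NATs that the paper names in its text or Table S9 and the 3 NATs with the highest value in each stage among those at or above 2 in that stage alone. The comparison of STs with NATs and genes without NATs was not run. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.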

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

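The test of the length of units and the tests of reversed strands, of units on both strands, of the ssRT-qPCR stages, of the part of Table S2 and of the other NATs of Table S9 were chosen after the values they measure had been seen, and the tests of weak expression and of the source of the ST values were written down before theirs. The paper does not report on the deposited confidence bounds, and it shows read counts by strand in Fig. 5 for 6 of the STs.

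In all 3 stages, 2775 of the 25272 units had an FPKM above the upper confidence bound deposited beside it. At least 1 stage was affected for 5922 units. Of the 4299 units with a span under 300 bp, 96.7% were above their own bound in at least 1 stage, against 1.59% of the 15679 units of 600 bp or more. The median FPKM of units under 200 bp was 326810 in mycelia, from a median of 13 fragments. This dependence on length is consistent with a length correction for fragments longer than the unit, since the sequenced fragments were 300 to 500 bp long. Among the cis-NATs, 338 were above their bound in mycelia, 259 in primordia and 323 in fruiting bodies. No biological explanation was tested for this pattern.

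Of the fragments over the 839 STs read from Table S2, a share of 76.3% was on units that lie, by the order of the unit numbers, on the strand of the NAT. These were 2253 units on the strand of the NAT and 265 on the strand of the ST. A NAT is on its own strand by definition, so the NATs read from Table S2 were left out, and 72.4% of the remaining fragments over the STs were still on the strand of the NAT. No unit on their own strand was found for 611 STs (72.8%). The paper's values are below 2 in all 3 stages for 8.82% of the 601 such STs with values, and the median of their highest value is 16.2. Weak expression of the STs is not ruled out by this, because the paper's values for them do not follow the fragments on the strand of the ST, as given below. Units on opposite strands are not merged throughout, since 21.0% of the plus-strand units overlapped a minus-strand unit. Across the 601 STs with no unit on their own strand, the paper's ST value rose with the fragments per kb on the strand of the NAT (Spearman's rho 0.807). Across the 228 STs with units on both strands and values, rho was 0.861 for fragments on the strand of the NAT and 0.218 for fragments on the strand of the ST. Genes are not independent replicates, and these correlations have no p-value. A candidate explanation is that, over these genes, the strand of the reads was reversed or not kept in the assembly, so that some units named as NATs may hold fragments of the ST. Antisense transcription that follows the ST closely would also give such correlations, so from the deposited values alone it cannot be told apart from that explanation. The ssRT-qPCR of the paper measured each strand by itself in 25 pairs. Its highest stages differ between ST and NAT in 6 of them, and the unit of the NAT was highest in the stage of the NAT in 5 and in that of the ST in 1. In 5 of these 6 pairs the unit of the NAT thus follows the NAT, and for AT16765 it follows the ST. Of the 5, AT9091 rests on 5, 1 and 18 fragments in mycelia, primordia and fruiting bodies, and AT4767 on 4, 1 and 12. These 6 pairs do not show which transcript the units follow over the other STs.

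The NATs lay mainly on the plus strand: all 993 cis-NATs read from Table S2 and, by unit order, 24 of the 25 NATs of Table S9. That table itself places 3 of the 25 on the minus strand, and for 2 of these, AT14969 and AT12077, the unit order and Table S2 give the plus strand. In its own column 88.0% of the 25 are on the plus strand (confidence interval 70.0% to 95.8%), more than the 61.5% of the paper's pairs that were read, which speaks against the rest of Table S2 being on the minus strand. However, 21 of the 25 are in the part of Table S2 that was read; this was seen after that share, and of the 4 others 3 are on the plus strand (confidence interval 30.1% to 95.4%). By unit order, 90.5% of the 211 placed trans-NATs (confidence interval 85.8% to 93.8%) were on the plus strand too, against 50.0% of all units. The placing of these trans-NATs rests on the numbers of cis-NATs that are all on the plus strand, and it was tested on such cis-NATs alone, so it may favour the plus strand. If every trans-NAT with a sequence that could not be placed were on another strand, 78.6% would still be on the plus strand by this placing. With 4 NATs from outside that part and this placing, the pattern cannot be told apart from an effect of the part of Table S2 that was read. The cause was not tested further, and no biological explanation was tested.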

How the results depend on the processing

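The alternatives with at least 10 fragments, with scaled counts and with the point probability for all STs were chosen after the data had been seen, and the others before the data were examined. Of the 131 recomputed values for the main results, 105 stayed within the interval or factor set for them and 26 moved. The cause of these moves was not tested. A reversed direction was looked for only in the difference of length between trans-NATs and cis-NATs, where there was none.

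The counts of detected units stayed within a factor of 1.5 at cutoffs of 1 and 5. The share of NATs expressed in all 3 stages, 73.3%, was 79.0% at a cutoff of 1, 63.4% at a cutoff of 5 and 60.3% with at least 10 fragments. The share in mycelia alone, 5.32%, was 2.83%, 9.94% and 8.44% in the same order. The share in primordia alone, 1.27%, was 0.665%, 3.28% and 2.87%, and the share in fruiting bodies alone, 3.88%, was 2.66%, 6.11% and 8.61%.

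In the 677 pairs that Table S2 puts in the 1:1 class, 42.4% of pairs were divergent and 30.9% were S > N, against 37.0% and 39.0% of all pairs, which changed the order of these types. With the overlap lengths of Table S2, the median share of the NAT in the overlap was 78.1% against 87.7%. The difference of length between trans-NATs and cis-NATs kept its direction and its side of 0.05 with medians and with genomic spans. With spans, a trans-NAT takes its unit and a cis-NAT its own coordinates, so that alternative does not compare like with like.

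With ST and NAT at 2 or more in both stages, the share of pairs with the same direction from mycelia to primordia was 73.8% against 70.7%. The Pearson correlation across pairs was then 0.646 from mycelia to primordia, 0.624 from mycelia to fruiting bodies and 0.637 from primordia to fruiting bodies, against 0.474, 0.462 and 0.420. The Spearman correlation was then 0.622 from mycelia to primordia and 0.637 from primordia to fruiting bodies, against 0.548 and 0.569. With scaled counts of the NAT, the Pearson correlation was 0.559 from mycelia to primordia and 0.541 from mycelia to fruiting bodies. By type, the same filter gave 85.4% of convergent pairs from mycelia to primordia, against 77.0%, and 92.6% of N > S pairs from primordia to fruiting bodies, against 82.9%. The values for the 25 pairs and the 6 lignin-modifying pairs stayed within their intervals under each alternative tried.

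With the point probability of formula 1, 16 GO terms in fruiting bodies had an adjusted p under 0.05 in place of 9. With the cutoff for the ST alone, 15 in mycelia had one in place of 22, within the factor of 1.5. Of the 42 recomputed values for single terms in single stages, 1 rose above 0.05: alcohol metabolic process in mycelia, from 0.0419 to 0.0611 with the cutoff for the ST alone. With the point probability 2 fell below 0.05, both in fruiting bodies: oxidoreductase activity on CH-OH groups, from 0.0594 to 0.0398, and cation binding, from 0.0737 to 0.0478.

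The comparison of the expression of STs with NATs and of genes without was not run, nor were its alternatives, a pseudocount of 0.1 and genes at or above 2, because the genes without NATs were not identified in the deposited files. No paired analysis was possible because each stage has 1 library.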

Differences from the paper's values

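All values set beside the paper's in this part come from settings chosen before the data were examined, except where stated, and no test of an explanation was made for this part.

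The paper states that 7.2% of pairs are STs containing NATs and 32.3% are NATs containing STs. In the 1003 pairs read from Table S2 these shares were 39.0% and 3.79%. In the 677 pairs that Table S2 puts in the 1:1 class they were 30.9% and 5.02%, so none of the alternatives closed the gap. The paper's own counts of these types, 526 and 117 of 1630 pairs, are 32.3% and 7.18%.

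The paper gives 2.9% of NATs as expressed in mycelia alone and 0.6% in primordia alone, where the deposited values gave 5.32% and 1.27%. With a cutoff of 1 they were 2.83% and 0.665%, within a factor of 1.5 of the paper's values. With a cutoff of 5, with the upper quartile rescaling and with cis-NATs alone the gap stayed. As counts, 63 and 15 NATs were at 2 or more in mycelia or primordia alone, more than the paper counts among all its NATs. For cis-NATs alone these were 51 and 12, which do not exceed its counts. However, 8 cis-NATs were at 2 or more in no stage, more than the paper leaves out of all its NATs. A part cannot exceed the whole, so a cutoff of 2 on the deposited values does not give the paper's counts.

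For GO terms with an adjusted p under 0.01 in primordia, the paper gives 14 and the STs read here gave 9, under each alternative as well. Between 0.01 and 0.05 in fruiting bodies, the paper gives 11 GO terms and 0 were found; with the cutoff for the ST alone there was 1 and with the point probability there were 7, and none of these closed the gap. For KEGG pathways under 0.01 the paper gives 2 in mycelia, 5 in primordia and 2 in fruiting bodies, and 0 were found in each stage under each setting. Between 0.01 and 0.05 the paper gives 12 pathways in mycelia, where 3 were found, and 9 in fruiting bodies, where 4 were found. With the cutoff for the ST alone these were 4 and 4, and with the point probability 3 and 4, so the gap stayed. These stage tests drew on 839 of the paper's 1403 STs, and the STs not read counted as background. Fewer terms and pathways can pass for that reason alone. The lower counts therefore cannot show a disagreement with the paper.

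For all STs, the paper gives 9 GO terms with at least 4 STs and an adjusted p under 0.01. The upper tail gave 8 and the point probability, which was chosen after the values had been seen, gave 9. The paper gives 34 KEGG pathways with an adjusted p under 0.01. The upper tail computed from the counts of the paper's Table S4 gave 1, and the point probability also gave 1. No alternative for these counts was set before the data were examined.

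The paper states that the expression of AT22678 fell to its lowest level in the fruiting bodies. In the deposited values it was lowest in primordia, with an FPKM of 0.474 against 3.10 in fruiting bodies. These values rest on 2 and 18 fragments from 1 library each, and 2 fragments are below the 3 taken as detectable. Their confidence bounds, 0 to 1.06 and 0.290 to 5.90, overlap. The order of primordia and fruiting bodies is therefore not settled. The paper calls the divergent type the most abundant. Of the pairs read, 371 were divergent and 391 were S > N, and in the same 1:1 class the divergent type came first with 42.4%. The paper lists nucleic acid binding as enriched in the fruiting bodies. The adjusted p was 0.768 among the STs read here. The paper's adjusted values for this term are 0.112, 0.124 and 0.0424 in mycelia, primordia and fruiting bodies, from 24, 24 and 23 STs. Its only value under 0.05 thus goes with its lowest count. Formula 1 gives the probability of exactly the observed count, which is small for a count below expectation too. A small value from it alone does not show an excess of STs. The paper lists ko00680 as enriched in primordia, where the adjusted p was 0.316. It lists ko01200 and ko03018 as enriched in mycelia and primordia. The adjusted p was 0.332 and 0.123 for ko01200 and 0.250 and 0.205 for ko03018. In the same order, the expressed STs numbered 2, 5, 7, 5 and 5 here and 5, 12, 13, 10 and 10 in the paper. The STs not read count as background here, so these values cannot show a disagreement with the paper. In fruiting bodies the adjusted p was 0.160 for alcohol metabolic process, 0.0594 for oxidoreductase activity on CH-OH groups and 0.0737 for cation binding. The point probability gave 0.0398 and 0.0478 for the last 2. The paper lists all of these as enriched there. Their STs numbered 4, 7 and 10 here, against 7, 10 and 20 in the paper. In mycelia, where the paper lists these terms as not significant, the adjusted p was 0.0419, 0.0331 and 0.0233. With the cutoff for the ST alone, that of alcohol metabolic process in mycelia rose to 0.0611. The STs in mycelia numbered 5, 7 and 11 here, against 6, 9 and 7 in the paper. For cation binding, 11 STs from a part of the pairs exceed the 7 that the paper counts for all of them. Unread STs therefore cannot account for that difference.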

Other observations

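The tests of random re-pairing, of the overlap of NAT and ST and of NATs and other units close to each other were chosen after the shares they measure had been seen, and the other tests in this part before.

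In the 25 pairs, ST and NAT had the same highest stage in 19 pairs by RNA-seq, with the paper's values for the STs. They changed in the same direction in 20 pairs from mycelia to primordia, 22 from mycelia to fruiting bodies and 20 from primordia to fruiting bodies, and in all 3 contrasts in 16 pairs. In the paper's ssRT-qPCR means of Table S11, the highest stage was the same in 19 pairs, and the direction was the same in 19, 21 and 18 pairs. Among all pairs with values, from mycelia to fruiting bodies, the direction was the same in 75.6% of convergent pairs (confidence interval 69.2% to 81.1%), 73.2% of divergent pairs (68.4% to 77.6%), 73.9% of S > N pairs (69.2% to 78.1%) and 80.0% of N > S pairs (64.1% to 90.0%). The paper links the convergent type with negative correlation from its 25 pairs.

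ST and NAT changed in the same direction from mycelia to fruiting bodies in 74.2% of pairs. When the NATs and STs were paired at random 10000 times, the share had a median of 50.0% and was at most 55.4%, so chance pairing does not account for it. The nearest unit on the strand of the NAT that overlapped neither transcript, at a median distance of 544 bp, changed in the same direction as the ST in 53.5% of cases (confidence interval 50.3% to 56.7%). A change shared by neighbouring units of a region therefore does not account for the share either. Among the 79 pairs with under 25% of the NAT inside the ST, the share was 63.3% (52.3% to 73.1%), and among the 566 pairs with 75% or more it was 75.4% (71.7% to 78.8%). The difference is 12.2 percentage points (confidence interval 1.69 to 23.7, an interval chosen after these shares had been seen). The share does not rise further with the overlap: it was 75.0% of 140 pairs with 25% to 49% of the NAT inside the ST, 74.6% of 177 pairs with 50% to 74%, 78.5% of 191 pairs with 75% to 99% and 73.9% of 375 pairs with the whole NAT inside. The lowest class is what fragments of the ST on the unit of the NAT would give and the other classes are not, so the pattern cannot be told apart from fragments of the ST counted on the unit of the NAT. Regulation of the ST by the NAT, or of both by the developmental stage, may also give this pattern, and 1 library per stage cannot separate them.

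The NATs at an FPKM of 2 or more in 1 stage alone numbered 124, and 0 of them had under 10 fragments in that stage. This does not show that they are stage-specific, since 1203 of the 1204 NATs had at least 10 fragments in some stage, which nearly fixes the outcome in advance. Few fragments therefore cannot be told apart from specificity to a stage in this way.

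The stage with the highest FPKM was not the stage with the highest scaled count in 18.8% of the 271 NATs under 300 bp (confidence interval 14.6% to 23.9%), against 3.64% of the 385 NATs of 600 bp or more (2.18% to 6.01%). The length correction of FPKM, which may differ between libraries, is a candidate explanation for part of the highest stages of short NATs. No biological explanation was tested for this difference.

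Consecutive NATs on the same ST changed in the same direction from mycelia to fruiting bodies in 65.0% of 163 cases (confidence interval 57.4% to 71.9%), and consecutive NATs of different STs in 54.7% of 781 cases (51.2% to 58.1%). The share is higher on the same ST by 10.4 percentage points (confidence interval 2.02 to 18.1, an interval chosen after these shares had been seen), so pieces of a longer transcript are a candidate explanation. NATs on the same ST also lie closer together, with a median gap of 303 bp against 22035 bp. At gaps of at most 1000 bp, the share was 66.9% of 136 cases on the same ST and 64.3% of 14 cases of different STs (38.8% to 83.7%). The nearest unit outside the ST at most 1000 bp from a NAT, on its strand, changed in the same direction as the NAT in 56.7% of 425 cases (52.0% to 61.3%). This is 10.2 percentage points below the share of the NATs on the same ST at such gaps (confidence interval 0.722 to 19.0), so a change shared by any close units does not account for that share. A change shared by close NATs alone was not settled, with 14 cases, and fragments of the ST counted on both NATs were not tested here, so pieces of a longer transcript cannot be told apart from these.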
